# UHRF1 depletion and HDAC inhibition reactivate epigenetically silenced genes in colorectal cancer cells

**DOI:** 10.1186/s13148-019-0668-3

**Published:** 2019-05-07

**Authors:** Takeshi Niinuma, Hiroshi Kitajima, Masahiro Kai, Eiichiro Yamamoto, Akira Yorozu, Kazuya Ishiguro, Hajime Sasaki, Gota Sudo, Mutsumi Toyota, Tomo Hatahira, Reo Maruyama, Takashi Tokino, Hiroshi Nakase, Tamotsu Sugai, Hiromu Suzuki

**Keywords:** UHRF1, DNA methylation, Epigenetics, HDAC inhibitor, Colorectal cancer

## Abstract

**Background:**

Ubiquitin-like protein containing PHD and RING finger domains 1 (UHRF1) is a major regulator of epigenetic mechanisms and is overexpressed in various human malignancies. In this study, we examined the involvement of UHRF1 in aberrant DNA methylation and gene silencing in colorectal cancer (CRC).

**Results:**

CRC cell lines were transiently transfected with siRNAs targeting *UHRF1*, after which DNA methylation was analyzed using dot blots, bisulfite pyrosequencing, and Infinium HumanMethylation450 BeadChip assays. Gene expression was analyzed using RT-PCR and gene expression microarrays. Depletion of UHRF1 rapidly induced genome-wide DNA demethylation in CRC cells. Infinium BeadChip assays and bisulfite pyrosequencing revealed significant demethylation across entire genomic regions, including CpG islands, gene bodies, intergenic regions, and repetitive elements. Despite the substantial demethylation, however, UHRF1 depletion only minimally reversed CpG island hypermethylation-associated gene silencing. By contrast, the combination of UHRF1 depletion and histone deacetylase (HDAC) inhibition reactivated the silenced genes and strongly suppressed CRC cell proliferation. The combination of UHRF1 depletion and HDAC inhibition also induced marked changes in the gene expression profiles such that cell cycle-related genes were strikingly downregulated.

**Conclusions:**

Our results suggest that (i) maintenance of DNA methylation in CRC cells is highly dependent on UHRF1; (ii) UHRF1 depletion rapidly induces DNA demethylation, though it is insufficient to fully reactivate the silenced genes; and (iii) dual targeting of UHRF1 and HDAC may be an effective new therapeutic strategy.

**Electronic supplementary material:**

The online version of this article (10.1186/s13148-019-0668-3) contains supplementary material, which is available to authorized users.

## Introduction

Epigenetic alterations such as aberrant DNA methylation and histone modifications play essential roles in tumorigenesis [1, 2]. Cancer cells are characterized by dual DNA methylation-related changes: global hypomethylation, which can induce chromosomal instability and oncogene activation, and regional hypermethylation, which is associated with transcriptional silencing. Hypermethylation of CpG islands within gene promoter regions is a major cause of tumor suppressor gene inactivation, and a subset of cancers exhibits concurrent hypermethylation of multiple CpG islands, which is referred to as the CpG island methylator phenotype (CIMP) [3]. Because epigenetic alterations are associated with the pathogenesis and clinicopathological characteristics of cancer, they are thought to be useful biomarkers and therapeutic targets [1].

Ubiquitin-like protein containing PHD and RING finger domains 1 (UHRF1), also known as ICBP90 in human and Np95 in mouse, plays an important role in reading and maintaining the epigenetic marks [4]. UHRF1 is a multi-domain protein consisting of an N-terminal ubiquitin-like domain; a PHD domain, which interacts with methylated histones, retinoblastoma protein (pRB), and DNA methyltransferase 1 (DNMT1); a SET and RING finger-associated (SRA) domain, which interacts with hemi-methylated DNA, DNMT1, and histone deacetylase 1 (HDAC1); and a RING finger motif, which has E3 ubiquitin ligase activity [4]. UHRF1 is thought to act as a hub protein that regulates gene expression through epigenetic mechanisms, including DNA methylation and histone deacetylation, methylation, and ubiquitination [4, 5]. UHRF1 recruits DNMT1 to newly synthesized DNA to maintain DNA methylation, and genetic defects in *Uhrf1* result in significant decreases in DNA methylation in mouse embryonic stem cells [6, 7].

Recent evidence strongly suggests UHRF1 is oncogenic in human malignancies. UHRF1 is a target of E2F1 and is required for G1/S transition during the cell cycle [8, 9]. Moreover, it is overexpressed in multiple tumor types, including breast, lung, liver, pancreatic, bladder, prostate, and colorectal cancers [10–16]. Ectopic expression of UHRF1 promotes cancer cell proliferation, while UHRF1 knockdown induces cell cycle arrest, DNA damage response, and apoptosis in cancer cells [16–20]. UHRF1 is also associated with epigenetic silencing of various tumor suppressors and other tumor-related genes, including *CDKN2A*, *RB*, *BRCA1*, *RASSF1*, *PPARG*, *APC*, *CDH1*, and *RGS2* [8, 9, 15, 16, 20–24]. Inhibition of UHRF1 leads to decreased DNA methylation and/or repressive histone marks and restoration of gene expression [15, 20, 23]. Nonetheless, it is well documented that cancer cells exhibit aberrant hypermethylation of hundreds of gene promoters [25]. Thus, despite the general requirement for UHRF1 to maintain DNA methylation without bias toward specific genes [4], the involvement of UHRF1 in the epigenetic silencing of large numbers of tumor-related genes remains unclear. To address this issue, we comprehensively analyzed the effect of UHRF1 depletion on DNA methylation and gene expression in colorectal cancer (CRC) cells. We show that after UHRF1 depletion, CRC cells rapidly undergo significant DNA demethylation across the entire genome, including a number of hypermethylated CpG islands, but this only minimally restores gene expression. We also show that UHRF1 depletion plus HDAC inhibition reactivates silenced genes and suppresses CRC cell proliferation.

## Results

### UHRF1 depletion induces genome-wide DNA demethylation in CRC cells

To assess the expression of *UHRF1* in cancer, we first used RNA-seq data obtained from primary CRC and normal colonic tissues in The Cancer Genome Atlas (TCGA) study [26]. We found that *UHRF1* expression is significantly higher in CRCs than normal colon (Fig. 1a). When CRCs were categorized based on their CIMP status, both CIMP-high and CIMP-low tumors showed higher *UHRF1* expression than CIMP-negative tumors, suggesting UHRF1 may be associated with aberrant DNA methylation in CRC (Fig. 1b). In addition, quantitative RT-PCR (qRT-PCR) analysis of a series of CRC cell lines showed that all CRC cell lines expressed higher levels of *UHRF1* than normal colonic tissues (Fig. 1c).

**Fig. 1:**
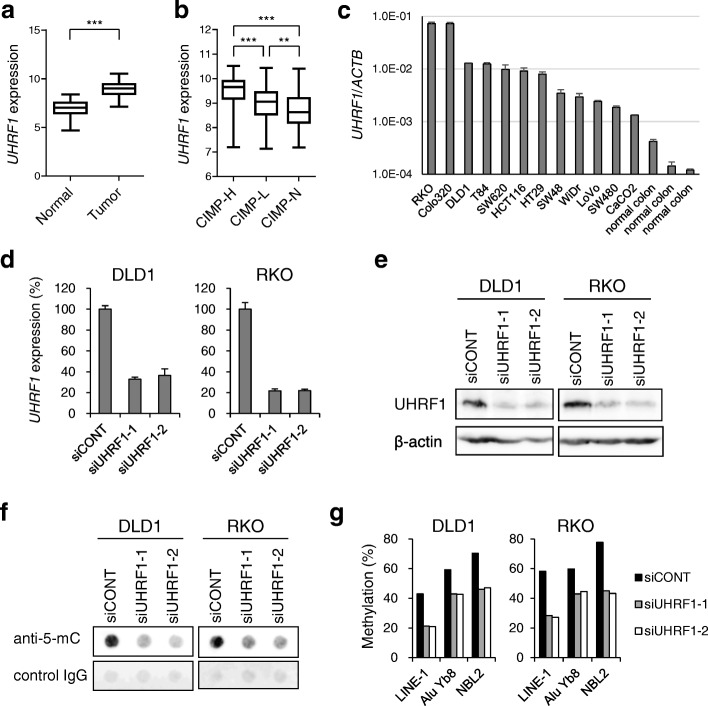
UHRF1 depletion induces global DNA demethylation in CRC cells. **a** Summaries of *UHRF1* expression in normal colon and primary CRC tumors in TCGA datasets (RSEM-normalized count). ***P < 0.001. **b** Summaries of *UHRF1* expression in CIMP-high (CIMP-H), CIMP-low (CIMP-L), and CIMP-negative (CIMP-N) CRCs in TCGA datasets. **P < 0.01, ***P < 0.001. **c** qRT-PCR analysis of *UHRF1* in CRC cell lines and normal colonic tissue. Results are normalized to *ACTB* expression. Shown are means of three replications; error bars represent SDs. **d** qRT-PCR showing *UHRF1* knockdown in CRC cells. Cells were transfected with control siRNA (siCONT) or siRNAs targeting *UHRF1* and were harvested 72 h (DLD1) or 96 h (RKO) after transfection. Results are normalized to *GAPDH* expression. Shown are means of three replications; error bars represent SDs. ***P < 0.001. **e** Western blot analysis showing UHRF1 knockdown in CRC cells. The results were confirmed in two independent experiments, and representative results are shown. **f** Dot blot analysis of 5-methylcytosine (5-mC) in CRC cells transfected with the indicated siRNAs. The results using a control IgG are shown as loading controls. The results were confirmed in two independent experiments, and representative results are shown. **g** Bisulfite pyrosequencing of repetitive elements in CRC cells transfected with the indicated siRNAs

To clarify whether UHRF1 is associated with DNA methylation in CRC cells, we performed knockdown experiments using two CIMP-high CRC cell lines (DLD1 and RKO) [27]. Transient transfection of CRC cells with two different siRNAs targeting *UHRF1* (siUHRF1-1, siUHRF1-2) successfully depleted *UHRF1* mRNA and protein (Fig. 1d, e). Dot blot analysis revealed a significant decrease in global DNA methylation levels in DLD1 cells 72 h after transfection of the siRNAs and in RKO cells 96 h after transfection (Fig. 1f). The more rapid DNA demethylation in DLD1 cells may reflect the faster cell proliferation rate than in RKO cells. We next used bisulfite pyrosequencing to assess the methylation of repetitive elements as surrogates of global DNA methylation and found reduced methylation in UHRF1-depleted cells (Fig. 1g). Depletion of UHRF1 also induced global DNA demethylation in a CIMP-negative CRC cell line (SW480) [27] and in a breast cancer cell line (MFC7), suggesting UHRF1 is required to maintain DNA methylation in multiple tumor types (Additional file 1: Figure S1). By contrast, non-cancerous HEK293 cells appeared to retain substantial levels of DNA methylation after UHRF1 depletion (Additional file 1: Figure S1).

To further clarify the DNA methylation changes induced by UHRF1 depletion, we carried out Infinium HumanMethylation450 BeadChip assays with RKO and DLD1 cells. Genome-wide demethylation was clearly demonstrated in density plots of all probe sets. Peaks representing fully methylated probes (*β* value ≥ 0.8) were dramatically shifted toward intermediate methylation levels upon UHRF1 depletion (Fig. 2a, b). Box plots of all probe sets also showed significantly decreased methylation levels in cells after UHRF1 depletion (Fig. 2c, d). Categorization of the probes based on their relationship to CpG islands (CpG islands, CpG island shores, and outside of CpG islands) or gene locations (transcription start sites to the first exons, gene bodies to 3′ UTR, and intergenic regions) revealed demethylation in all genomic regions analyzed (Fig. 2c, d). In addition, we observed substantial demethylation at several CIMP marker loci (*CACNA1G*, *CDKN2A*, *CRABP1*, *IGF2*, *NEUROG1*, and *SOCS1*) in both CRC cell lines (Additional file 1: Figures S2 and S3).

**Fig. 2:**
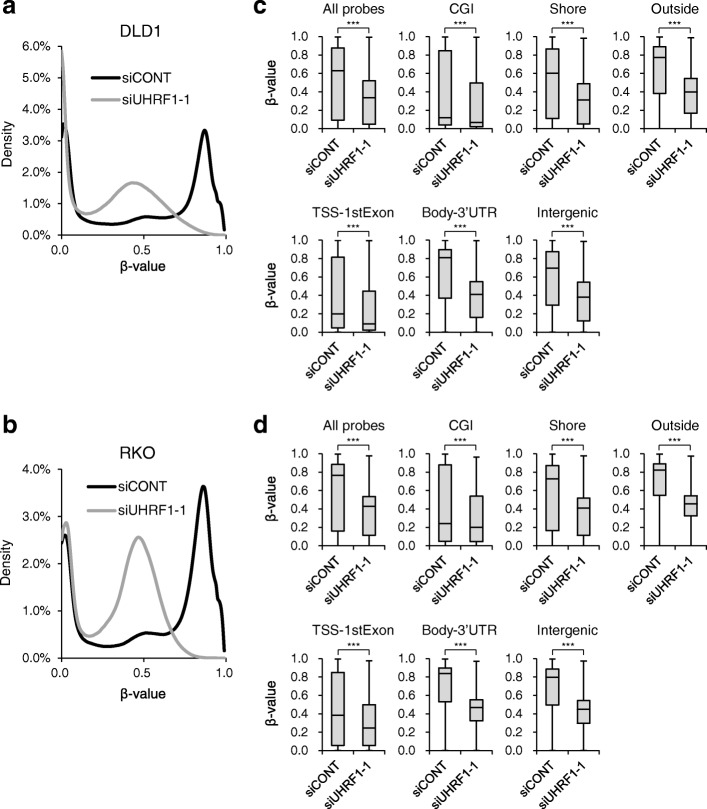
Infinium BeadChip assays revealing genome-wide DNA demethylation induced by UHRF1 depletion in CRC cells. Cells were transfected with control siRNA (siCONT) or siRNA targeting *UHRF1*, and genomic DNA was extracted 72 h (DLD1) or 96 h (RKO) after transfection. Density plots showing the *β* values of all probe sets in DLD1 (**a**) and RKO (**b**) cells transfected with the indicated siRNAs. **c** Box plots showing the *β* values of all probe sets or those located in CpG islands (CGI), CpG island shores (Shore), outside of CpG islands (Outside), transcription start sites and first exons (TSS-1stExon), gene bodies and 3′ untranslated regions (Body-3′URT), and intergenic regions (Intergenic) in DLD1 cells. ***P < 0.001. **d** Boxplots showing the *β* values of the indicated probe sets in RKO cells. ***P < 0.001

### UHRF1 depletion only minimally restores expression of epigenetically silenced genes

To assess the effect of UHRF1 depletion on the methylation status of affected genetic loci, we focused on a tumor suppressor gene, *MLH1*, which is silenced in association with CpG island hypermethylation in RKO cells. BeadChip assays revealed that UHRF1 depletion leads to substantial demethylation across the entire *MLH1* CpG island (Fig. 3a). Bisulfite sequencing and bisulfite pyrosequencing confirmed that demethylation was induced by both siRNAs targeting *UHRF1* (Fig. 3b, c). We also analyzed RKO cells treated with the DNMT inhibitor 5-aza-2′-deoxycytidine (5-aza-dC) as a positive control for demethylation and re-expression (Fig. 3c, d). However, RT-PCR analysis revealed that UHRF1 depletion induced only limited re-expression of *MLH1* compared to 5-aza-dC (Fig. 3d).

**Fig. 3:**
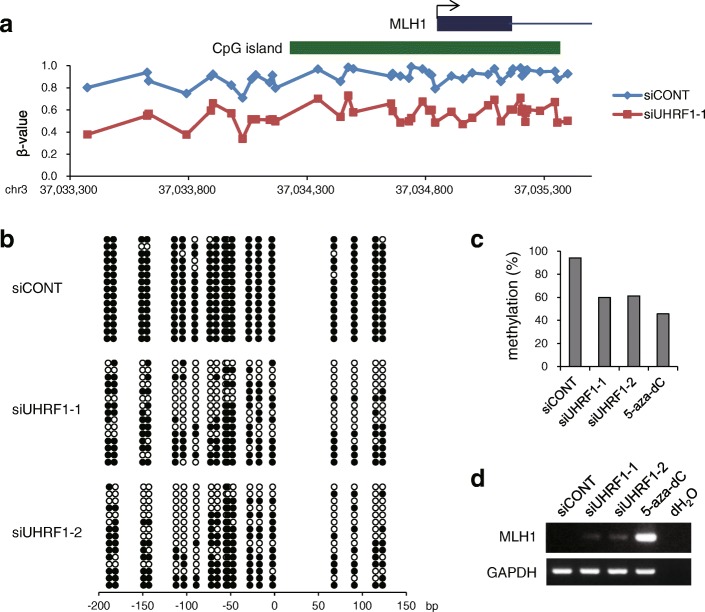
Demethylation induced by UHRF1 depletion leads to limited gene re-expression in CRC cells. **a** Results of BeadChip assays showing demethylation of *MLH1* induced by UHRF1 knockdown in RKO cells. Shown are *β* values of BeadChip probes located in the promoter region of *MLH1*. Locations of the CpG island and the first exon of *MLH1* are indicated on the top. **b** Bisulfite sequencing analysis of the *MLH1* CpG island in RKO cells transfected with the indicated siRNAs. **c** Bisulfite pyrosequencing analysis of *MLH1* in RKO cells transfected with the indicated siRNAs or those treated with 5-aza-dC. **d** RT-PCR of *MLH1* in RKO cells transfected with the indicated siRNAs or those treated with 5-aza-dC

### UHRF1 depletion plus HDAC inhibition reactivates epigenetically silenced genes

The results summarized above suggest demethylation induced by UHRF1 depletion is not sufficient to fully open the chromatin structures of epigenetically silenced genes in cancer cells. To test this hypothesis, we treated UHRF1-depleted CRC cells with trichostatin A (TSA), a HDAC inhibitor, and assessed the expression of well-characterized tumor suppressor genes silenced by CpG island hypermethylation. We found that UHRF1 depletion alone restored gene expression to a relatively limited degree, whereas the combination of UHRF1 depletion plus TSA restored the gene expression in both DLD1 and RKO cells (Fig. 4a, b; Additional file 1: Figure S4). Similar results were also observed in SW480 and MCF7 cells (Additional file 1: Figure S5). Bisulfite pyrosequencing and bisulfite sequencing confirmed that, by itself, UHRF1 depletion decreased methylation levels in affected CpG islands, and TSA did not induce further demethylation (Fig. 5a, b; Additional file 1: Figure S6). Moreover, BeadChip assays and bisulfite pyrosequencing of repetitive elements confirmed that TSA treatment did not significantly affect global DNA methylation levels after UHRF1 depletion (Fig. 5c, Additional file 1: Figure S6), and similar results were observed in SW480 and MCF7 cells (Additional file 1: Figure S7).

**Fig. 4:**
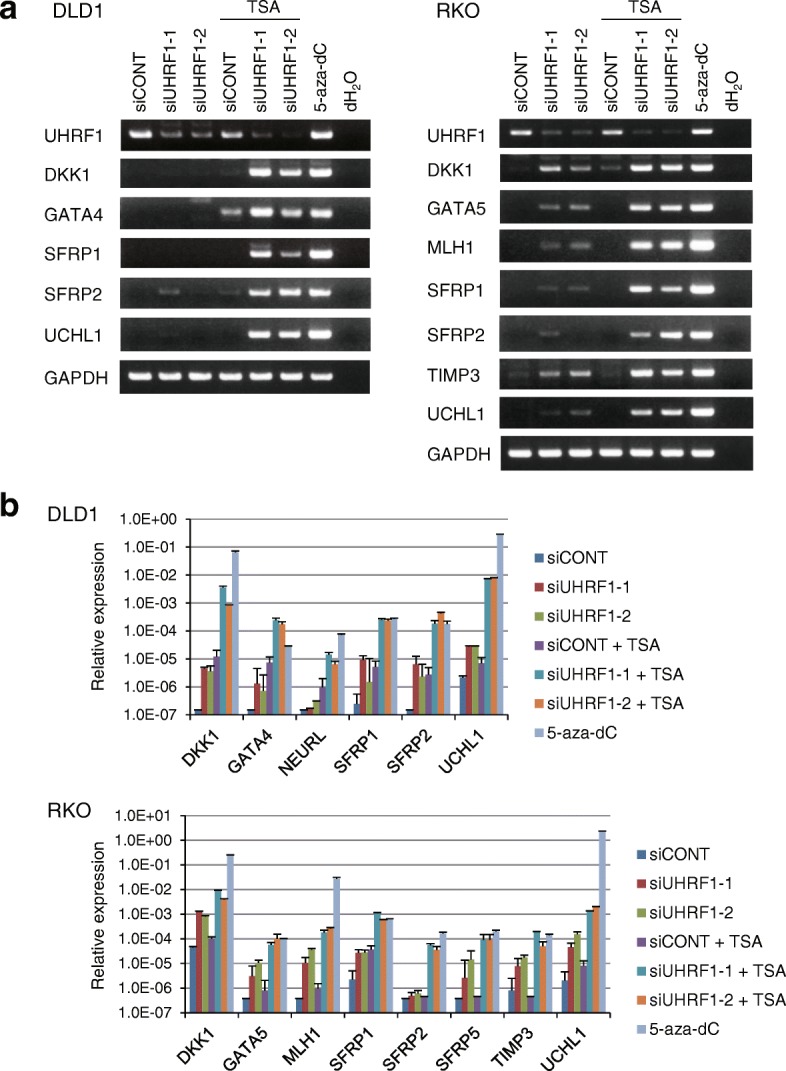
UHRF1 depletion plus HDAC inhibition restore the expression of epigenetically silenced genes in CRC cells. **a** RT-PCR analysis of *UHRF1* and epigenetically silenced genes in DLD1 (left) and RKO cells (right). Cells were transfected with the indicated siRNAs and incubated for 48 h (DLD1) or 72 h (RKO), after which the cells were treated with or without TSA for 24 h. Cells treated with 5-aza-dC are shown as positive controls for gene reactivation. **b** qRT-PCR analysis of epigenetically silenced genes in the same samples used in **a**. The results are normalized to *GAPDH* expression. Shown are means of three replications; error bars represent SDs

**Fig. 5:**
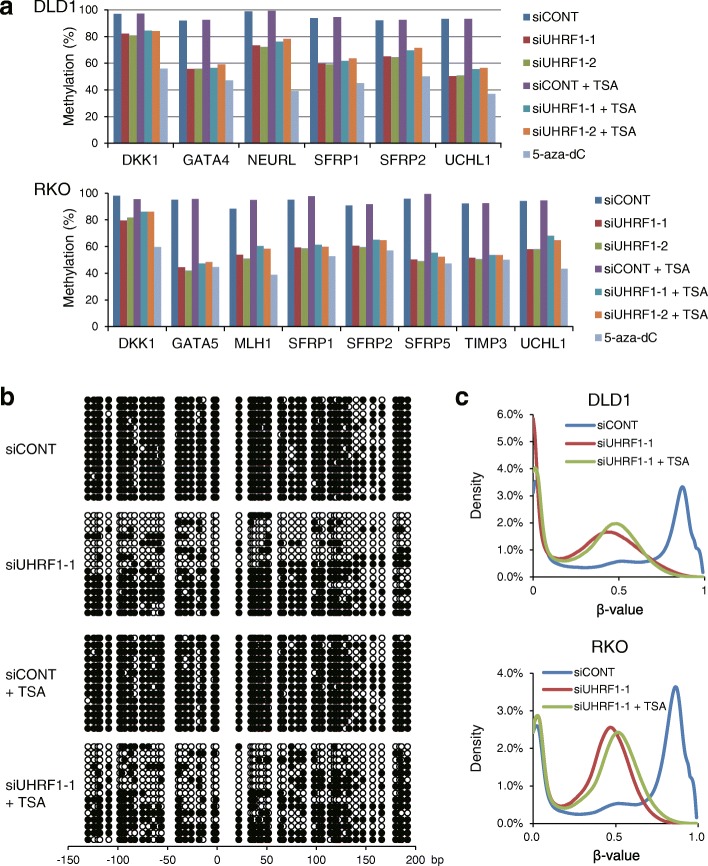
Additional HDAC inhibition in UHRF1-depleted CRC cells does not induce further DNA demethylation but does induce histone acetylation of epigenetically silenced genes. **a** Bisulfite pyrosequencing analysis of epigenetically silenced genes in DLD1 and RKO cells. Cells were transfected with the indicated siRNAs and incubated for 48 h (DLD1) or 72 h (RKO), after which they were treated with or without TSA for 24 h. Cells treated with 5-aza-dC are shown as positive controls for demethylation. **b** Bisulfite sequencing analysis of the *SFRP1* CpG island in DLD1 cells with the indicated siRNAs and treatment. Open and filled circles depict unmethylated and methylated CpG sites, respectively. Locations relative to the transcription start site are shown below. **c** Density plots of the Infinium BeadChip assay results in DLD1 and RKO cells with the indicated siRNAs and treatment

To further clarify the mechanism underlying gene reactivation by UHRF1 depletion plus TSA, we assessed histone acetylation in RKO cells. We found that the levels of acetylated histone H3 lysine 9 (H3K9ac) at the promoters of tumor-related genes remained low despite UHRF1 depletion, but they were increased by UHRF1 depletion plus TSA (Additional file 1: Figure S8). These results suggest that targeting UHRF1 and HDAC is effective for reactivating silenced genes in cancer cells.

### UHRF1 depletion plus HDAC inhibition strongly suppresses CRC cell proliferation

The reactivation of multiple tumor-related genes by combined UHRF1 depletion and HDAC inhibition indicated that this combination may exert a strong antitumor effect. Cell viability assays revealed that although UHRF1 depletion induced only moderate or minimal growth suppression in DLD1 and RKO cells, adding TSA nearly completely suppressed the cell proliferation (Fig. 6a). EdU intake assays also showed that UHRF1 depletion alone induced moderate G1 phase arrest in DLD1 cells (Fig. 6b), but UHRF1 depletion plus TSA strongly induced arrest at G1 and G2/M phase in DLD1 and RKO cells (Fig. 6b; Additional file 1: Figure S9). We also carried out apoptosis assays in DLD1 cells and found that the incidence of apoptosis induced by TSA alone was similar to that induced by UHRF1 depletion plus TSA (Additional file 1: Figure S10).

**Fig. 6:**
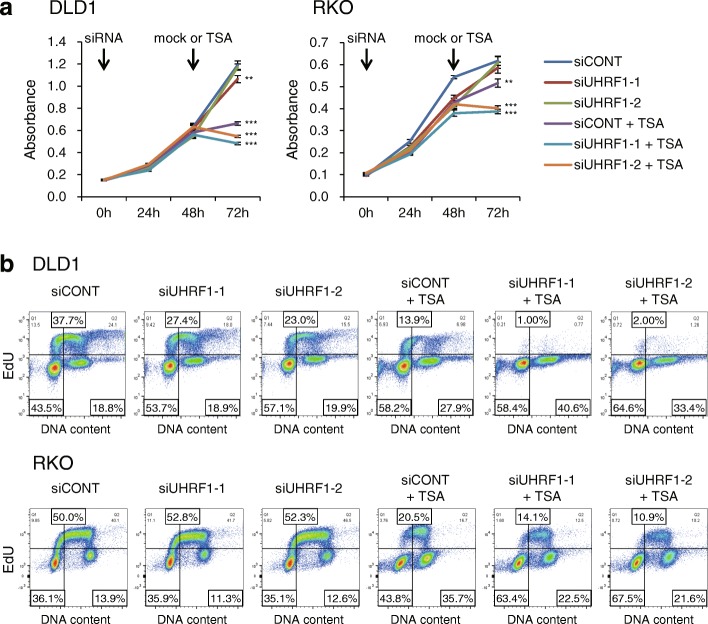
UHRF1 depletion plus HDAC inhibition suppresses CRC cell proliferation. **a** Cell viability assays in DLD1 (left) and RKO (right) cells. Cells were transfected with the indicated siRNAs and incubated for 48 h, after which they were incubated with or without TSA for 24 h. Cell viabilities were assessed at the indicated time points. Shown are means of eight replications; error bars represent SDs. **P < 0.01, ***P < 0.001. **b** EdU cell proliferation assays in DLD1 (upper) and RKO (lower) cells treated with the indicated siRNAs alone or plus TSA. The results were confirmed in at least three independent experiments, and representative results are shown (also see Additional file 1: Figure S5).

The above results suggest that depletion of UHRF1 plus HDAC inhibition suppresses CRC cell proliferation by inducing cell cycle arrest. To further clarify the underlying mechanism, we carried out the gene expression microarray analyses in DLD1 cells, with or without UHRF1 depletion and/or TSA treatment. The results showed that expression of 6190 probe sets (4498 unique genes) was significantly altered by UHRF1 depletion plus TSA as compared to control siRNA and mock treatment (> 2-fold and *P* < 0.05; Fig. 7a). By contrast, the effects of UHRF1 depletion alone on gene expression profiles were relatively limited (Fig. 7a). Gene ontology analysis showed that genes associated with “cell cycle” and “mitosis” were significantly enriched among genes affected by UHRF1 depletion plus HDAC inhibition (Fig. 7b). Similarly, pathway analysis suggested that genes involved in “cell cycle,” “RB in cancer,” and “DNA replication” were enriched among the affected genes (Fig. 7c; Additional file 1: Figure S11). Notably, we found that a number of cell cycle-related genes were significantly downregulated by UHRF1 depletion plus TSA (Fig. 7d). To validate the above results, we also performed a gene expression microarray analysis with RKO cells. 

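RKO is a colorectal cancer cell line. Its total RNA was hybridized to 8 SurePrint G3 Human GE v2 arrays in 1 colour, with 2 arrays in each of 4 groups: siCONT, siUHRF1, siCONT + TSA and siUHRF1 + TSA. The 2 arrays with UHRF1 depletion carried different siRNAs, siUHRF1-1 on replicate 1 and siUHRF1-2 on replicate 2. TSA was given at 300 nM for 24 h, after 72 h with the siRNAs, and RNA was harvested at 96 h. The authors' files hold the signal of each spot after background subtraction and detrending by Agilent's Feature Extraction software, with no normalization between arrays. The 75th percentile of that signal lay between 245 and 338 on the 8 arrays, and between 46.8% and 49.6% of the probes were well above background. No spot was saturated. Each array's log2 signal was expressed relative to its own 75th percentile, spots that the scanner software marked as outliers were left out, and limma was fitted to the 23703 probes that were well above background on both arrays of at least 1 group. A probe was called altered at a Benjamini-Hochberg adjusted p below 0.05. With 2 arrays in a group, their number limits the precision of every value, and the groups share 1 estimate of the spread.

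All 8 arrays lay on 1 slide and were read in 1 scan. The mock arrays filled row 1 of the slide and the TSA arrays row 2, so the row goes with the treatment. The siCONT arrays lay in columns 1 and 2 and the siUHRF1 arrays in columns 3 and 4, so the column goes with the siRNA and its effect cannot be separated from that of UHRF1 depletion. UHRF1 itself fell by 2.47 on the log2 scale in siUHRF1 against siCONT (standard error 0.14, adjusted p = 0.00238 from limma) and its log2 fold change was -3.35 in siUHRF1 + TSA against siCONT + TSA (adjusted p = 0.000132 from limma). Both siUHRF1 arrays were below both arrays of their control, with and without TSA. A second probe for UHRF1 fell by 2.34 and 2.86 in the same comparisons. The alternative that moved the first of these values most was a background correction by normexp, under which UHRF1 fell by 2.26 in siUHRF1 against siCONT.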

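The enrichment was examined with the S phase and G2/M gene lists distributed with Seurat 5.3.0, joined into 1 list of cell cycle genes without UHRF1, because the terms of the paper's ontology and pathway tools were not analysed here. Each of 17744 gene names was represented by its brightest probe. Of the 99 cell cycle genes among them, 47 (47.5%) were altered in siUHRF1 + TSA against siCONT, compared with 24.2% of all gene names. The odds ratio was 2.86 (p = 4.15e-07, two-sided Fisher's exact test, in which co-regulated genes are counted as independent). The alternative that moved it most, chosen after the data were seen, was to count only the genes that were over 2-fold higher, which gave 0.482 (p = 0.288, Fisher's exact test), and over 2-fold lower gave 8.83. All genes that were higher gave 1.32. Without a filter on dim probes the odds ratio was 5.53. With each array left out in turn, it stayed between 2.40 and 3.86. When genes were called at an unadjusted p below 0.05, 64 of the 99 cell cycle genes were altered and the odds ratio was 2.88.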

Gene ontology and pathway analyses again revealed that genes associated with “cell cycle” were significantly enriched among those affected by UHRF1 depletion plus TSA (Additional file 1: Figure S12).

**Fig. 7:**
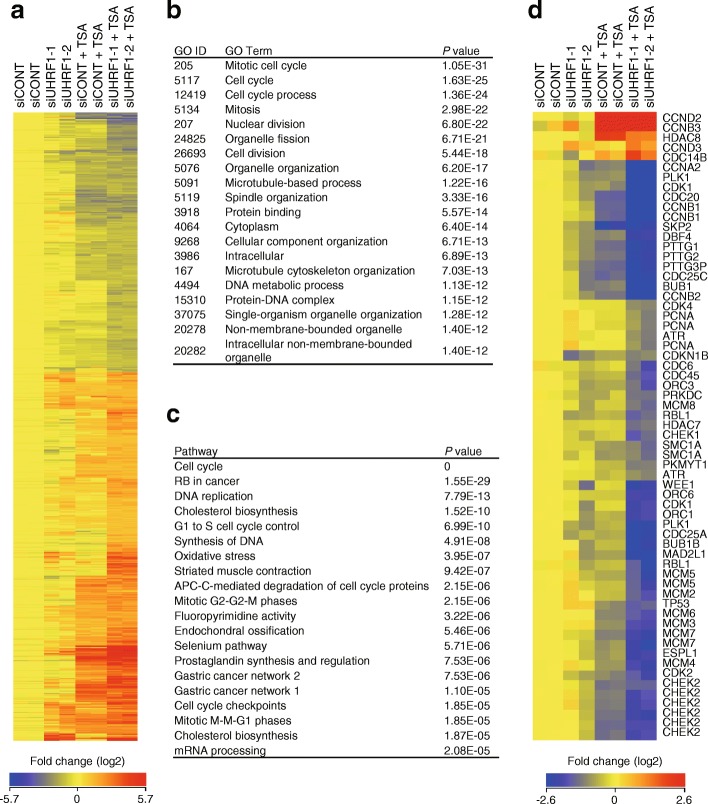
UHRF1 depletion and HDAC inhibition induce significant changes in the gene expression profiles of CRC cells. **a** Heat map showing the expression of genes altered by UHRF1 depletion and HDAC inhibition in DLD1 cells. Cells were transfected with the indicated siRNAs and incubated for 48 h, after which the cells were treated with or without TSA for 24 h, and gene expression microarray analysis was performed. **b** Gene ontology analysis of the selected genes shown in **a**. **c** Pathway analysis of the selected genes in **a**. **d** Heat map showing the expression of cell cycle-related genes

## Discussion

In the present study, we showed that UHRF1 depletion rapidly induces genome-wide DNA demethylation in cancer cells. Earlier studies showed that knockdown of DNMT1 or double knockdown of DNMT1 and DNMT3B induces DNA demethylation in various cancer cells [28–31]. Our results suggest that cancer cells also require UHRF1 to maintain DNA methylation. However, it is also noteworthy that the role of UHRF1 in DNA methylation may differ among tumor types. For instance, overexpression of UHRF1 causes genome-wide DNA hypomethylation in hepatocellular carcinoma and esophageal squamous cell carcinoma [12, 32], while UHRF1 has only minor effects on DNA methylation in retinoblastoma [33].

In our analysis, demethylation induced by UHRF1 depletion was observed across the entire genomic regions in CRC cells, including CpG islands, gene bodies, intergenic regions, and repetitive elements. This suggests UHRF1 is essential for maintaining DNA methylation in cancer cells and is generally more involved in the hypermethylation of tumor-related genes than the previously documented. UHRF1 depletion led to demethylation in the CpG islands of well-known tumor-related genes in both CIMP-positive and CIMP-negative CRC cell lines, as well as in a breast cancer cell line. However, it was unexpected that hypermethylated genes would continue to be repressed after UHRF1 depletion, as it is well documented that UHRF1 acts as a hub to recruit multiple proteins, including DNMT1, HDAC1, G9a, and EZH2, to repress cancer-associated genes in cancer cells [15, 21, 22, 34].

Notably, we found that UHRF1 depletion plus HDAC inhibition restored the expression of a number of tumor suppressor genes in CRC cells. *SFRP* family genes and *DKK1* encode secreted Wnt inhibitor proteins and are frequently silenced via CpG island hypermethylated in CRC [35–37]. The *GATA4* and *GATA5* transcription factor genes are potential tumor suppressor genes and are frequently hypermethylated in CRC [38, 39]. Hypermethylation of *NEURL* was discovered in a screen to identify epigenetically silenced genes in CRC cells [25]. Much experimental evidence suggests that re-expression of these genes suppresses CRC cell proliferation [25, 35–37, 39]. *UCHL1*, also known as *PGP9.5*, is prevalently methylated in various cancers, including CRC [40], and its tumor suppressor function has been experimentally demonstrated [41]. These results suggest that the antitumor effect of UHRF1 depletion plus HDAC inhibition is due, at least in part, to the restored expression of multiple tumor suppressor genes.

The effect of UHRF1 depletion plus HDAC inhibition to reverse gene silencing may suggest that UHRF1 depletion alone is not sufficient to induce histone acetylation at the hypermethylated genes. Those findings are reminiscent of an earlier report showing that low-dose 5-aza-dC and TSA synergistically restored the expression of hypermethylated genes in cancer cells [42]. Although URHF1 mediates cross-talk between DNA methylation and histone acetylation through interaction with DNMT1 and HDAC1 [4], HDACs may nonetheless be recruited to the silenced genes in the UHRF1-depleted cancer cells. Moreover, because the inhibition of UHRF1 leads to DNA demethylation by suppressing the recruitment of DNMT1 to newly synthesized hemi-methylated DNA, substantial numbers of cancer cells retain hemi-methylated DNA after UHRF1 depletion. Our bisulfite sequencing analysis revealed that UHRF1-depleted cells exhibit a mixture of fully methylated and significantly demethylated DNA. Even in the demethylated alleles, small numbers of CpG sites remained methylated. Thus, the residual DNA methylation may be sufficient to be recognized by methyl-DNA-binding proteins that recruit HDACs.

One recent study demonstrated an interesting antagonistic role of UHRF1 in mice. Sharif et al. showed that conditional knockout of either *Dnmt1* or *Uhrf1* leads to significant genome-wide demethylation in mouse embryos and embryonic stem cells, but only *Dnmt1*-ablated cells show derepression of endogenous retroviruses [43]. They demonstrated that, in the absence of DNMT1, UHRF1 is paradoxically required for the activation of endogenous retroviruses and acts through binding to hemi-methylated DNA and disrupting histone H3 lysine 9 (H3K9) tri-methyltransferase SETDB1-mediated silencing. Their results suggested that both DNMT1 and UHRF1 are essential for maintaining DNA methylation, while UHRF1 plays an opposite role in different repressive pathways. It is also possible that UHRF1 has similarly complex actions in cancer cells, and further study is warranted.

Earlier studies suggest UHRF1 is required for cell cycle progression. By downregulating pRB at the protein and gene transcription levels, UHRF1 promotes G1/S transition in human lung fibroblasts and Jurkat cells [9]. Upon DNA damage, expression of UHRF1 is suppressed by the p53/p21 signal, and knockdown of UHRF1 induces G1 arrest after DNA damage in HeLa cells [44]. By contrast, depletion of UHRF1 induces G2/M phase arrest in a CRC cell line HCT116 [18]. We found that UHRF1 depletion induces moderate G1 arrest in DLD1 cells, while UHRF1 depletion plus HDAC inhibition strongly induces G1 and G2/M arrest. Although it is well known that TSA blocks the cell cycle by inducing p21 [45], a strong induction of p21 was not observed in CRC cells with UHRF1 depletion plus TSA (data not shown). Instead, we found that UHRF1 depletion plus TSA induced marked changes in the gene expression profiles in CRC cells and that cell cycle-related genes were strikingly enriched among the downregulated genes. Many of these genes were moderately downregulated by either one of the treatments, but the combination treatment strongly blocked the cell cycle.

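In RKO cells, 27 of the 99 cell cycle genes were lower in siUHRF1 + TSA than in siCONT, against 8.08% of 17744 gene names (odds ratio 4.33, p = 1.16e-08, two-sided Fisher's exact test). A further 20 were higher, against 16.1% of all gene names (p = 0.272, Fisher's exact test). The 2 lists behind these genes went opposite ways. Of 45 S phase genes, 27 were lower and 1 was higher. Of 54 G2/M genes, none was lower, at an unadjusted p below 0.05 either, and 19 were higher (odds ratio 2.84, p = 0.000556, Fisher's exact test). Across the S phase list the log2 fold change had a median of -0.72, with 1 of 45 genes above 0 (adjusted p = 5.57e-16 from limma's camera, over 50 tests of lists). Across the G2/M list the median was 0.25, with 43 of 54 genes above 0 (adjusted p = 0.000897, camera). Both directions held under every scaling of the arrays that was tried, although scaling on the spike-in probes lowered the G2/M median to 0.088 and the median of all probes to -0.11. Both lists also passed by limma's fry (adjusted p = 0.00432 and 0.00098), but neither passed when camera estimated the correlation between genes from these 8 arrays (adjusted p = 0.167 and 0.126).

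The genes of lowest p in these lists were PRIM1, which fell by 1.45 on the log2 scale (standard error 0.084, adjusted p = 0.000324 from limma), EXO1, which fell by 1.24, CDC45, which fell by 1.37, and PIMREG and TUBB4B, which rose by 1.79 and 1.04. The paper turns from p21 to these expression profiles for its account of the arrest.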

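In RKO cells, the S phase genes were shifted by TSA alone and not detectably by UHRF1 depletion alone. Their median log2 fold change was -0.57 in siCONT + TSA (adjusted p = 1.39e-15 from limma's camera) and -0.021 in siUHRF1 (adjusted p = 0.463, camera), where 19 of 45 genes were above 0. In siCONT + TSA the S phase list also passed by fry (adjusted p = 0.0112). It did not pass there when camera estimated the correlation between genes from the arrays (adjusted p = 0.167). Adding UHRF1 depletion to TSA changed the list by a further median of -0.16 (adjusted p = 0.000308, camera), which did not hold by limma's fry (adjusted p = 0.226). The difference between the effects of UHRF1 depletion with and without TSA had a median of -0.15 in the S phase list (adjusted p = 0.000118, camera; adjusted p = 0.451, fry), and without siUHRF1 + TSA replicate 1 it was 0.021. The G2/M genes had a median of 0.31 in siCONT + TSA, 0.064 in siUHRF1 (adjusted p = 0.372, camera) and -0.048 for UHRF1 depletion under TSA (adjusted p = 0.116, camera). In siCONT + TSA that list was past the threshold (adjusted p = 4.48e-07, camera), though not with normexp background correction, where its median was 0.17. It passed there by fry (adjusted p = 0.000644), but not when camera estimated the correlation from the arrays (adjusted p = 0.107). PRIM1 fell by 0.77 on the log2 scale in siCONT + TSA (adjusted p = 0.0103 from limma) and by 0.25 in siUHRF1 (adjusted p = 0.431). Under TSA, UHRF1 depletion lowered PRIM1 (log2 fold change -0.68, adjusted p = 0.0109), the only S phase gene called there, and its effect did not differ detectably from that without TSA (adjusted p = 0.598). EXO1 and CDC45 fell by 1.24 and 1.34 in siCONT + TSA, and changed by 0.061 and 0.047 in siUHRF1.

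**Figure D1:**
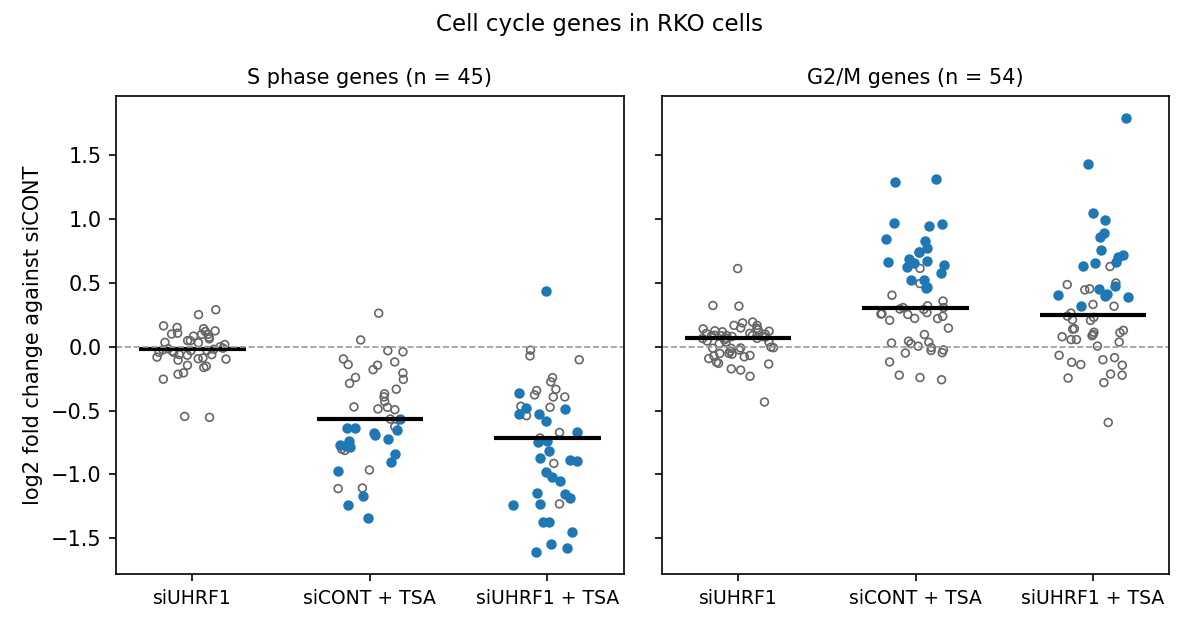
Log2 fold change against siCONT of each S phase gene (n = 45) and each G2/M gene (n = 54) in siUHRF1, siCONT + TSA and siUHRF1 + TSA, as the difference between means of 2 arrays. Filled points are genes altered at an adjusted p below 0.05 and black lines are medians, which for the S phase genes lie at -0.021, -0.57 and -0.72.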

Our results may also have clinical implications, as a number of studies have shown UHRF1 to be a potential therapeutic target in human malignancies [46, 47]. In normal colonic mucosa, UHRF1 is expressed in the proliferative compartment of colonic crypts and is co-expressed with a proliferative marker, Ki-67. UHRF1 expression is elevated in approximately 60% of CRC tissues and is associated with decreased expression of its target gene, PPARG [20, 48]. Earlier studies also showed the growth suppressive effects of UHRF1 knockdown in CRC cells [16, 20, 48, 49]. Several natural compounds are known to exert antitumor effects by downregulating UHRF1 [47, 50]. For instance, hinokitiol (4-isopropyltropolone), a component of essential oils extracted from the Japanese cypress (*Chamaecyparis obtuse*), induces DNA demethylation via DNMT1 and UHRF1 inhibition in CRC cells [50]. In addition, a green tea polyphenol, epigallocatechin 3-gallate, contributes to the degradation of DNMT3A and HDAC3 in CRC cells, at least in part, by inhibiting their interaction with UHRF1 [51]. Other studies also showed that inhibiting UHRF1 enhances the chemosensitivity in breast cancer and radiosensitivity in esophageal squamous cell carcinoma [19, 52]. In that context, our present findings suggest UHRF1 may be an effective therapeutic target for sensitizing cancer cells to antitumor agents. However, it is noteworthy that our experimental conditions, which included high doses of TSA and 5-aza-dC, are significantly cytotoxic. In addition, disruption of the DNMT1/PCNA/UHRF1 complex in normal cells reportedly induces global DNA hypomethylation and tumorigenesis [53]. Thus, further study is necessary to clarify the clinical usefulness and safety of therapy targeting UHRF1.

## Conclusions

In summary, we observed that UHRF1 depletion plus HDAC inhibition effectively restores the expression of genes epigenetically silenced in CRC cells. We also demonstrated that HDAC inhibition strongly suppresses proliferation of UHRF1-depleted CRC cells. These findings suggest that a closed chromatin state persists after demethylation induced by UHRF1 depletion in cancer cells and that dual targeting of UHRF1 and histone modifiers may restore the expression of epigenetically silenced genes.

## Methods

### Cell lines

CRC cell lines (CaCO2, Colo320, DLD1, HCT116, HT29, LoVo, RKO, SW48, SW480, SW620, T84, and WiDr), a breast cancer cell line (MCF7), and HEK293 cells were described previously [54–56]. DLD1, RKO, MCF7, and HEK293 cells were maintained in DMEM supplemented with 10% fetal bovine serum. SW480 cells were maintained in McCoy’s 5A medium supplemented with 10% fetal bovine serum. Cells were tested for mycoplasma contamination. Genomic DNA was extracted using the standard phenol-chloroform method. Total RNA was extracted using TRI Reagent (COSMO BIO, Tokyo, Japan). Total RNA samples from normal colonic tissues were purchased from BioChain (Newark, CA, USA) and Thermo Fisher Scientific (Waltham, MA, USA).

### Transfection of siRNA and drug treatment

For RNA interference-induced knockdown of UHRF1, cells (5 × 10^5^ cells in 6-well plate) were transfected with 25 pmol of Silencer Select Pre-designed siRNA (siUHRF1-1, s26553; siUHRF1-2, s26554, Thermo Fisher Scientific) or a Silencer Select Negative Control No. 1 siRNA (Thermo Fisher Scientific) using Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s instructions. Cells were harvested 72 h or 96 h after transfection. For combined UHRF1 knockdown and HDAC inhibition, cells transfected with siRNA were incubated for 48 h or 72 h, after which the transfectants were treated with 300 nM trichostatin A (TSA) or mock (ethanol) for an additional 24 h. As a control for gene reactivation through DNA demethylation, cells were treated with 1 μM 5-aza-2′-deoxycytidine (5-aza-dC) for 72 h, replacing the drug and medium every 24 h.

### Reverse transcription PCR

Reverse transcription PCR (RT-PCR) was carried out as described previously [54]. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) and β-actin (*ACTB*) were used as endogenous controls. qRT-PCR of tumor-related genes was carried out using TaqMan Gene Expression Assays for *UHRF1*, Hs01086727_m1; *GAPDH*, Hs02758991_g1; *ACTB*, Hs01060665_g1; *DKK1*, Hs00183740_m1; *GATA4*, Hs00171403_m1; *GATA5*, Hs00388359_m1; *MLH1*, Hs00179866_m1; *NEURL*, Hs00184868_m1; *SFRP1*, Hs00610060_m1; *SFRP2*, Hs00293258_m1; *SFRP5*, Hs00169366_m1; *TIMP3*, Hs00165949_m1; and *UCHL1*, Hs00985157_m1 (Thermo Fisher Scientific) with a 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). qRT-PCR analysis of CIMP marker genes was carried out using PowerUp SYBR Green PCR Master Mix (Thermo Fisher Scientific). Primer sequences and PCR product sizes are listed in Additional file 2: Table S1.

### Western blot analysis

Western blot analysis was performed as described previously [57]. Mouse anti-UHRF1 (1:500 dilution, catalog no 612264, BD Transduction Laboratories, Franklin Lakes, NJ, USA) and anti-β-actin (1:10000 dilution, clone AC-15, Sigma-Aldrich, St. Louis, MO, USA) monoclonal antibodies were used.

### Dot blot analysis

Dot blot analysis was performed as described previously [56]. A mouse anti-5-methylcytosine (5-mC) monoclonal antibody (1:1000 dilution, catalog no 39649, Active Motif, Carlsbad, CA, USA) was used.

### DNA methylation analysis

Genomic DNA was modified with sodium bisulfite using an EpiTect Bisulfite Kit (Qiagen, Hilden, Germany), after which bisulfite pyrosequencing and bisulfite sequencing were carried out as described previously [54]. Primer sequences and PCR product sizes are listed in Additional file 2: Table S1. Primer sequences for LINE1, Alu Yb8, and NBL2 were described previously [58].

### Infinium assay

Genome-wide DNA methylation was analyzed using an Infinium HumanMethylation450 BeadChip according to the manufacturer’s instructions (Illumina, San Diego, CA, USA), as described previously [56]. The Gene Expression Omnibus accession number for the Infinium assay data is GSE106439.

### Chromatin immunoprecipitation PCR

Chromatin immunoprecipitation (ChIP) was carried out using an anti-acetyl-histone H3 lysine 9 antibody (#07-352, Millipore, Billerica, MA, USA) as described previously [59]. Input DNA and the immunoprecipitate were subjected to qRT-PCR analysis using PowerUp SYBR Green PCR Master Mix (Thermo Fisher Scientific). Primer sequences and PCR product sizes are listed in Additional file 2: Table S1.

### Cell viability assays

Cells (5 × 10^3^ cells/well in a 96-well plate) were transfected with 1 pmol of siRNA using Lipofectamine RNAiMAX and incubated for 48 h as described above. The transfectants were then treated with 300 nM TSA or mock (ethanol) for an additional 24 h. Cell viability assays were carried out using a Cell Counting Kit-8 (Dojindo, Kumamoto, Japan) according to the manufacturer’s instructions.

### Cell proliferation assays

EdU cell proliferation assays were performed using a Click-iT Plus EdU Alexa Fluor 647 Flow Cytometry Assay Kit (Thermo Fisher Scientific). Briefly, 1 × 10^6^ cells were incubated with 10 μM EdU for 2 h, after which the cells were fixed with Click-iT fixative. After washing, the cells were treated with Click-iT plus reaction cocktail, and Alexa Fluor 647-labeled cells were analyzed using a BD FACSCanto II (BD Biosciences, Franklin Lakes, NJ, USA) with BD FACSDiva software (BD Biosciences). Data were analyzed using FlowJo version 10 (Tree Star Inc., Ashland, OR, USA).

### Apoptosis assay

Apoptosis was analyzed using an ApoScreen Annexin V Apoptosis Kit (SouthernBiotech, Birmingham, AL, USA). Briefly, 1 × 10^6^ cells were washed twice with cold PBS and stained with annexin V-FITC and propidium iodide (PI). The stained cells were analyzed using a BD FACSCanto II (BD Biosciences) running BD FACSDiva software (BD Biosciences). Data were analyzed using FlowJo version 10 (Tree Star Inc.).

### Gene expression microarray

Gene expression microarray analysis was carried out using SurePrint G3 Human GE microarray v2 according to the manufacturer’s instructions (Agilent Technologies, Santa Clara, CA, USA), as described previously [56]. The microarray data were analyzed using GeneSpring GX version 13 (Agilent Technologies). The Gene Expression Omnibus accession number for the microarray data is GSE106439.

### Statistical analysis

Comparisons of continuous variables were made using *t* tests or one-way ANOVA with post hoc multiple comparisons (Tukey HSD test). Values of *P* < 0.05 (two-sided) were considered significant. Data were analyzed using GraphPad Prism 5 (GraphPad Software, La Jolla, CA, USA).

## Additional files

Additional file 1: Supplementary figures.

Additional file 2: Supplementary **Table S1.**

## Abbreviations

5-aza-dC: 5-Aza-2′-deoxycytidine
5-mC: 5-Methylcytosine
CIMP: CpG island methylator phenotype
CRC: Colorectal cancer
DKK1: Dickkopf 1
DNMT: DNA methyltransferase
EdU: 5-Ethynyl-2′-deoxyuridine
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
MLH1: MutL homolog 1
RB: Retinoblastoma
SD: Standard deviation
HDAC: Histone deacetylase
SFRP: Secreted frizzled-related protein
SRA: SET and RING finger-associated
TCGA: The Cancer Genome Atlas
TSA: Trichostatin A
UHRF1: Ubiquitin-like protein containing PHD and RING finger domains 1
UCHL1: Ubiquitin carboxyl-terminal esterase l

# Supplementary material for: UHRF1 depletion and HDAC inhibition reactivate epigenetically silenced genes in colorectal cancer cells
**Source:** Clin Epigenetics. 2019 May 7;11:70. doi: 10.1186/s13148-019-0668-3
**Supplement:** Supplementary file 1 — Supplementary figures.

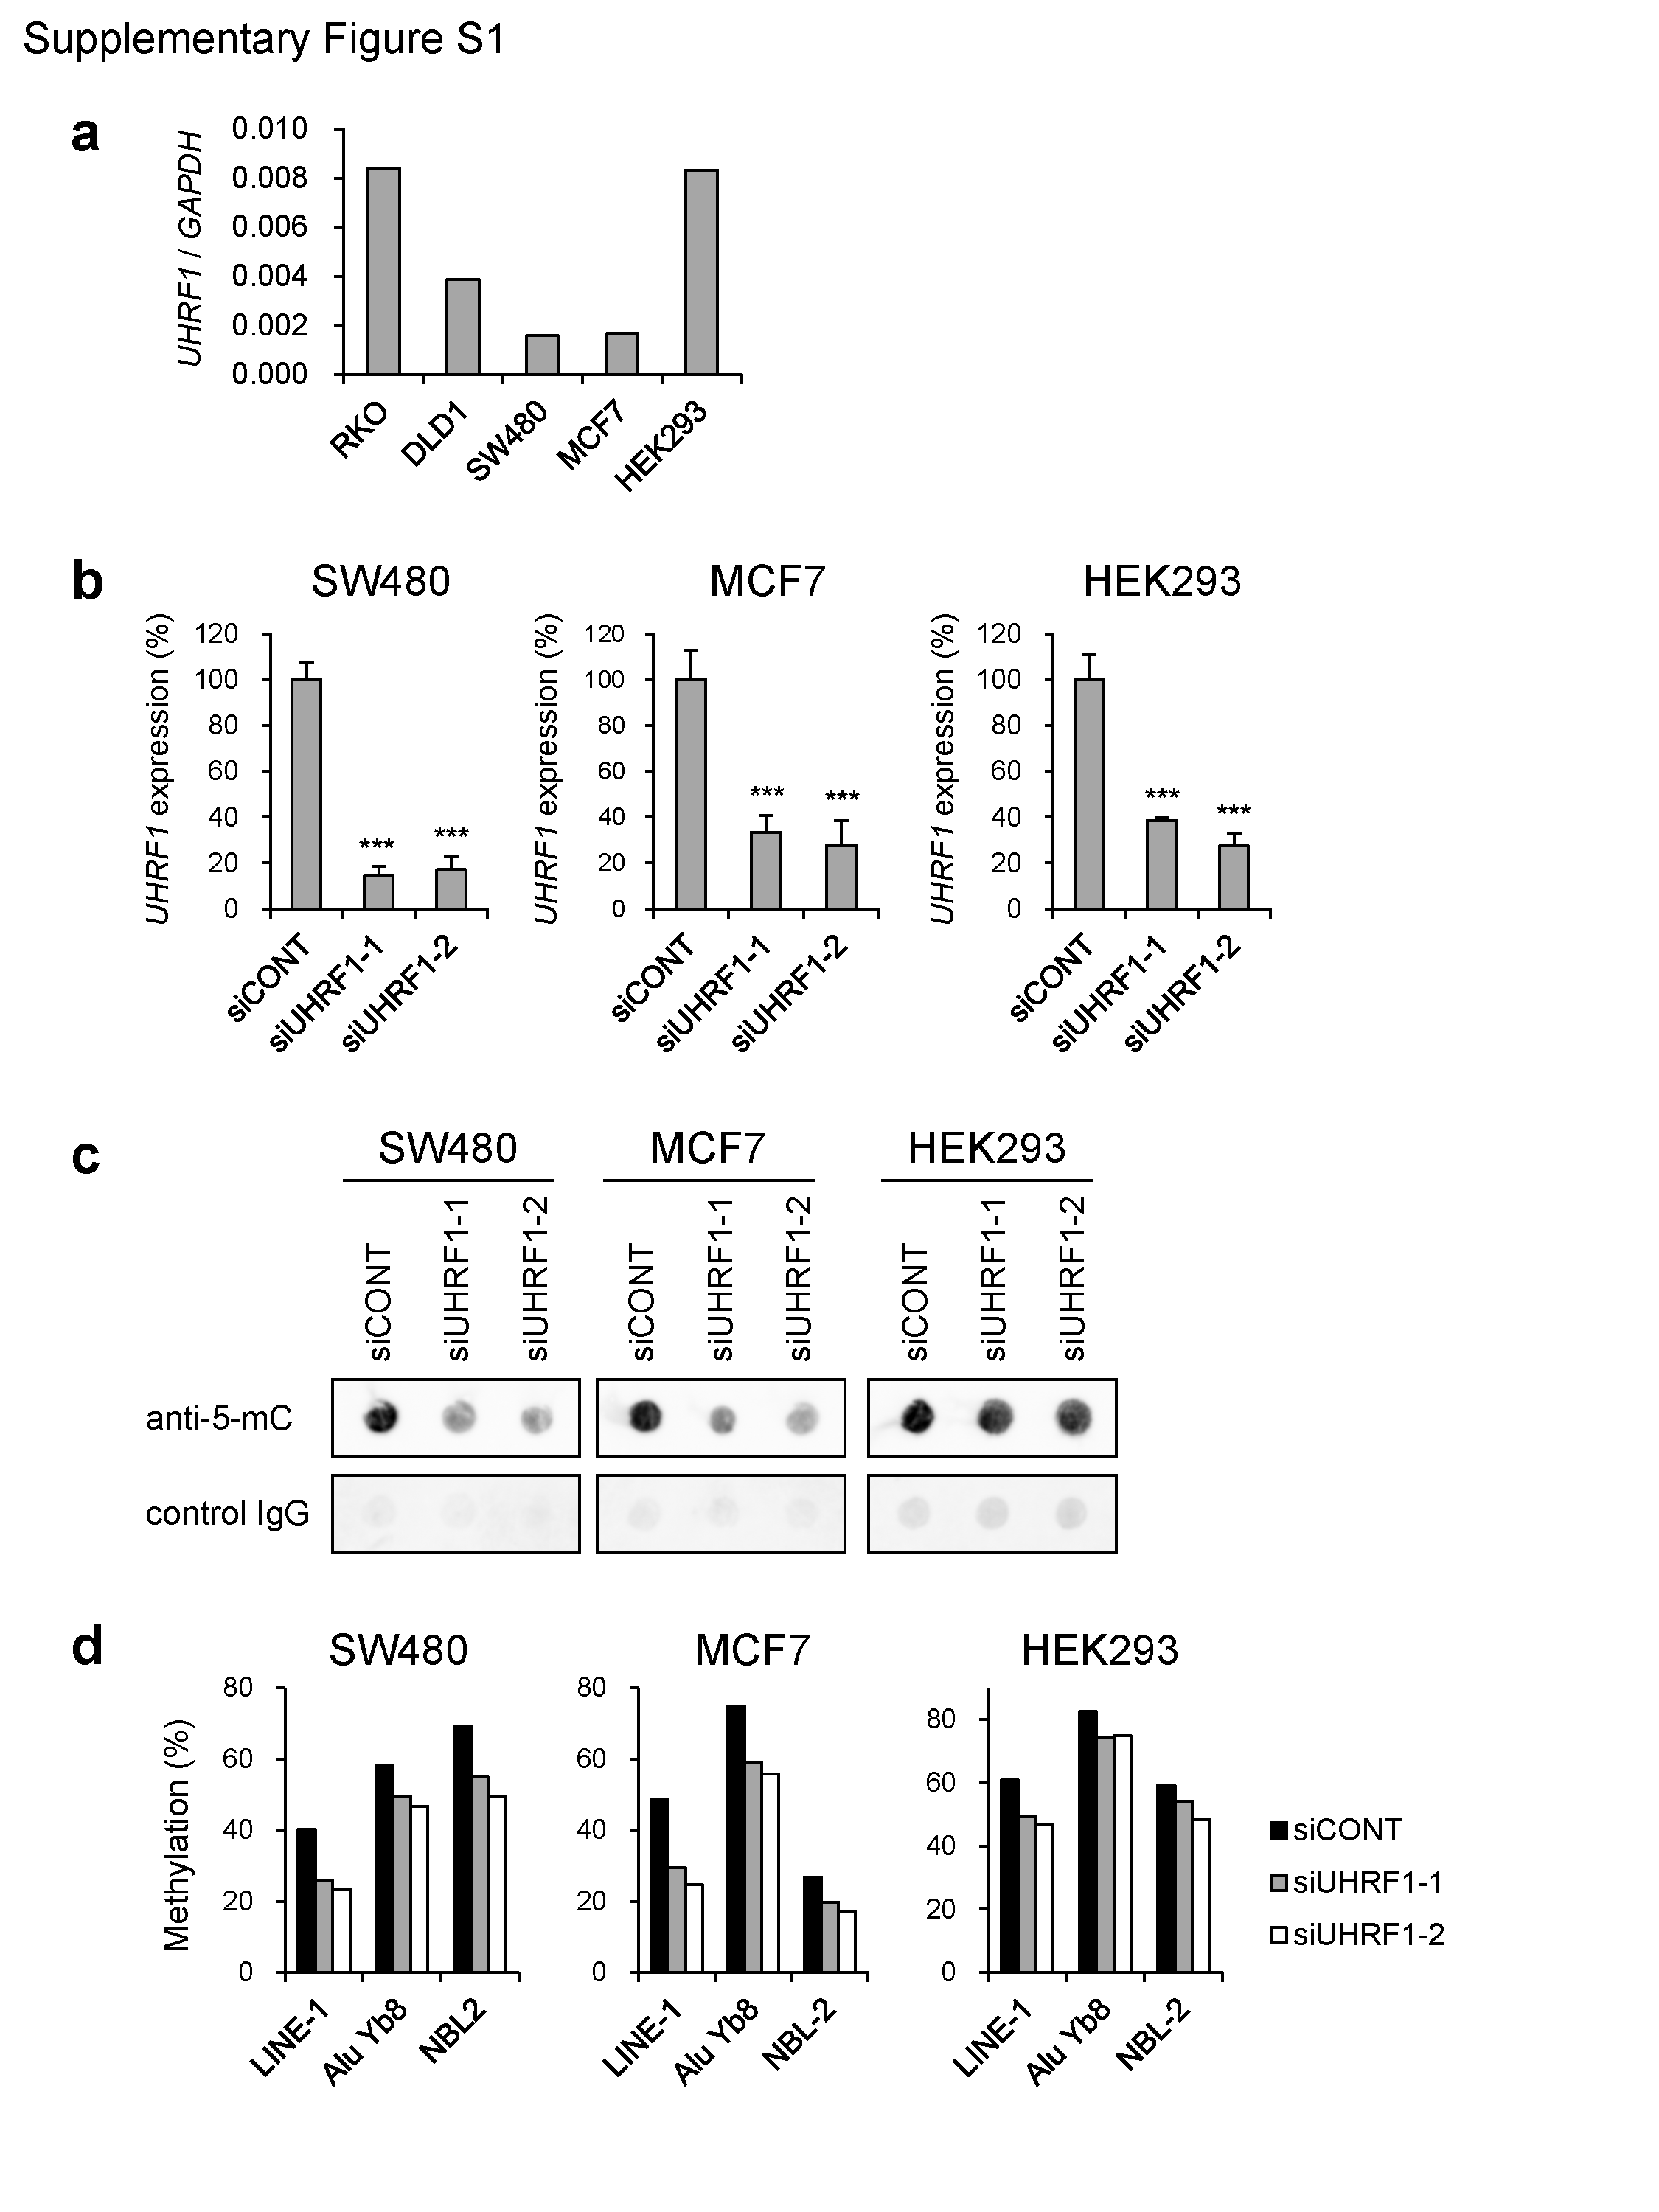

**Figure S1**. UHRF1 depletion induces global DNA demethylation in cancer cells. (a) qRT-PCR analysis of *UHRF1* in cancer cell lines and HEK293 cells. (b) qRT-PCR analysis showing *UHRF1* knockdown in SW480, MCF7 and HEK293 cells. Cells were transfected with a control siRNA (siCONT) or siRNAs targeting UHRF1 and were harvested 96 h after transfection. Shown are means of 3 replications; error bars represent SDs. ****P* < 0.001. (c) Dot blot analysis of 5-methylcytosine (5-mC) in CRC cells transfected with the indicated siRNAs. Cells were transfected with the indicated siRNAs, and genomic DNA was extracted 96 h after transfection. Results using control IgG are shown as loading controls. (d) Bisulfite pyrosequencing of repetitive elements in CRC cells transfected with the indicated siRNAs.

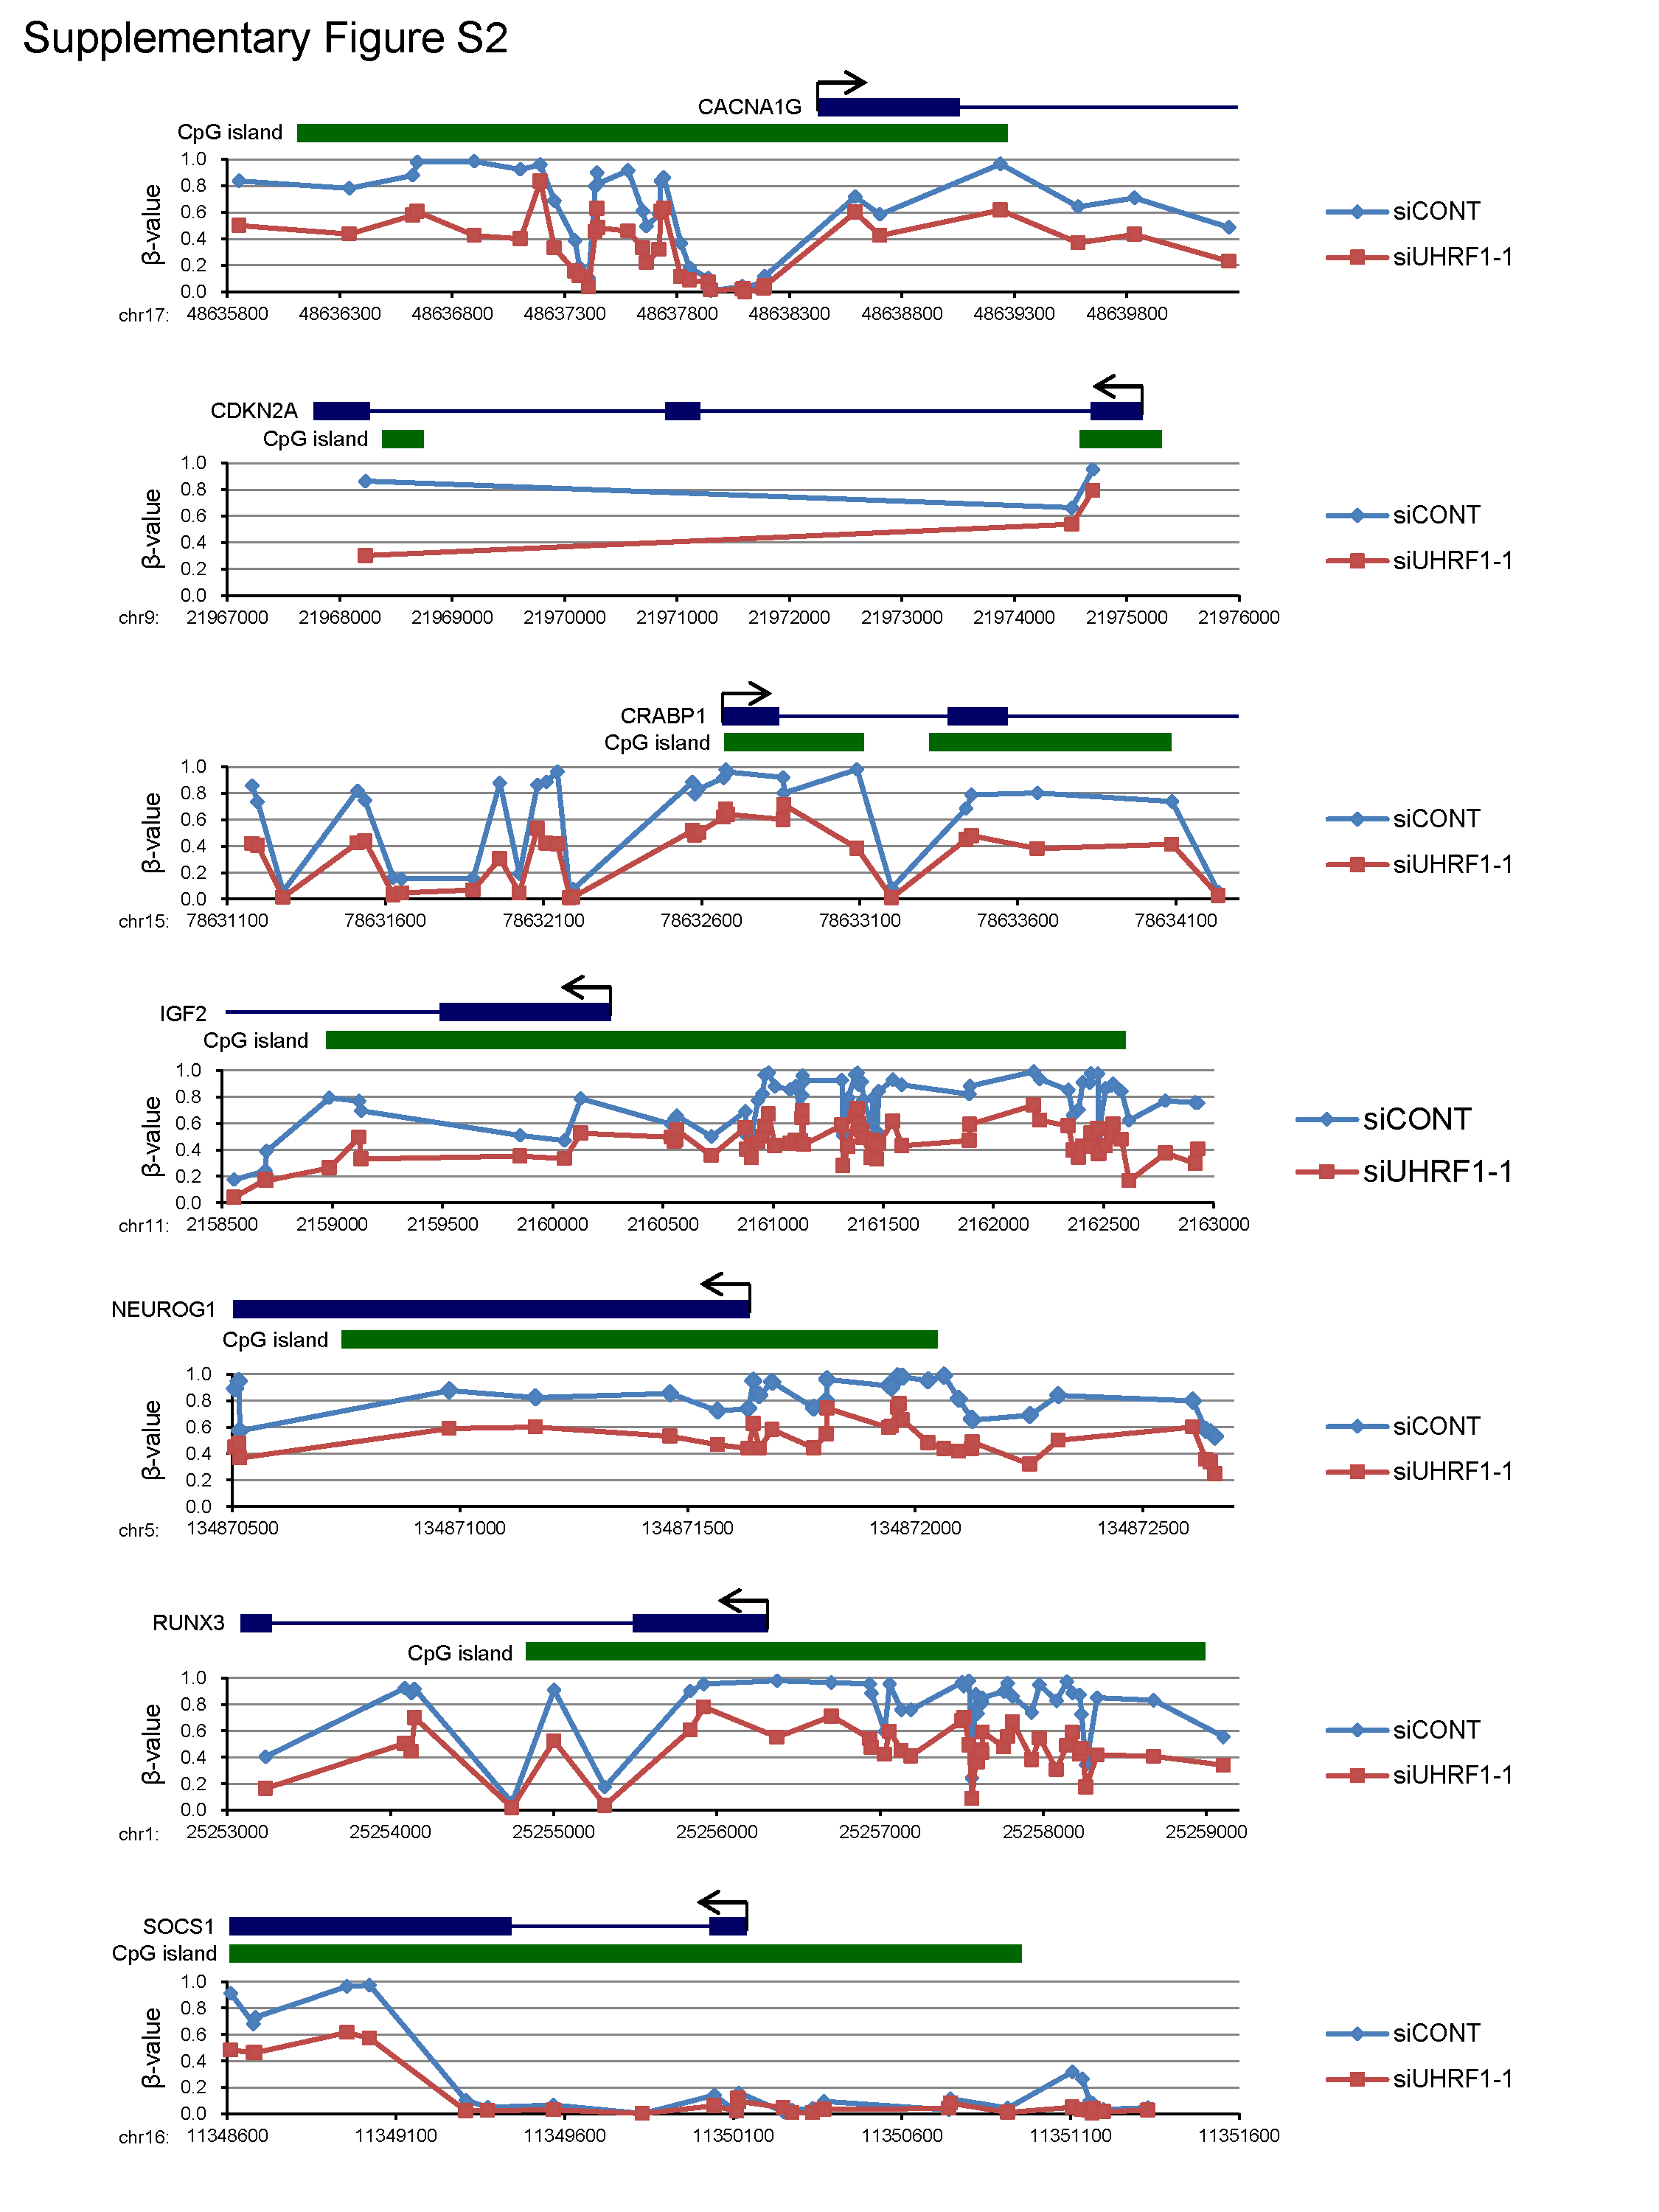

**Figure S2**. Results of BeadChip assays showing demethylation of CIMP marker genes in DLD1 cells after UHRF1 knockdown. Shown are β-values of BeadChip probes located in the promoter regions of the genes. Locations of the CpG islands and the first exons are indicated at the top.

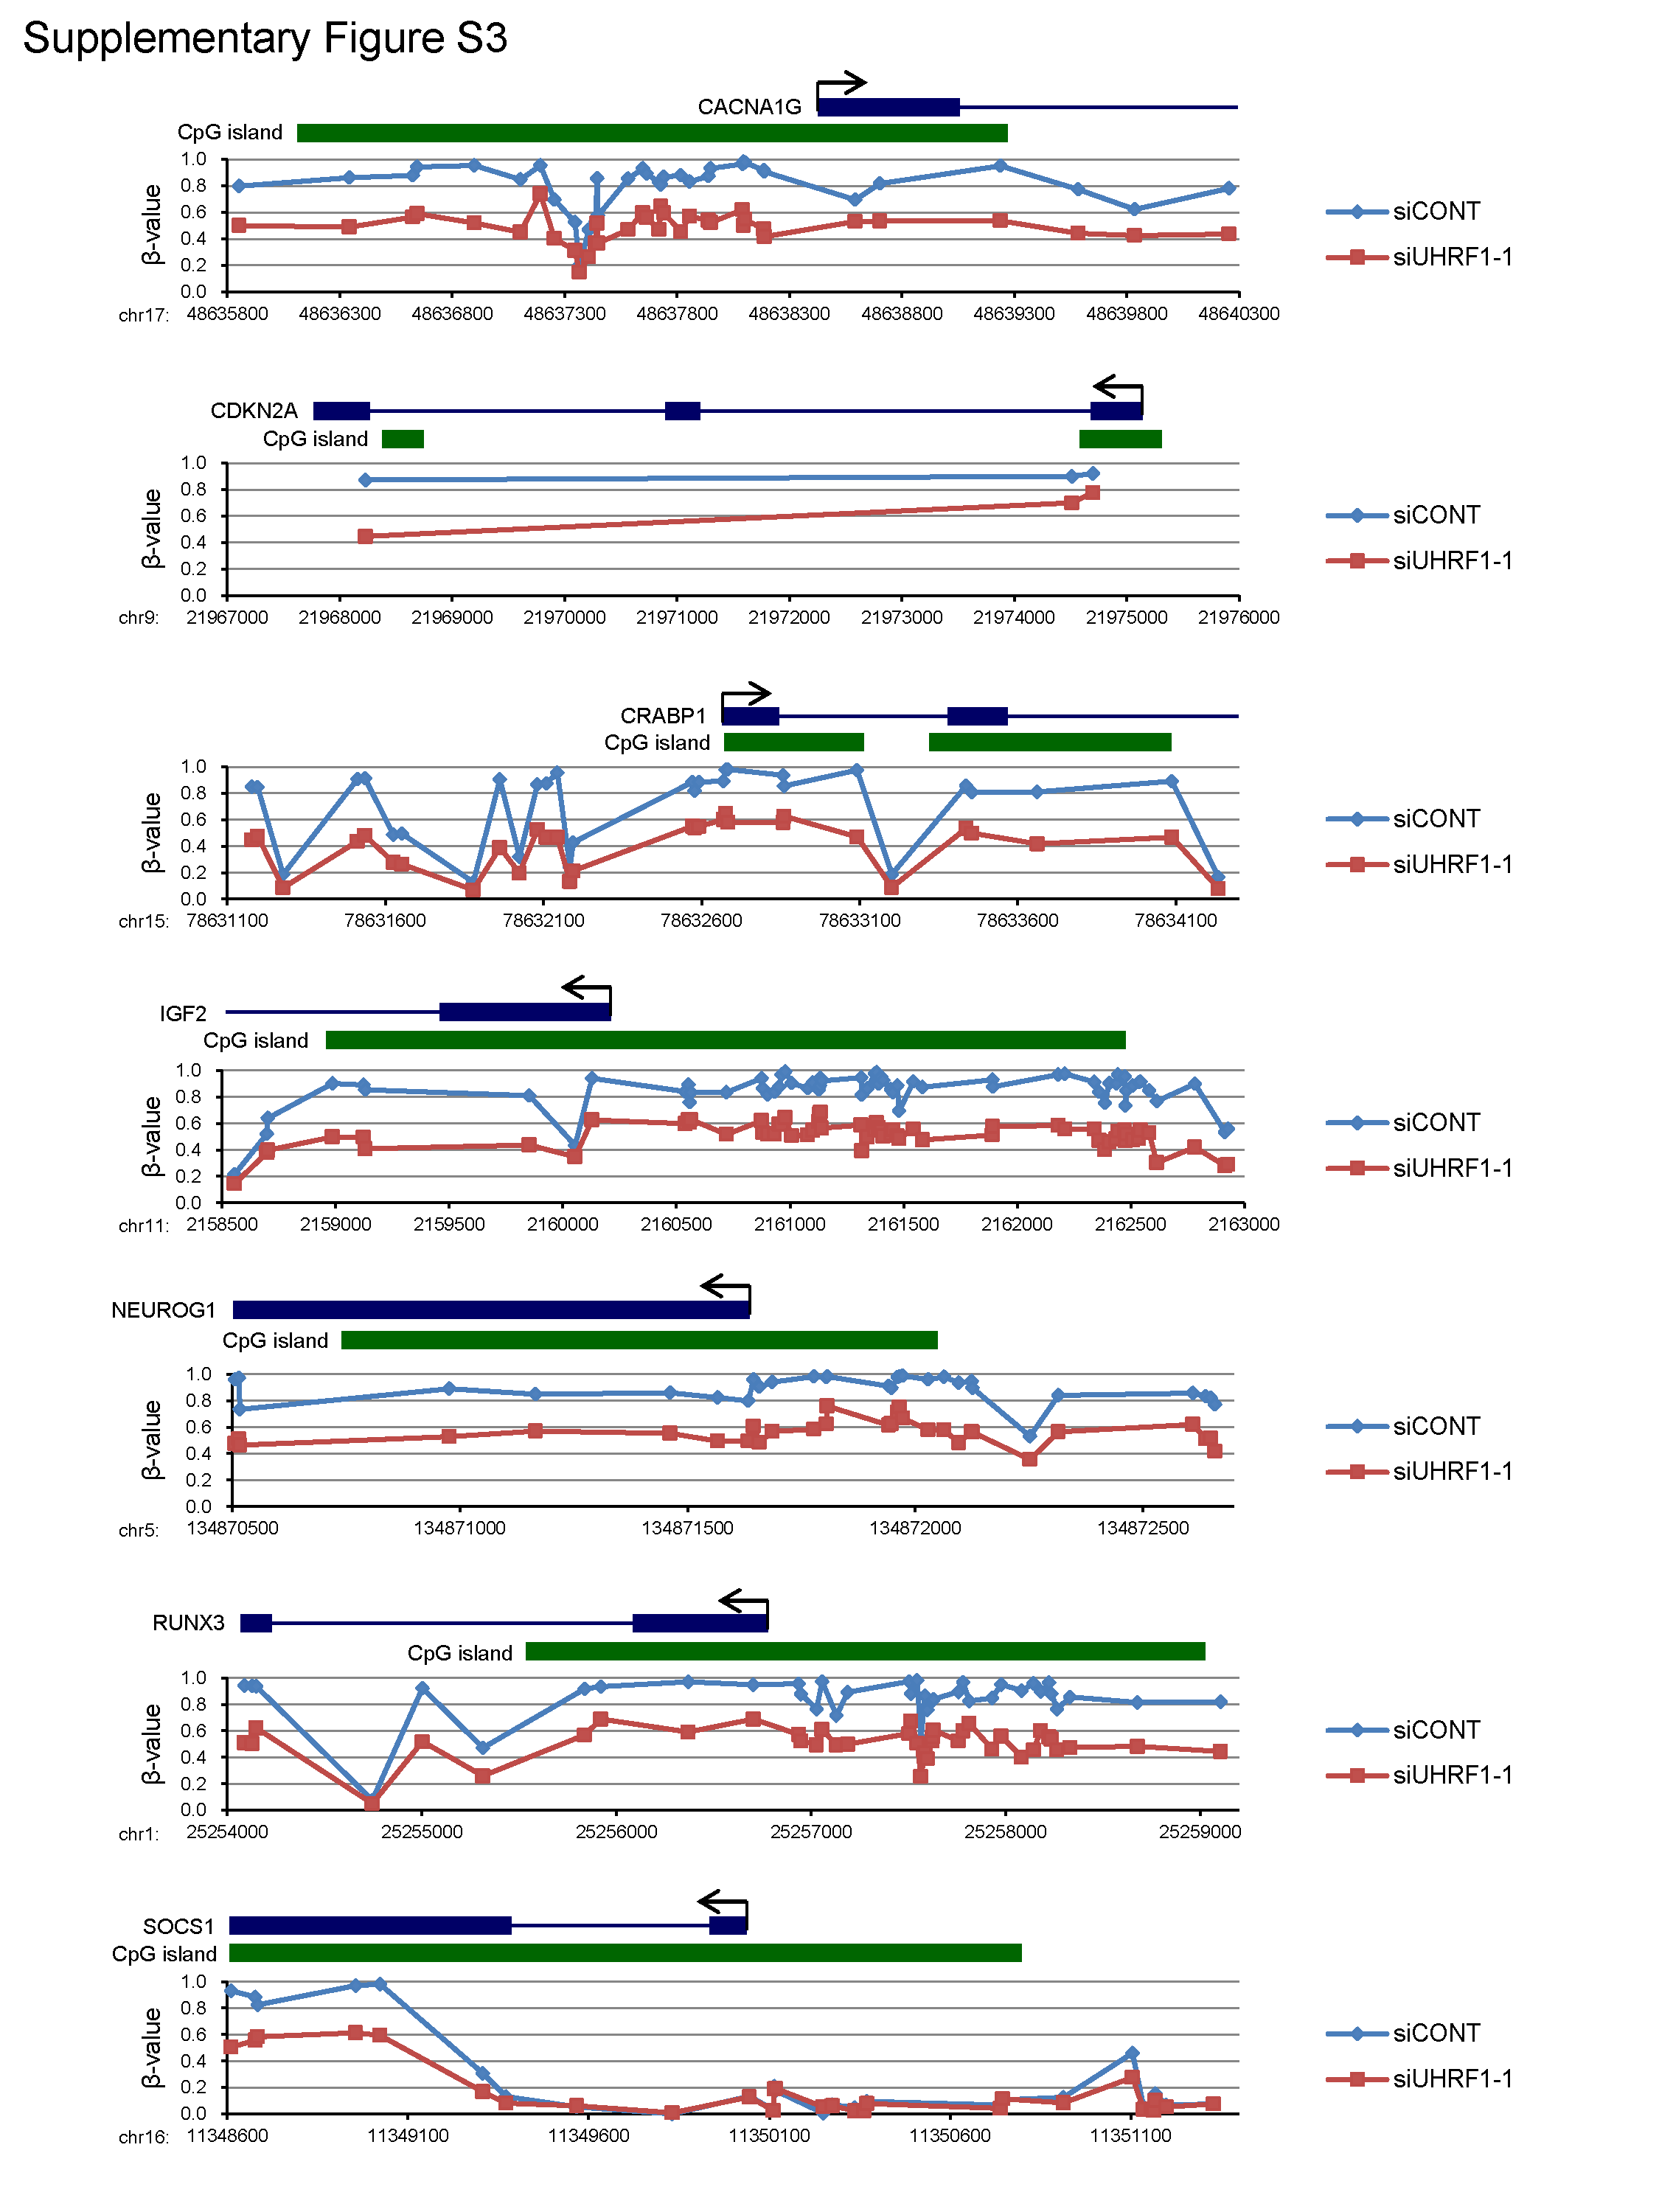

**Figure S3**. Results of BeadChip assays showing demethylation of CIMP marker genes in RKO cells after UHRF1 knockdown. Shown are β-values of BeadChip probes located in the promoter regions of the genes. Locations of the CpG islands and the first exons are indicated at the top.

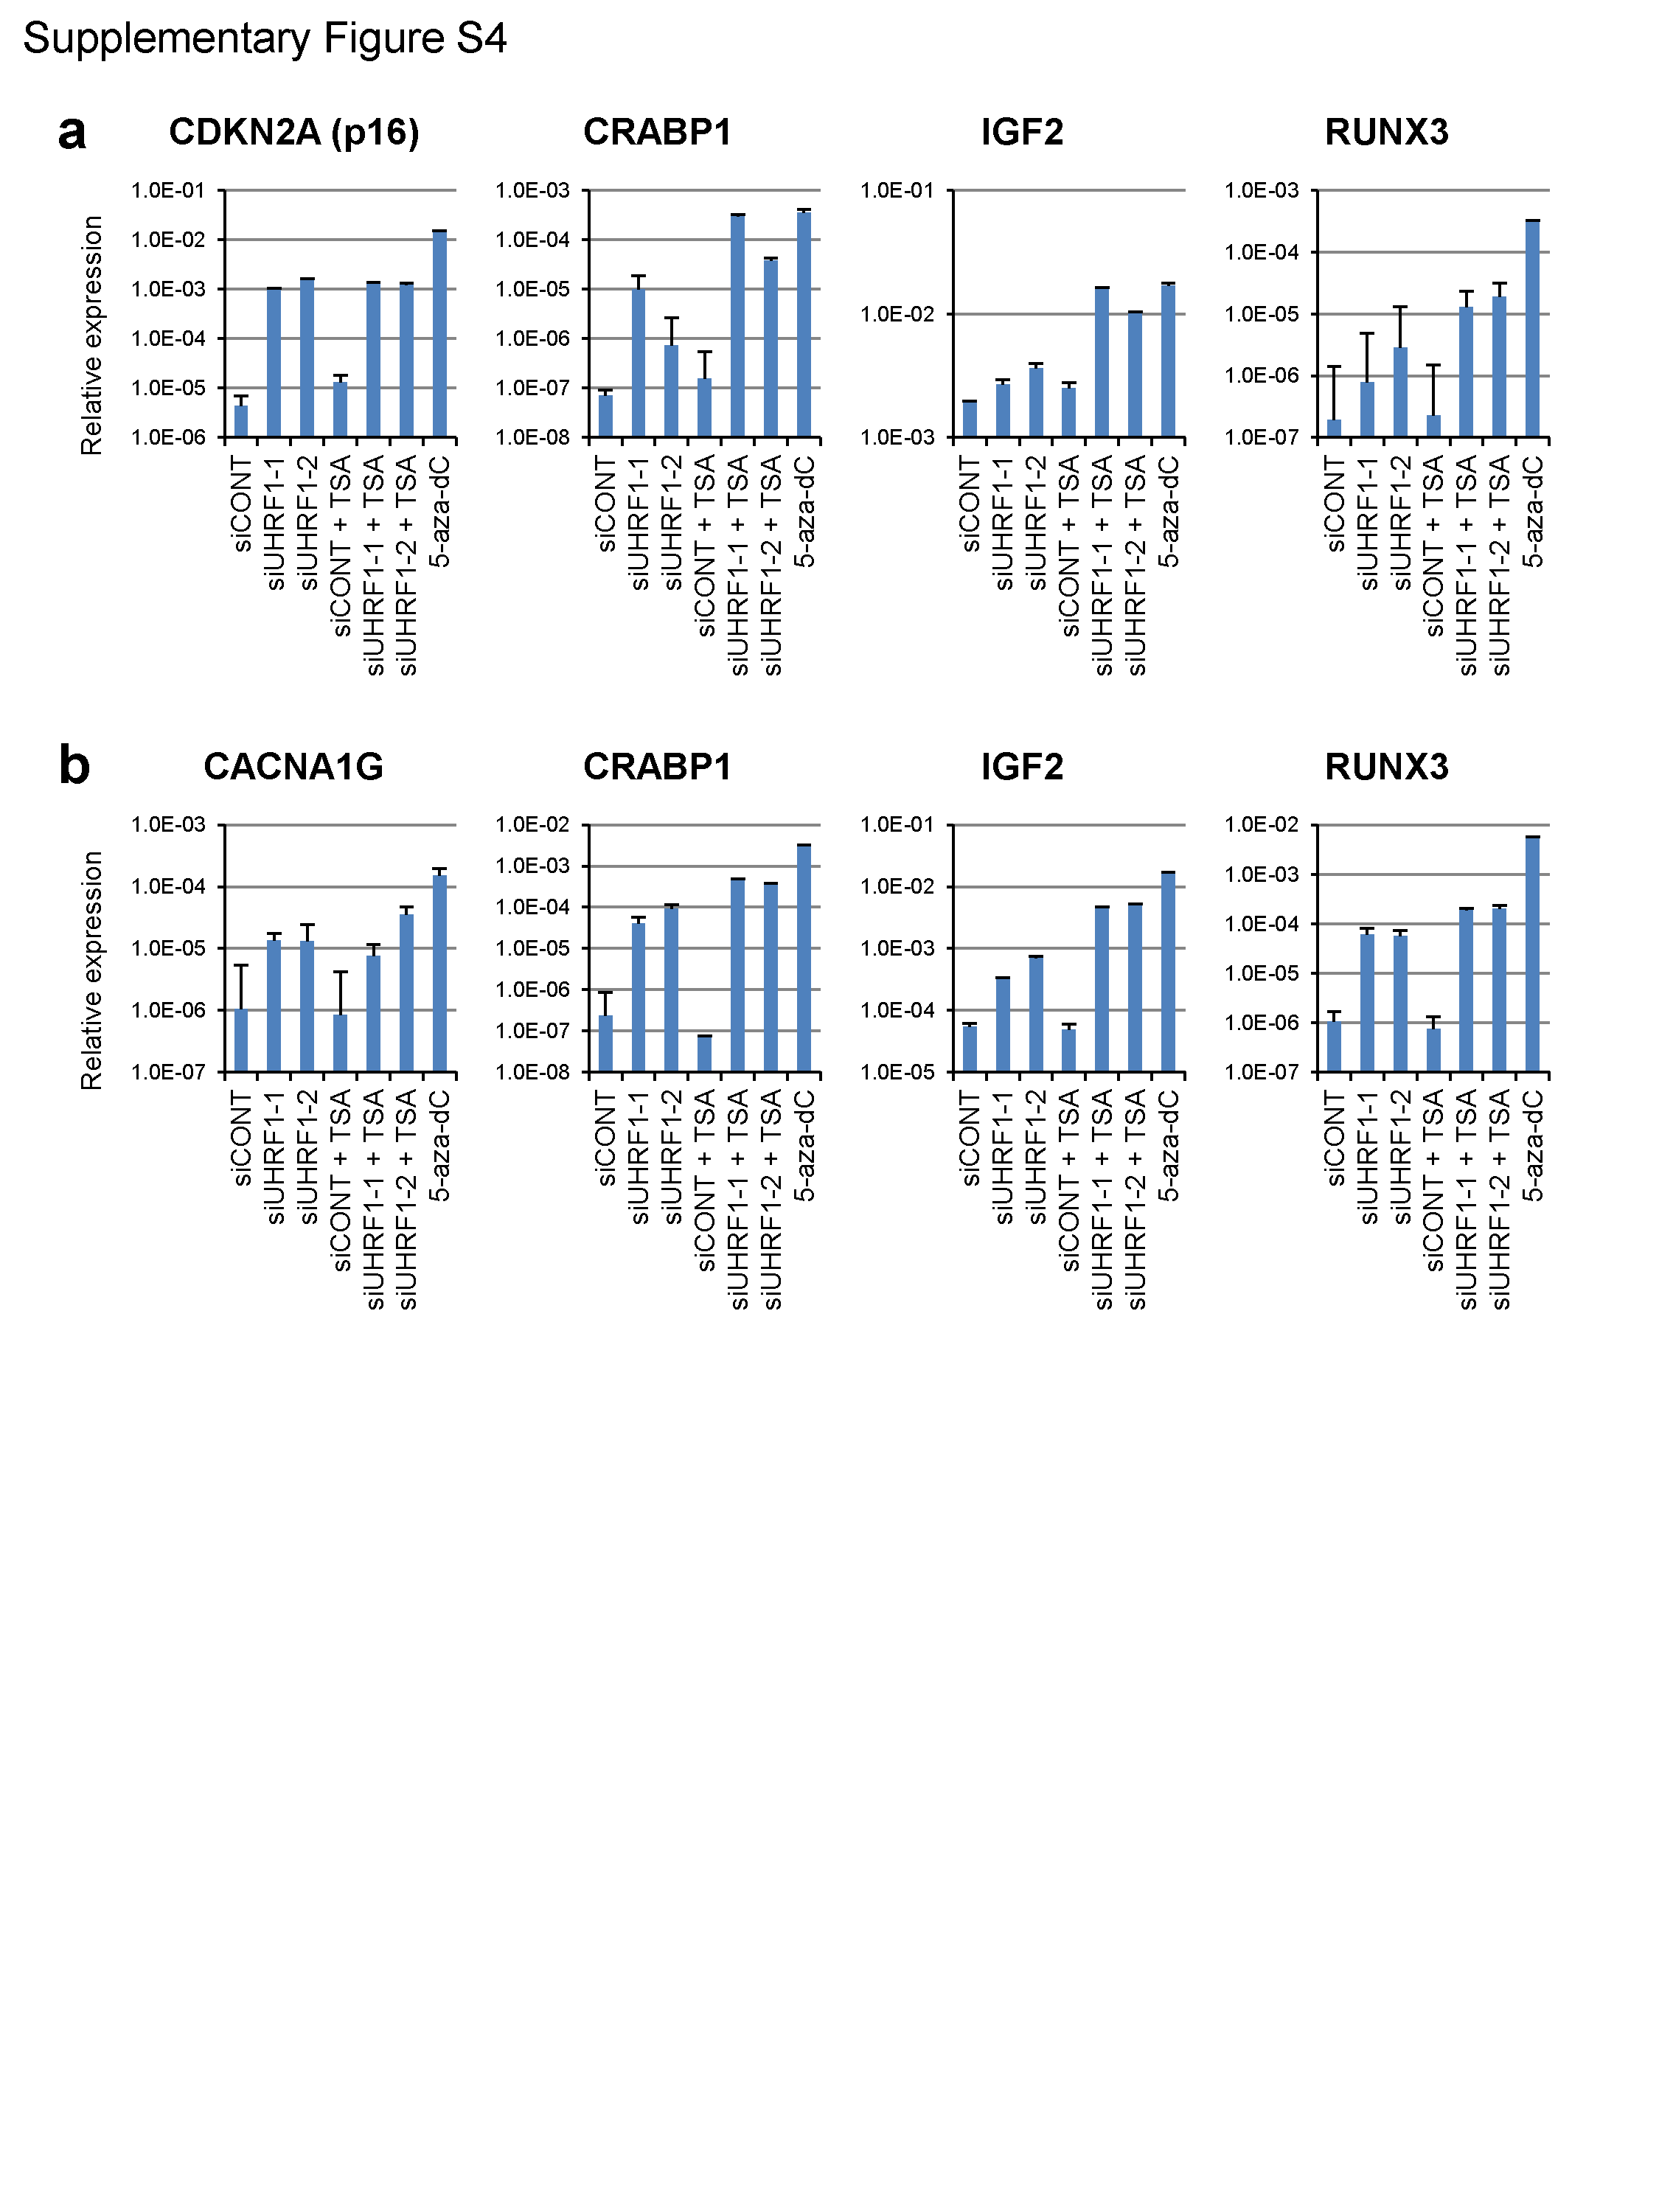

**Figure S4**. qRT-PCR analysis of CIMP marker genes in DLD1 (a) and RKO (b) cells. Cells were transfected with the indicated siRNAs and incubated for 48 h (DLD1) or 72 h (RKO), after which they were incubated with or without TSA for 24 h. Cells treated with 5-aza-dC are shown as positive controls for gene reactivation. Results are normalized to *ACTB* expression. Shown are means of 3 replications; error bars represent SDs.

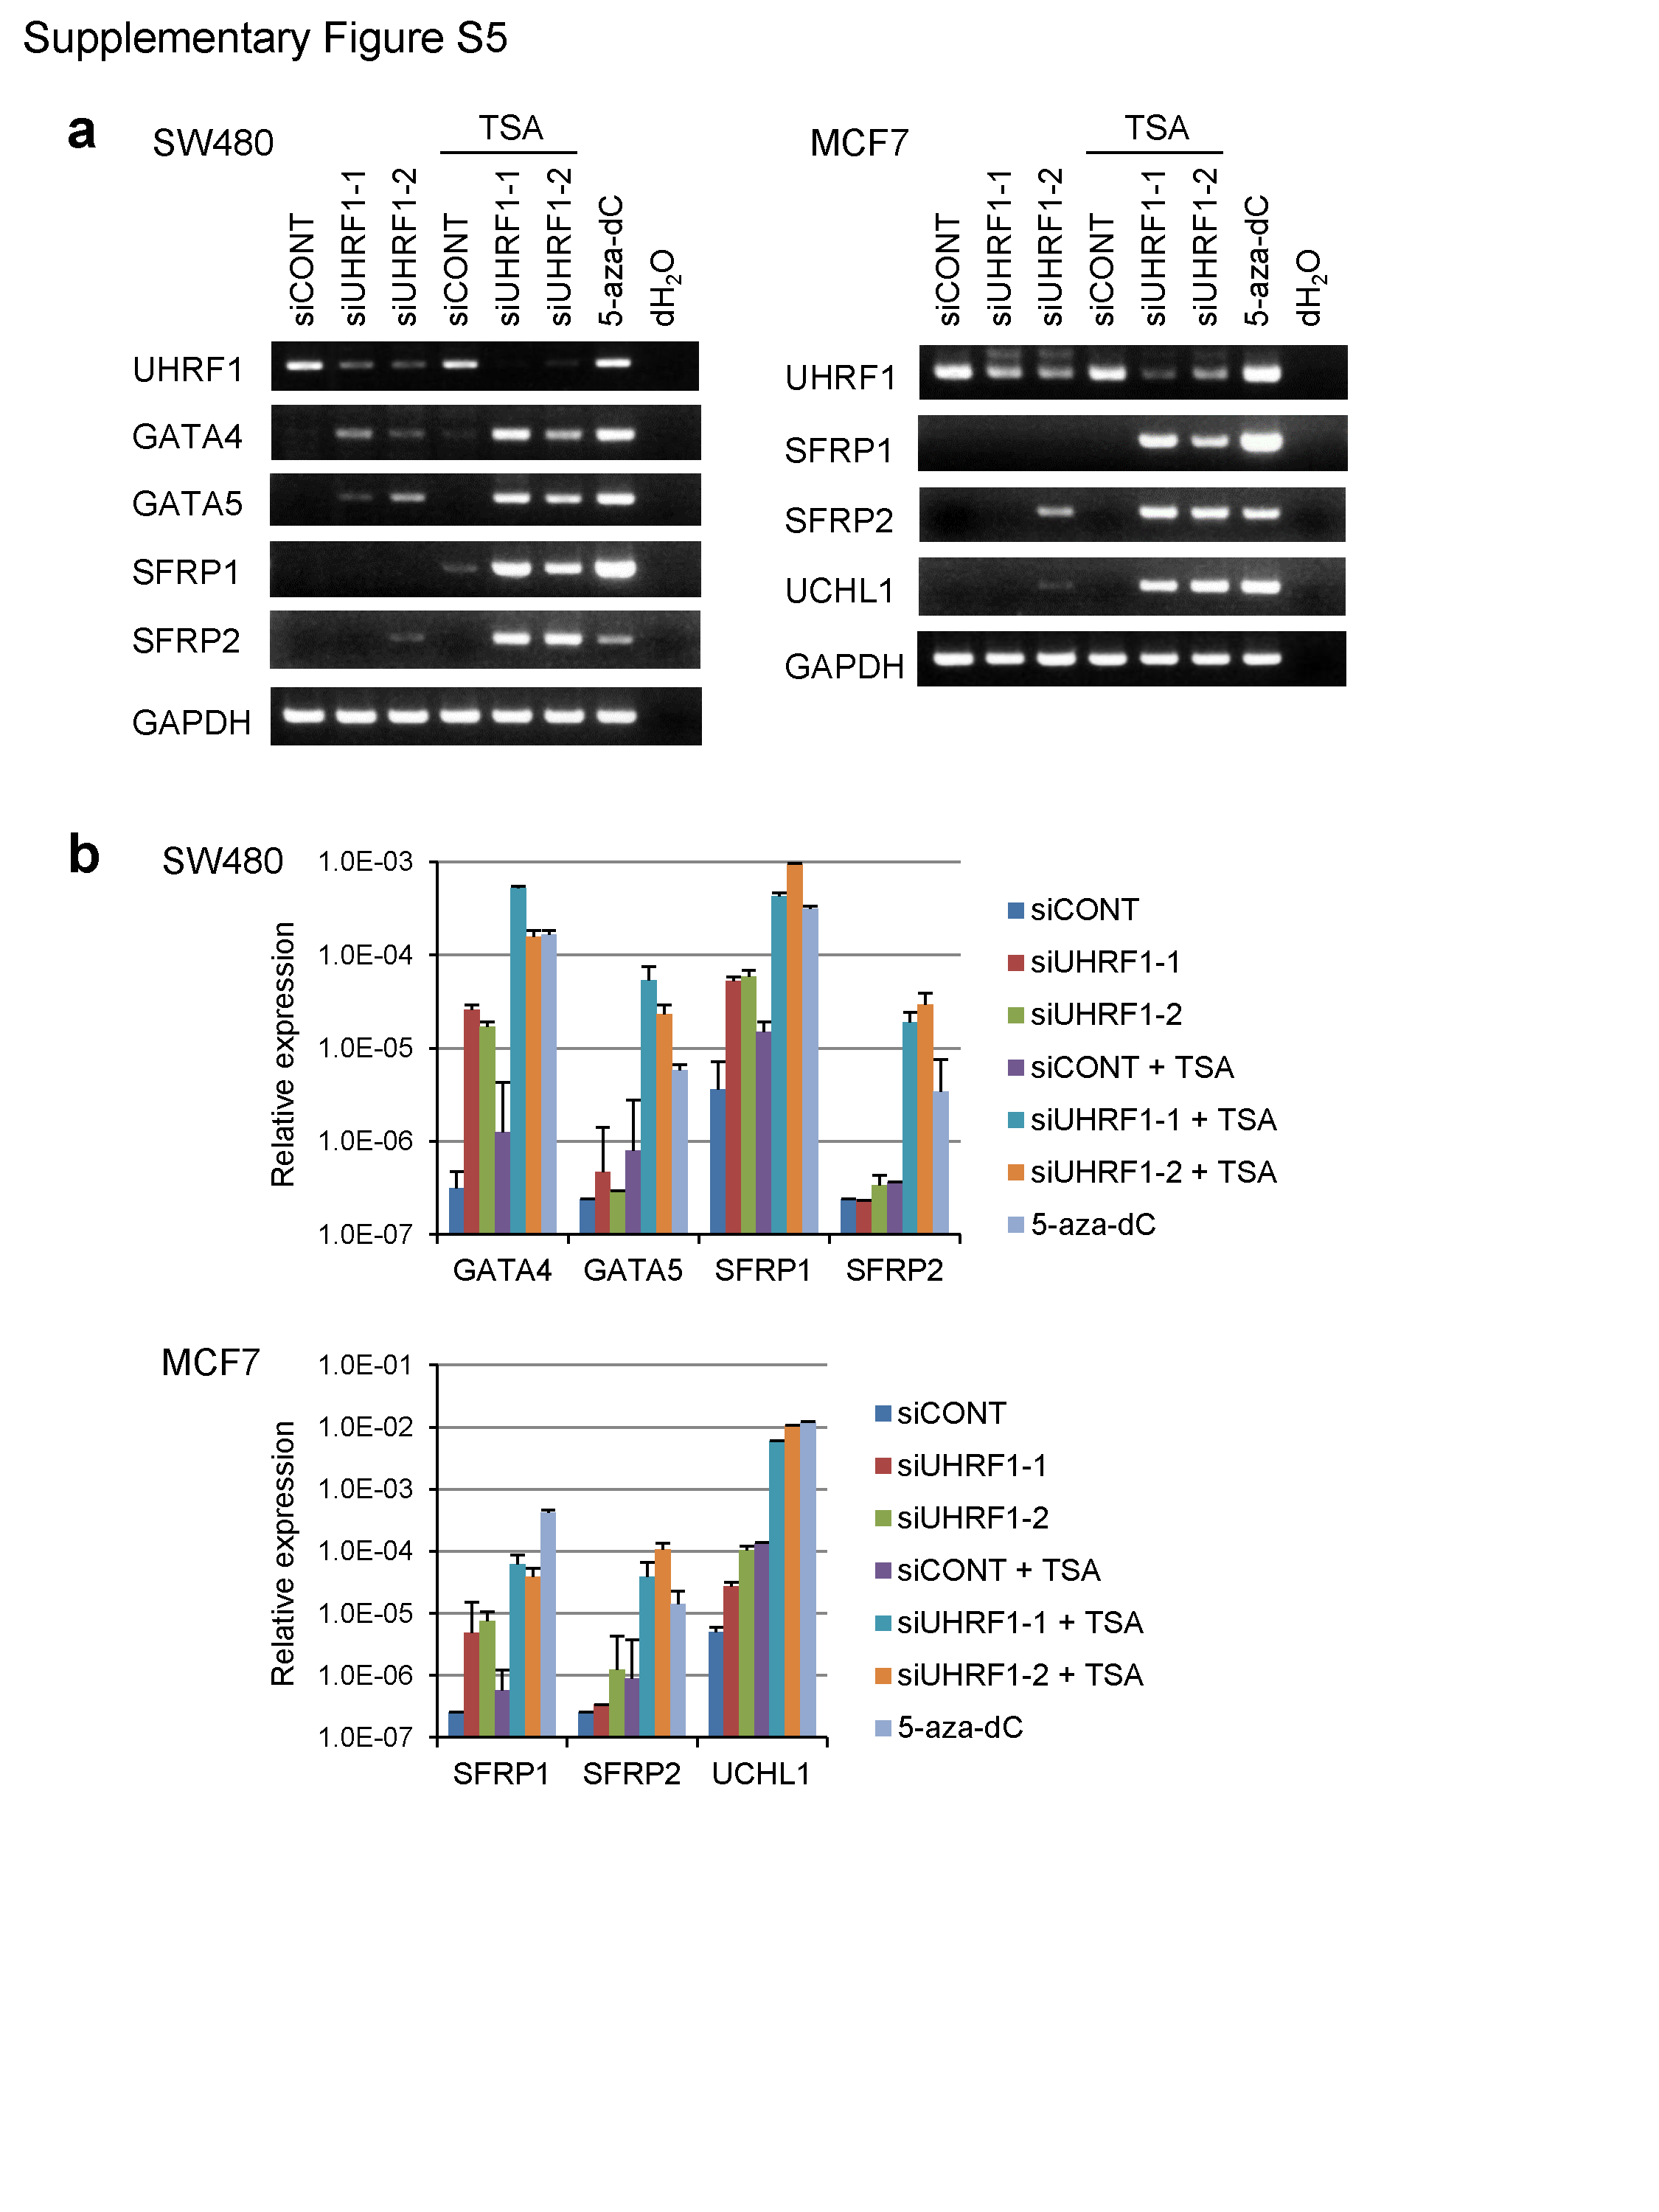

**Figure S5**. UHRF1 depletion plus HDAC inhibition restore expression of epigenetically silenced genes in cancer cells. (a) RT-PCR analysis of *UHRF1* and epigenetically silenced genes in SW480 and MCF7 cells. Cells were transfected with the indicated siRNAs and incubated for 72 h, after which they were treated with or without TSA for 24 h. Cells treated with 5-aza-dC are shown as positive controls for gene reactivation. (b) qRT-PCR analysis of epigenetically silenced genes in the same samples used in (a). Results are normalized to *GAPDH* expression.

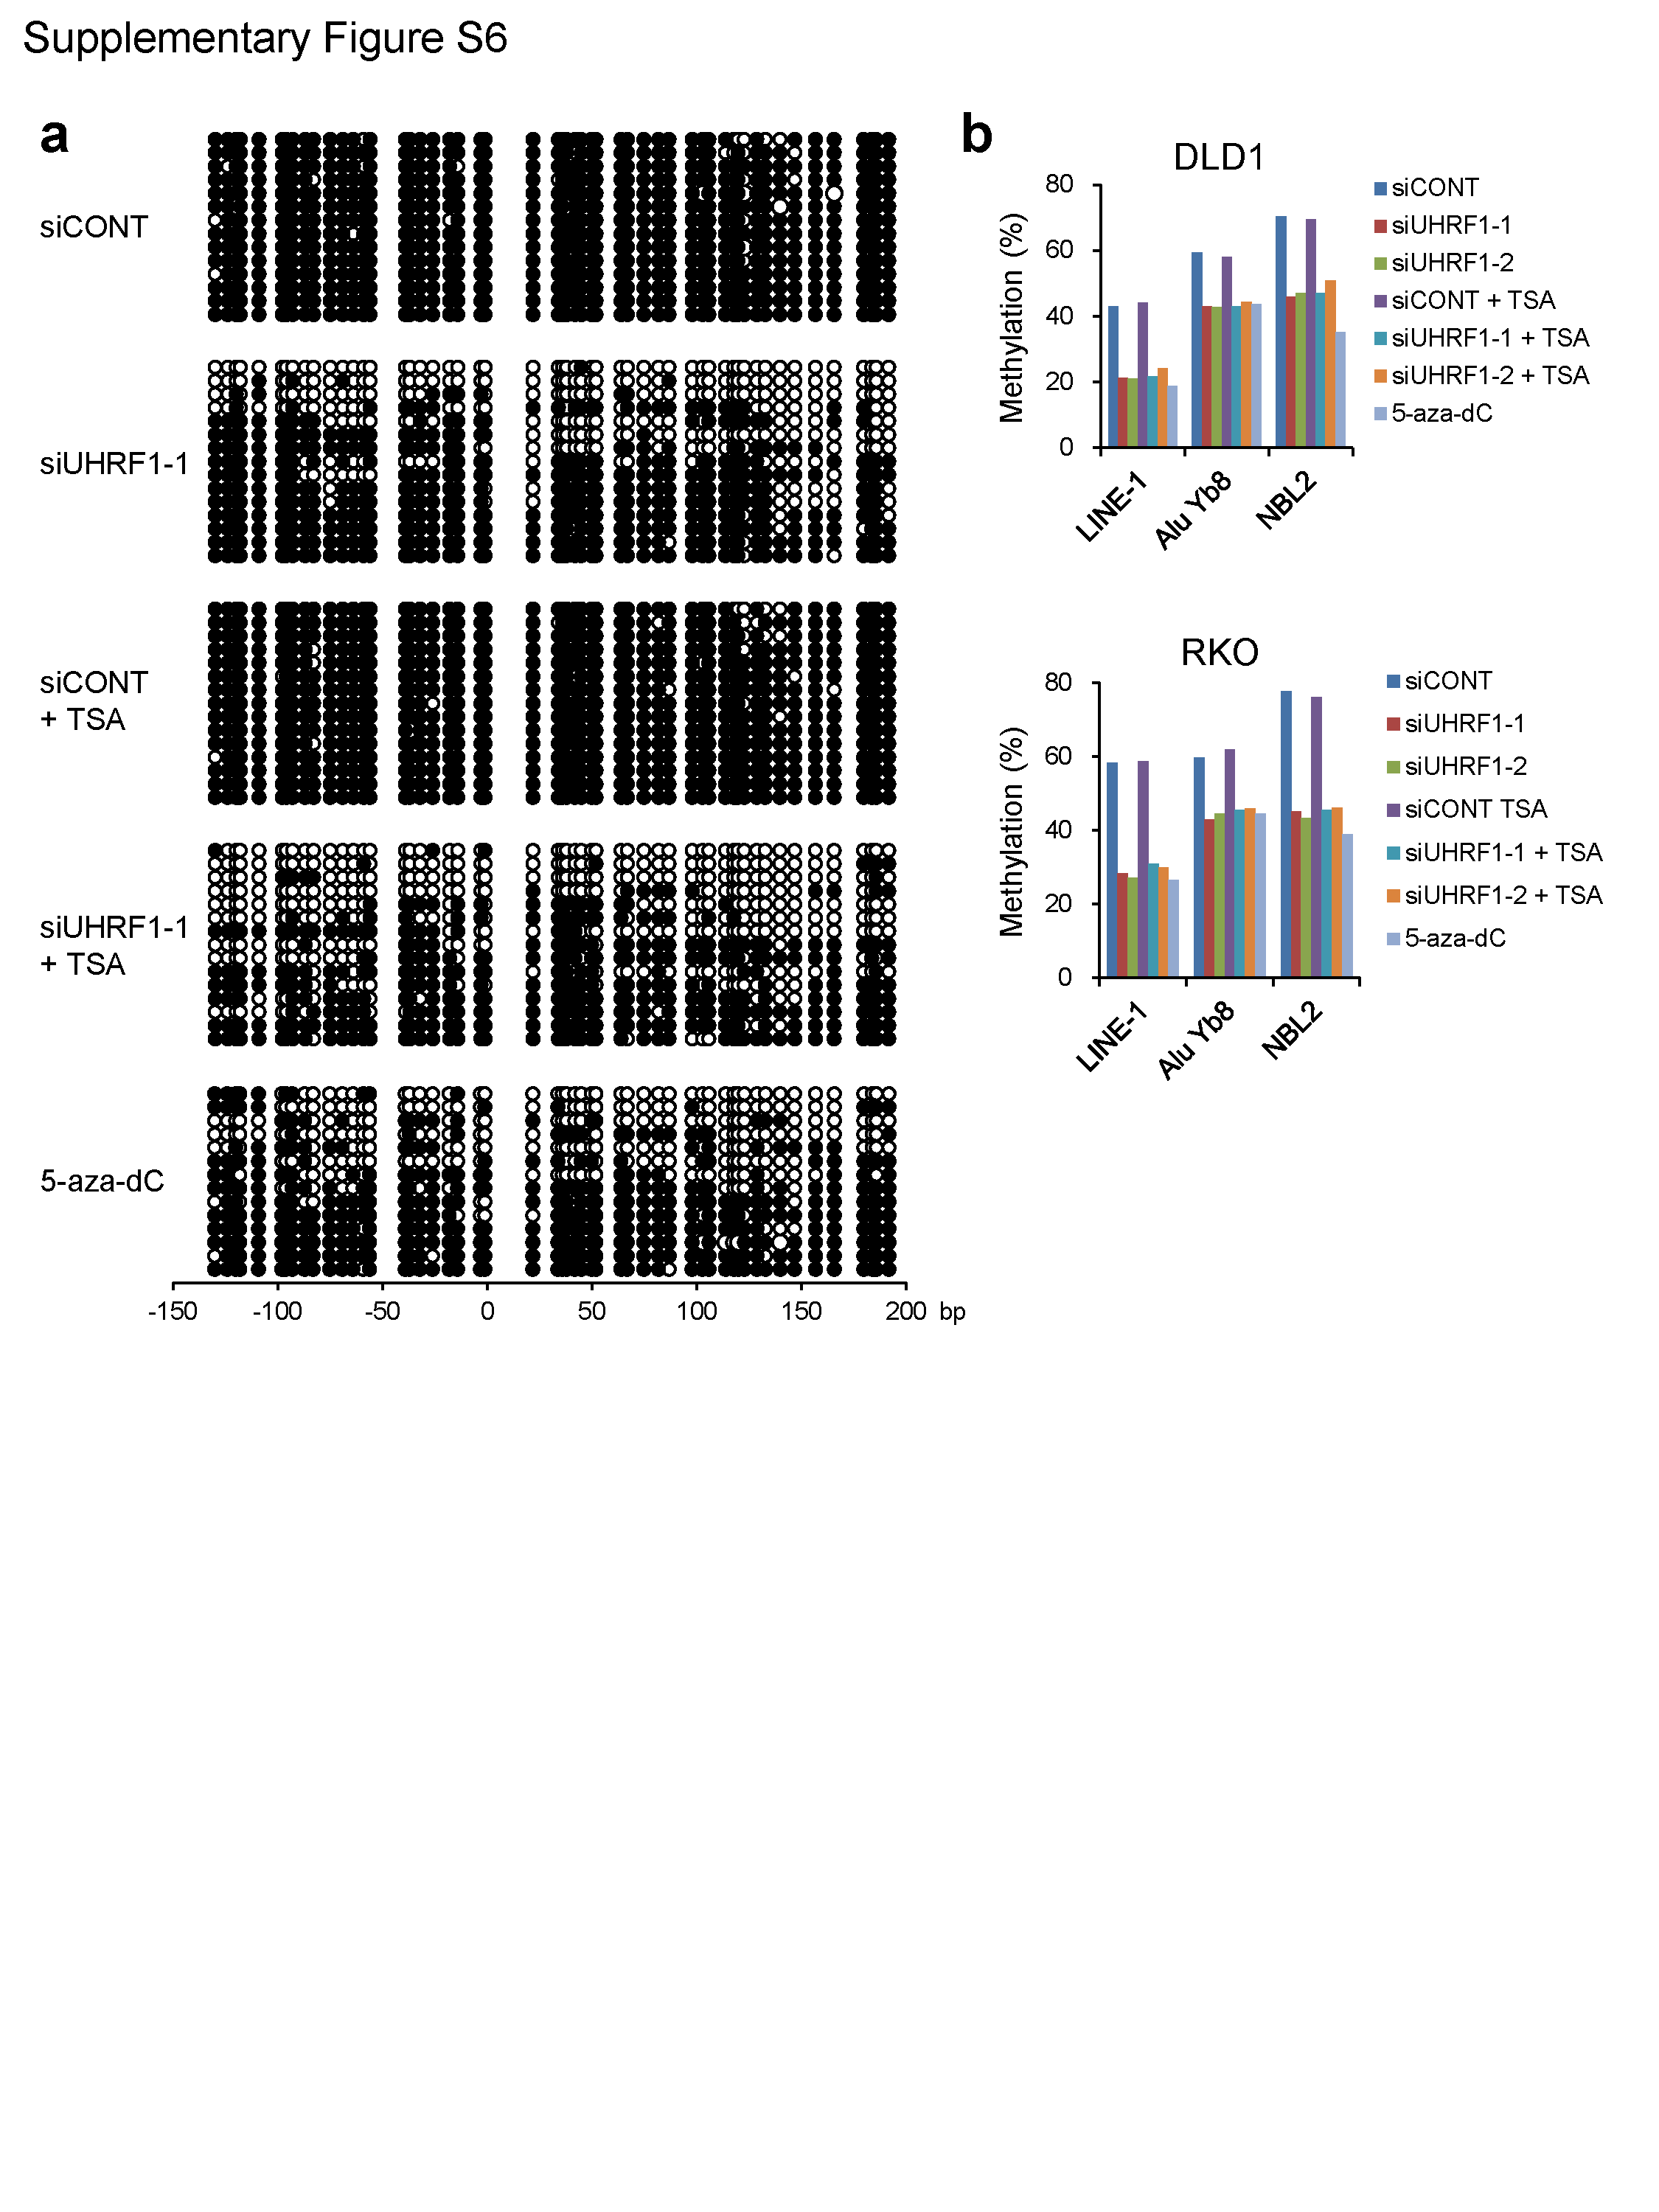

**Figure S6**. Additional HDAC inhibition in UHRF1-depleted CRC cells does not induce further DNA demethylation. (a) Bisulfite sequencing analysis of the *SFRP1* CpG island in RKO cells with the indicated siRNAs and treatment. Open and filled circles depicted unmethylated and methylated CpG sites, respectively. Locations relative to the transcription start site are shown below. (b) Bisulfite pyrosequencing analysis of repetitive elements in DLD1 and RKO cells with the indicated siRNAs and treatment.

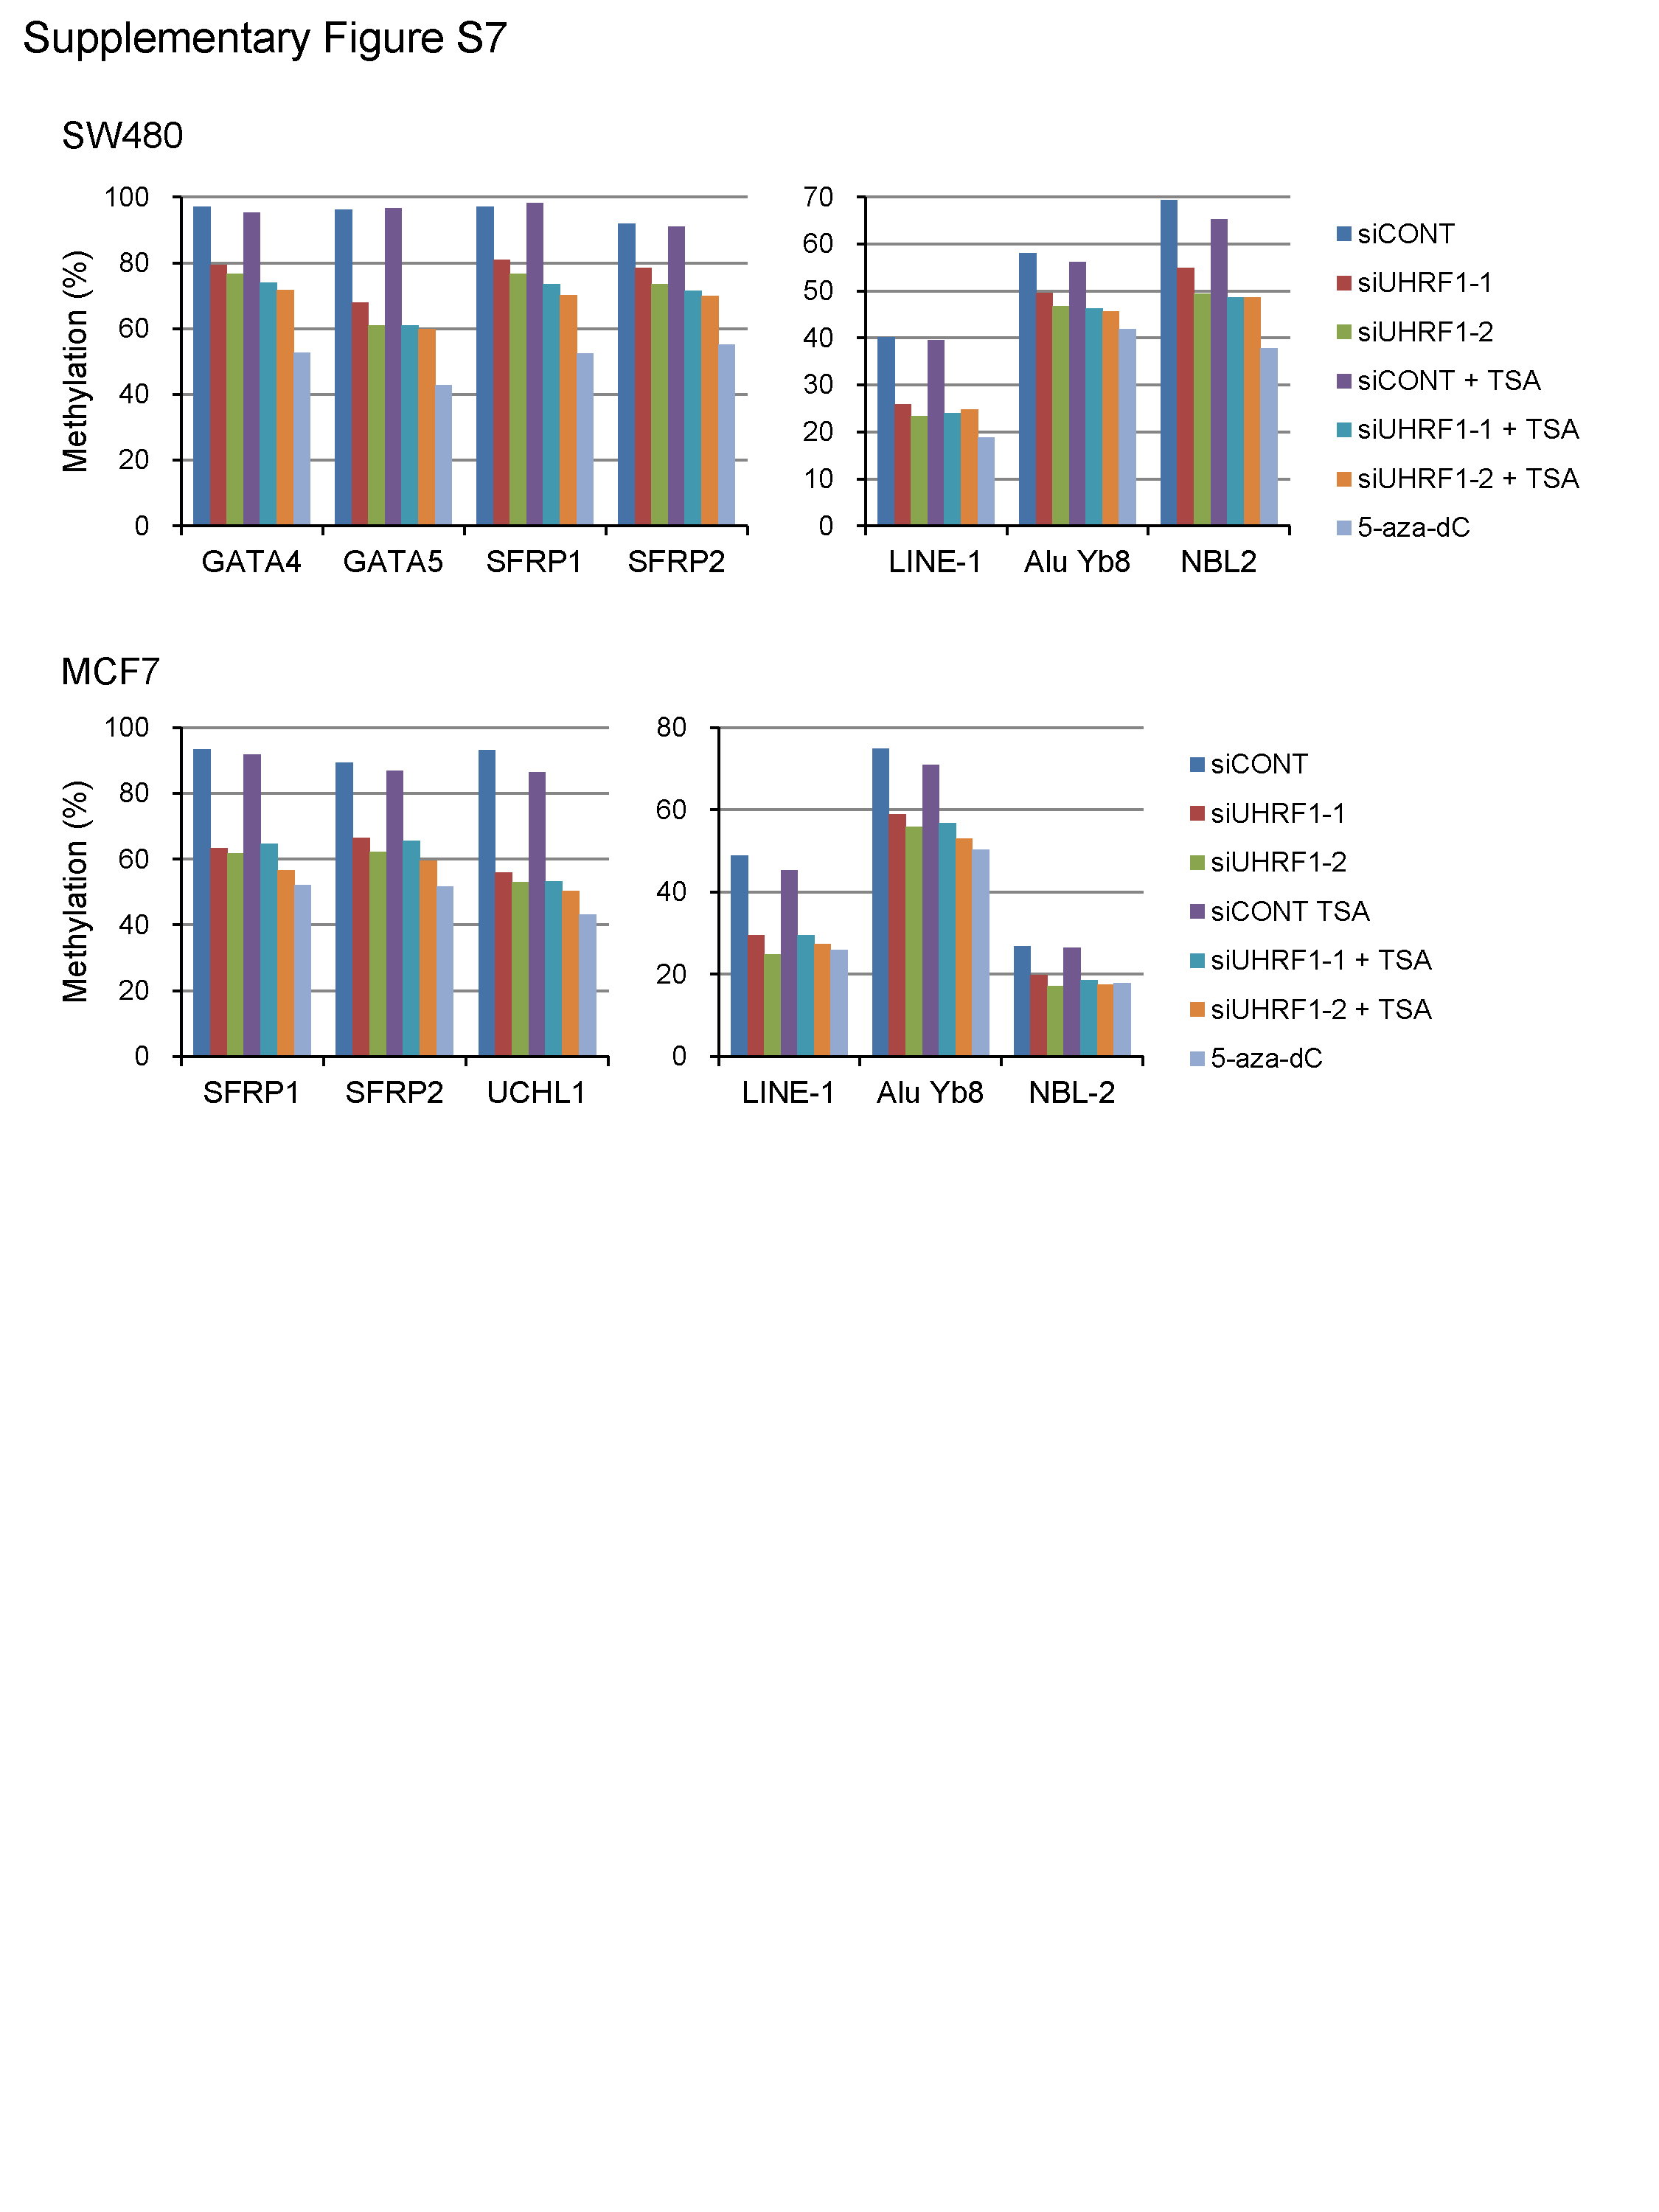

**Figure S7**. Bisulfite pyrosequencing analysis of epigenetically silenced genes (left) and repetitive elements (right) in SW480 and MCF7 cells. Cells were transfected with the indicated siRNAs and incubated for 72 h, after which they were treated with or without TSA for 24 h. Cells treated with 5-aza-dC are shown as positive controls for demethylation.

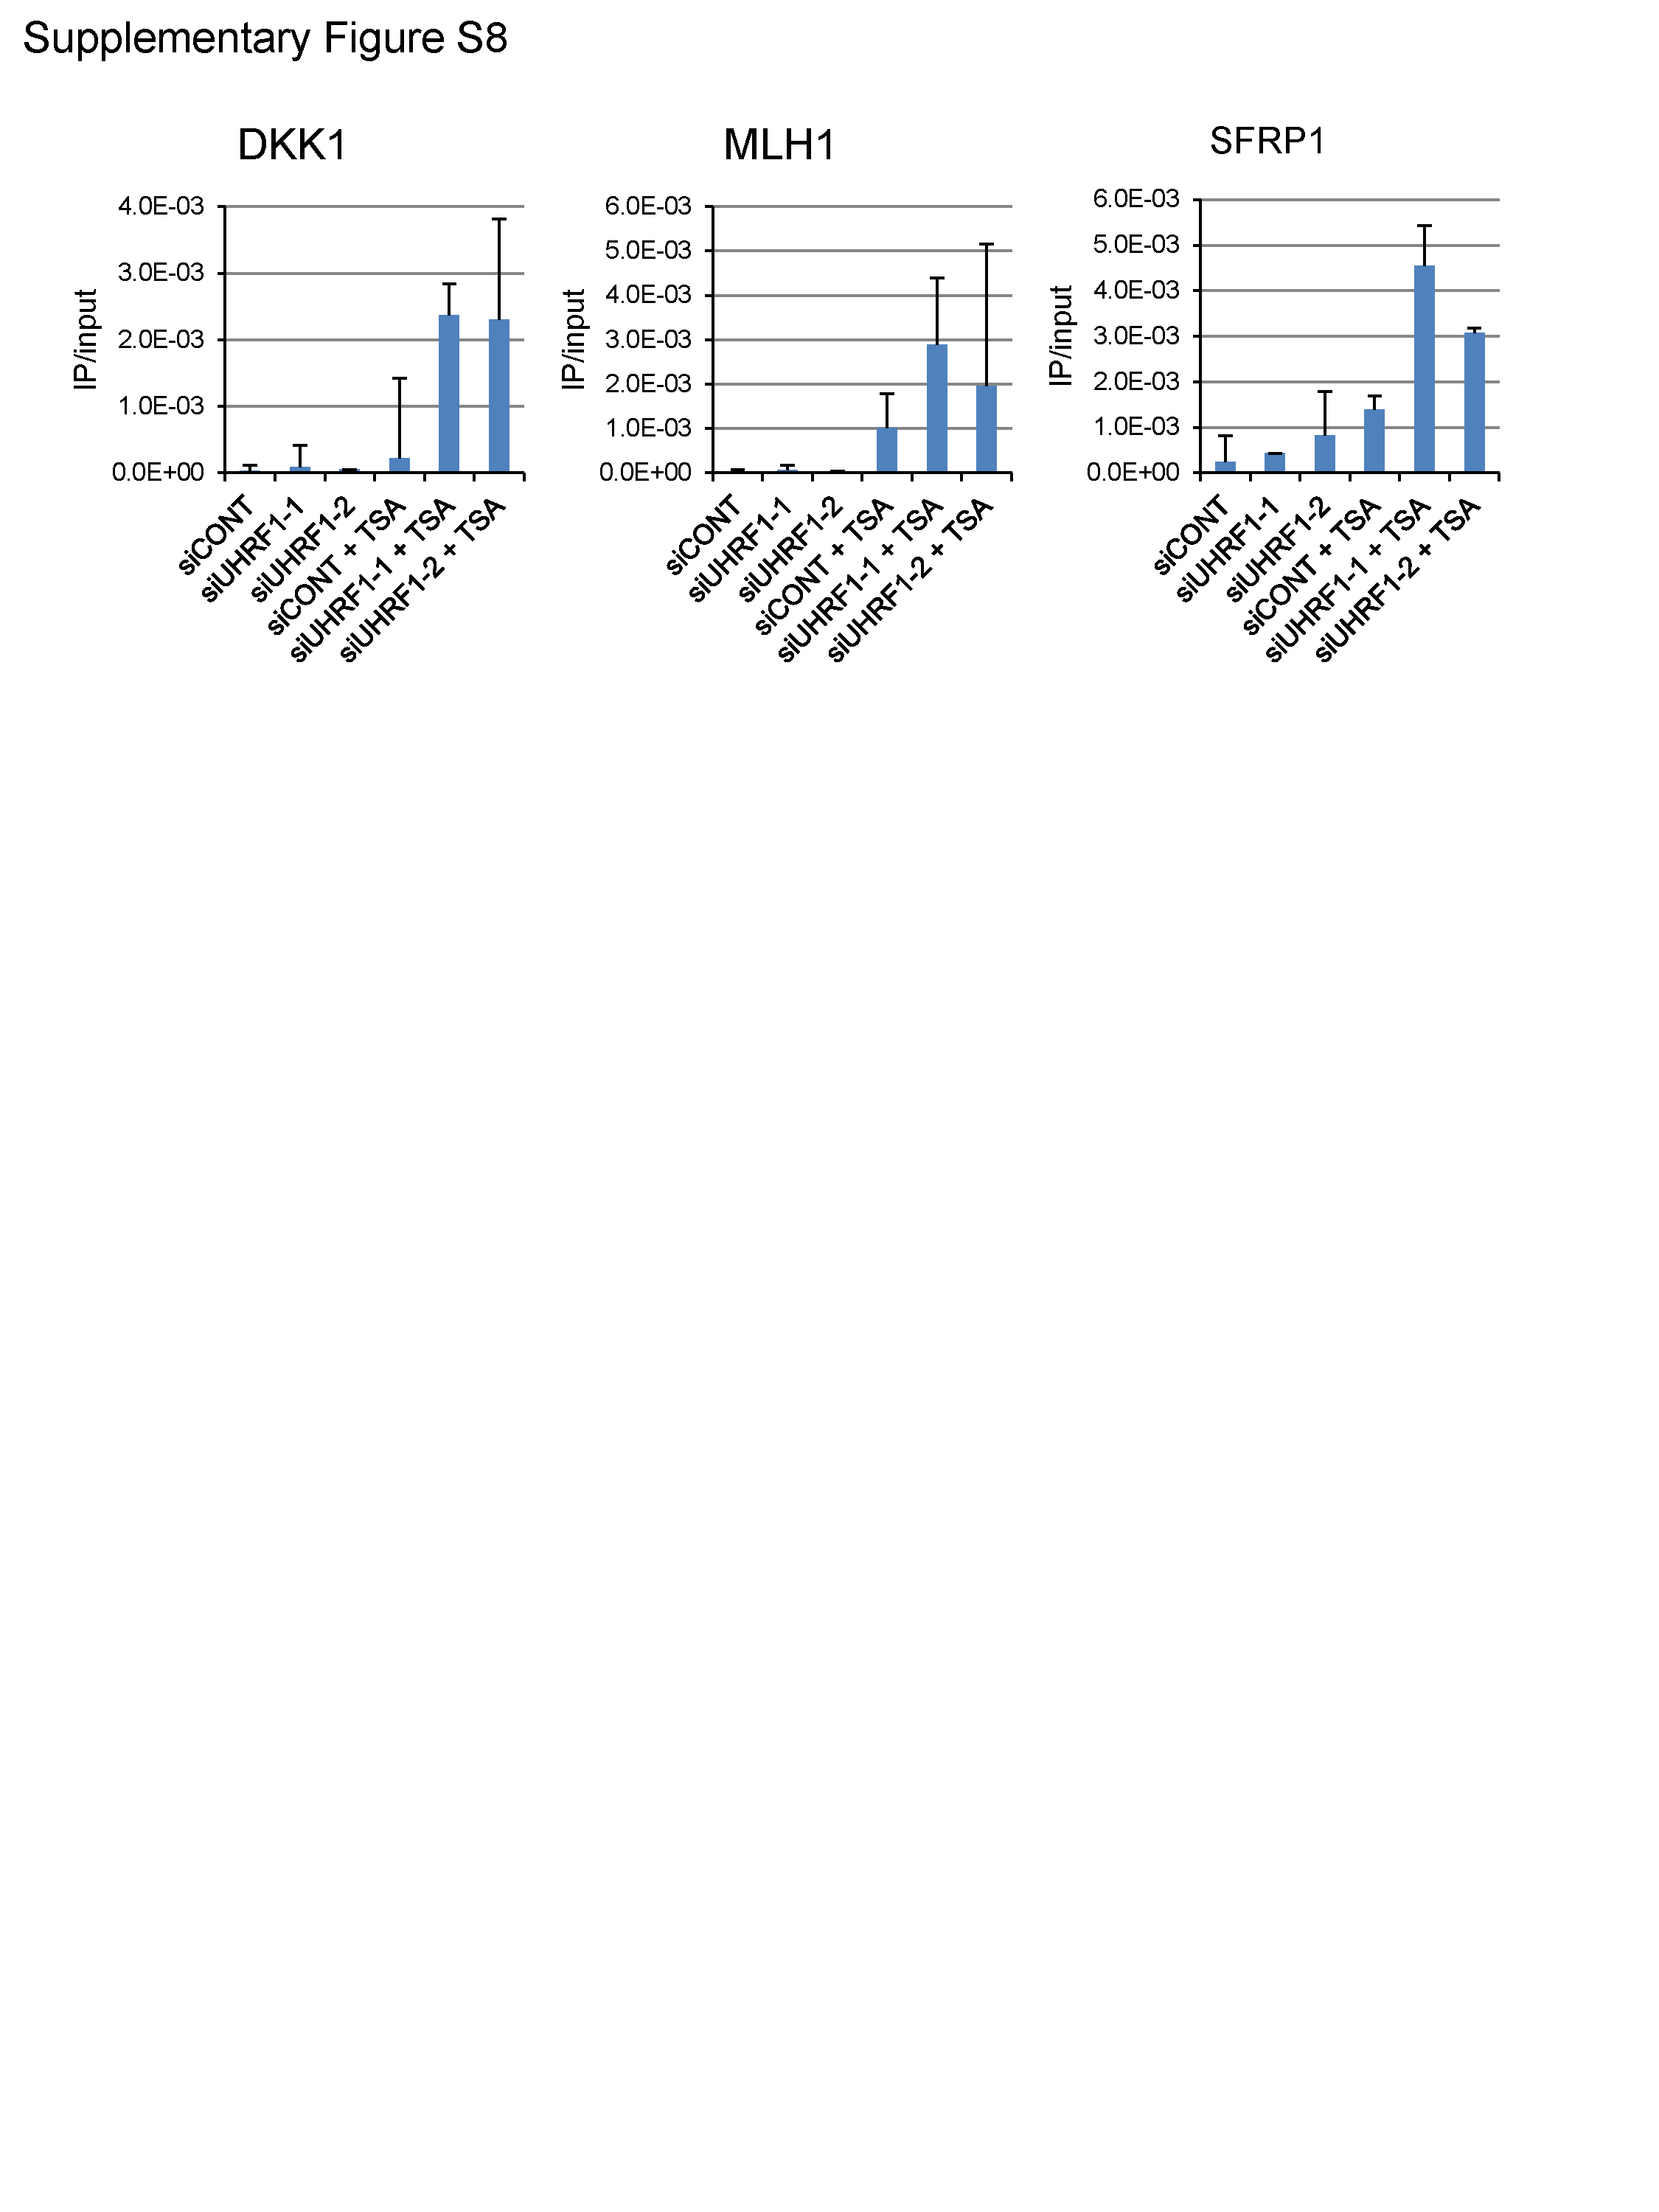

**Figure S8**. Chromatin immunoprecipitation (ChIP)-PCR analysis showing levels of H3K9ac at CpG islands of the indicated genes in RKO cells. Shown are means of 3 replications; error bars represent SDs.

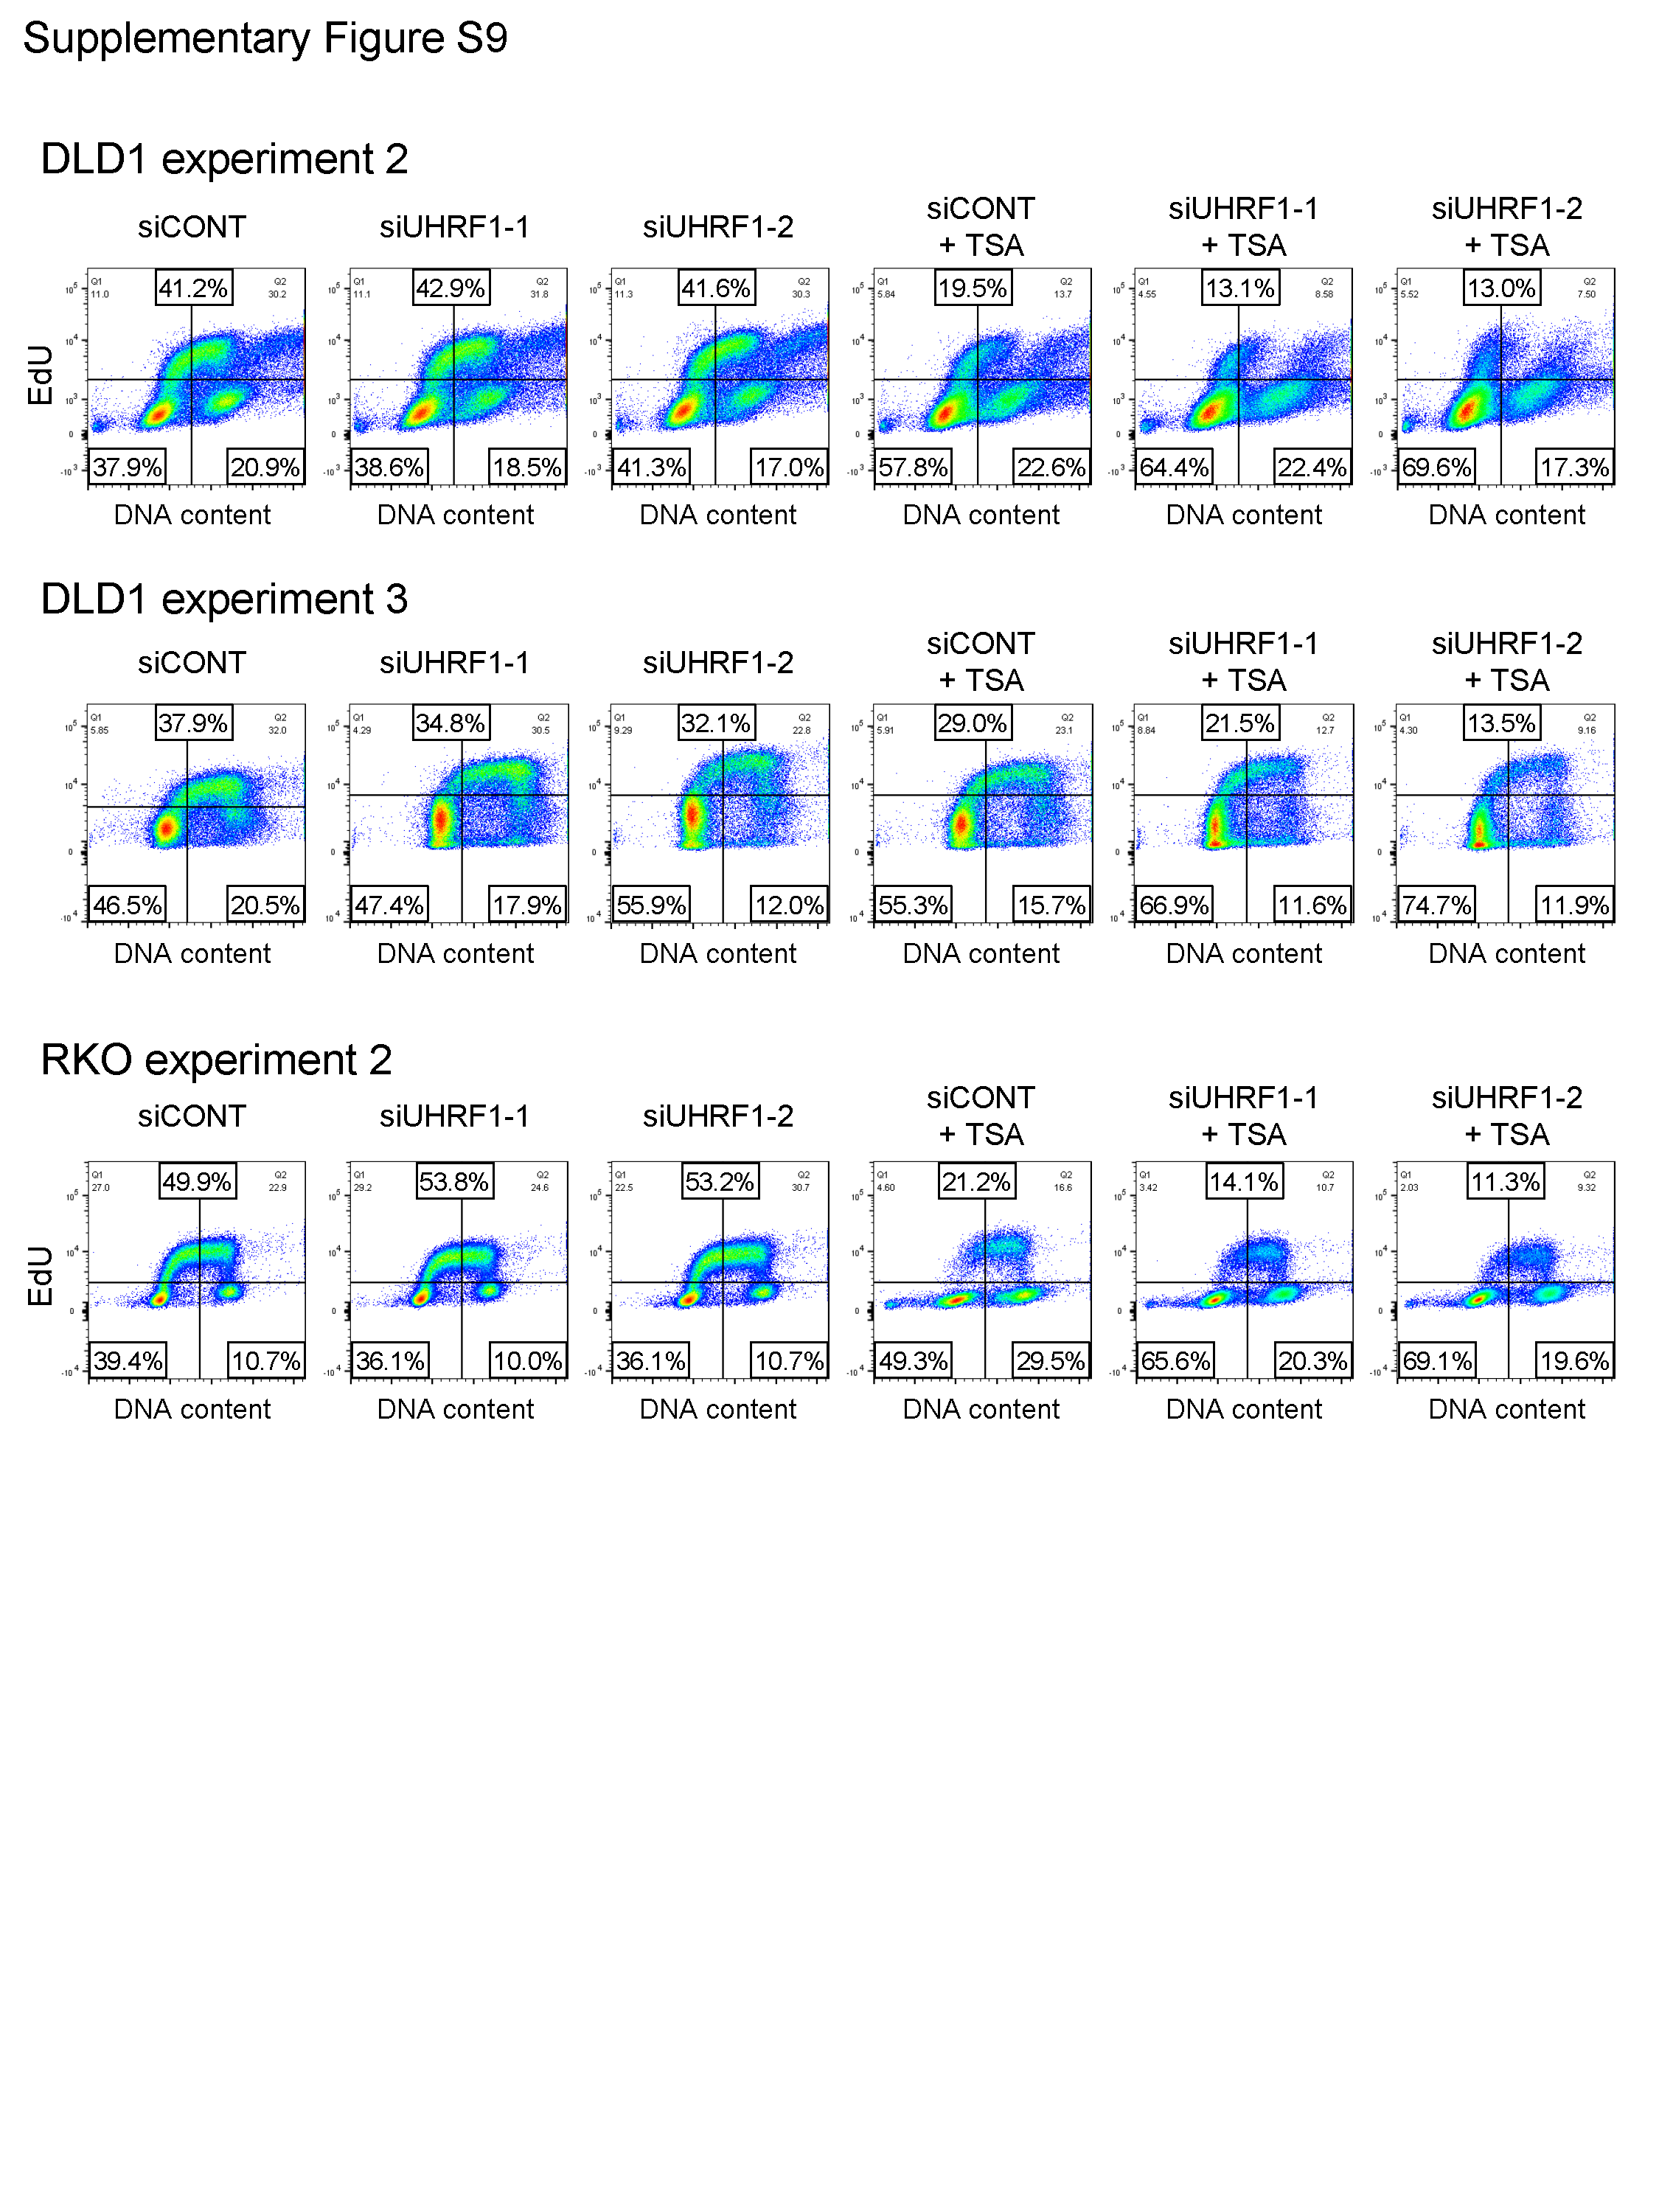

**Figure S9**. EdU cell proliferation assays in DLD1 and RKO cells treated with the indicated siRNAs alone or plus TSA. Results shown in Figure 6b were confirmed in independent experiments. Cells were transfected with the indicated siRNAs and incubated for 48 h, after which they were incubated with or without TSA for 24 h.

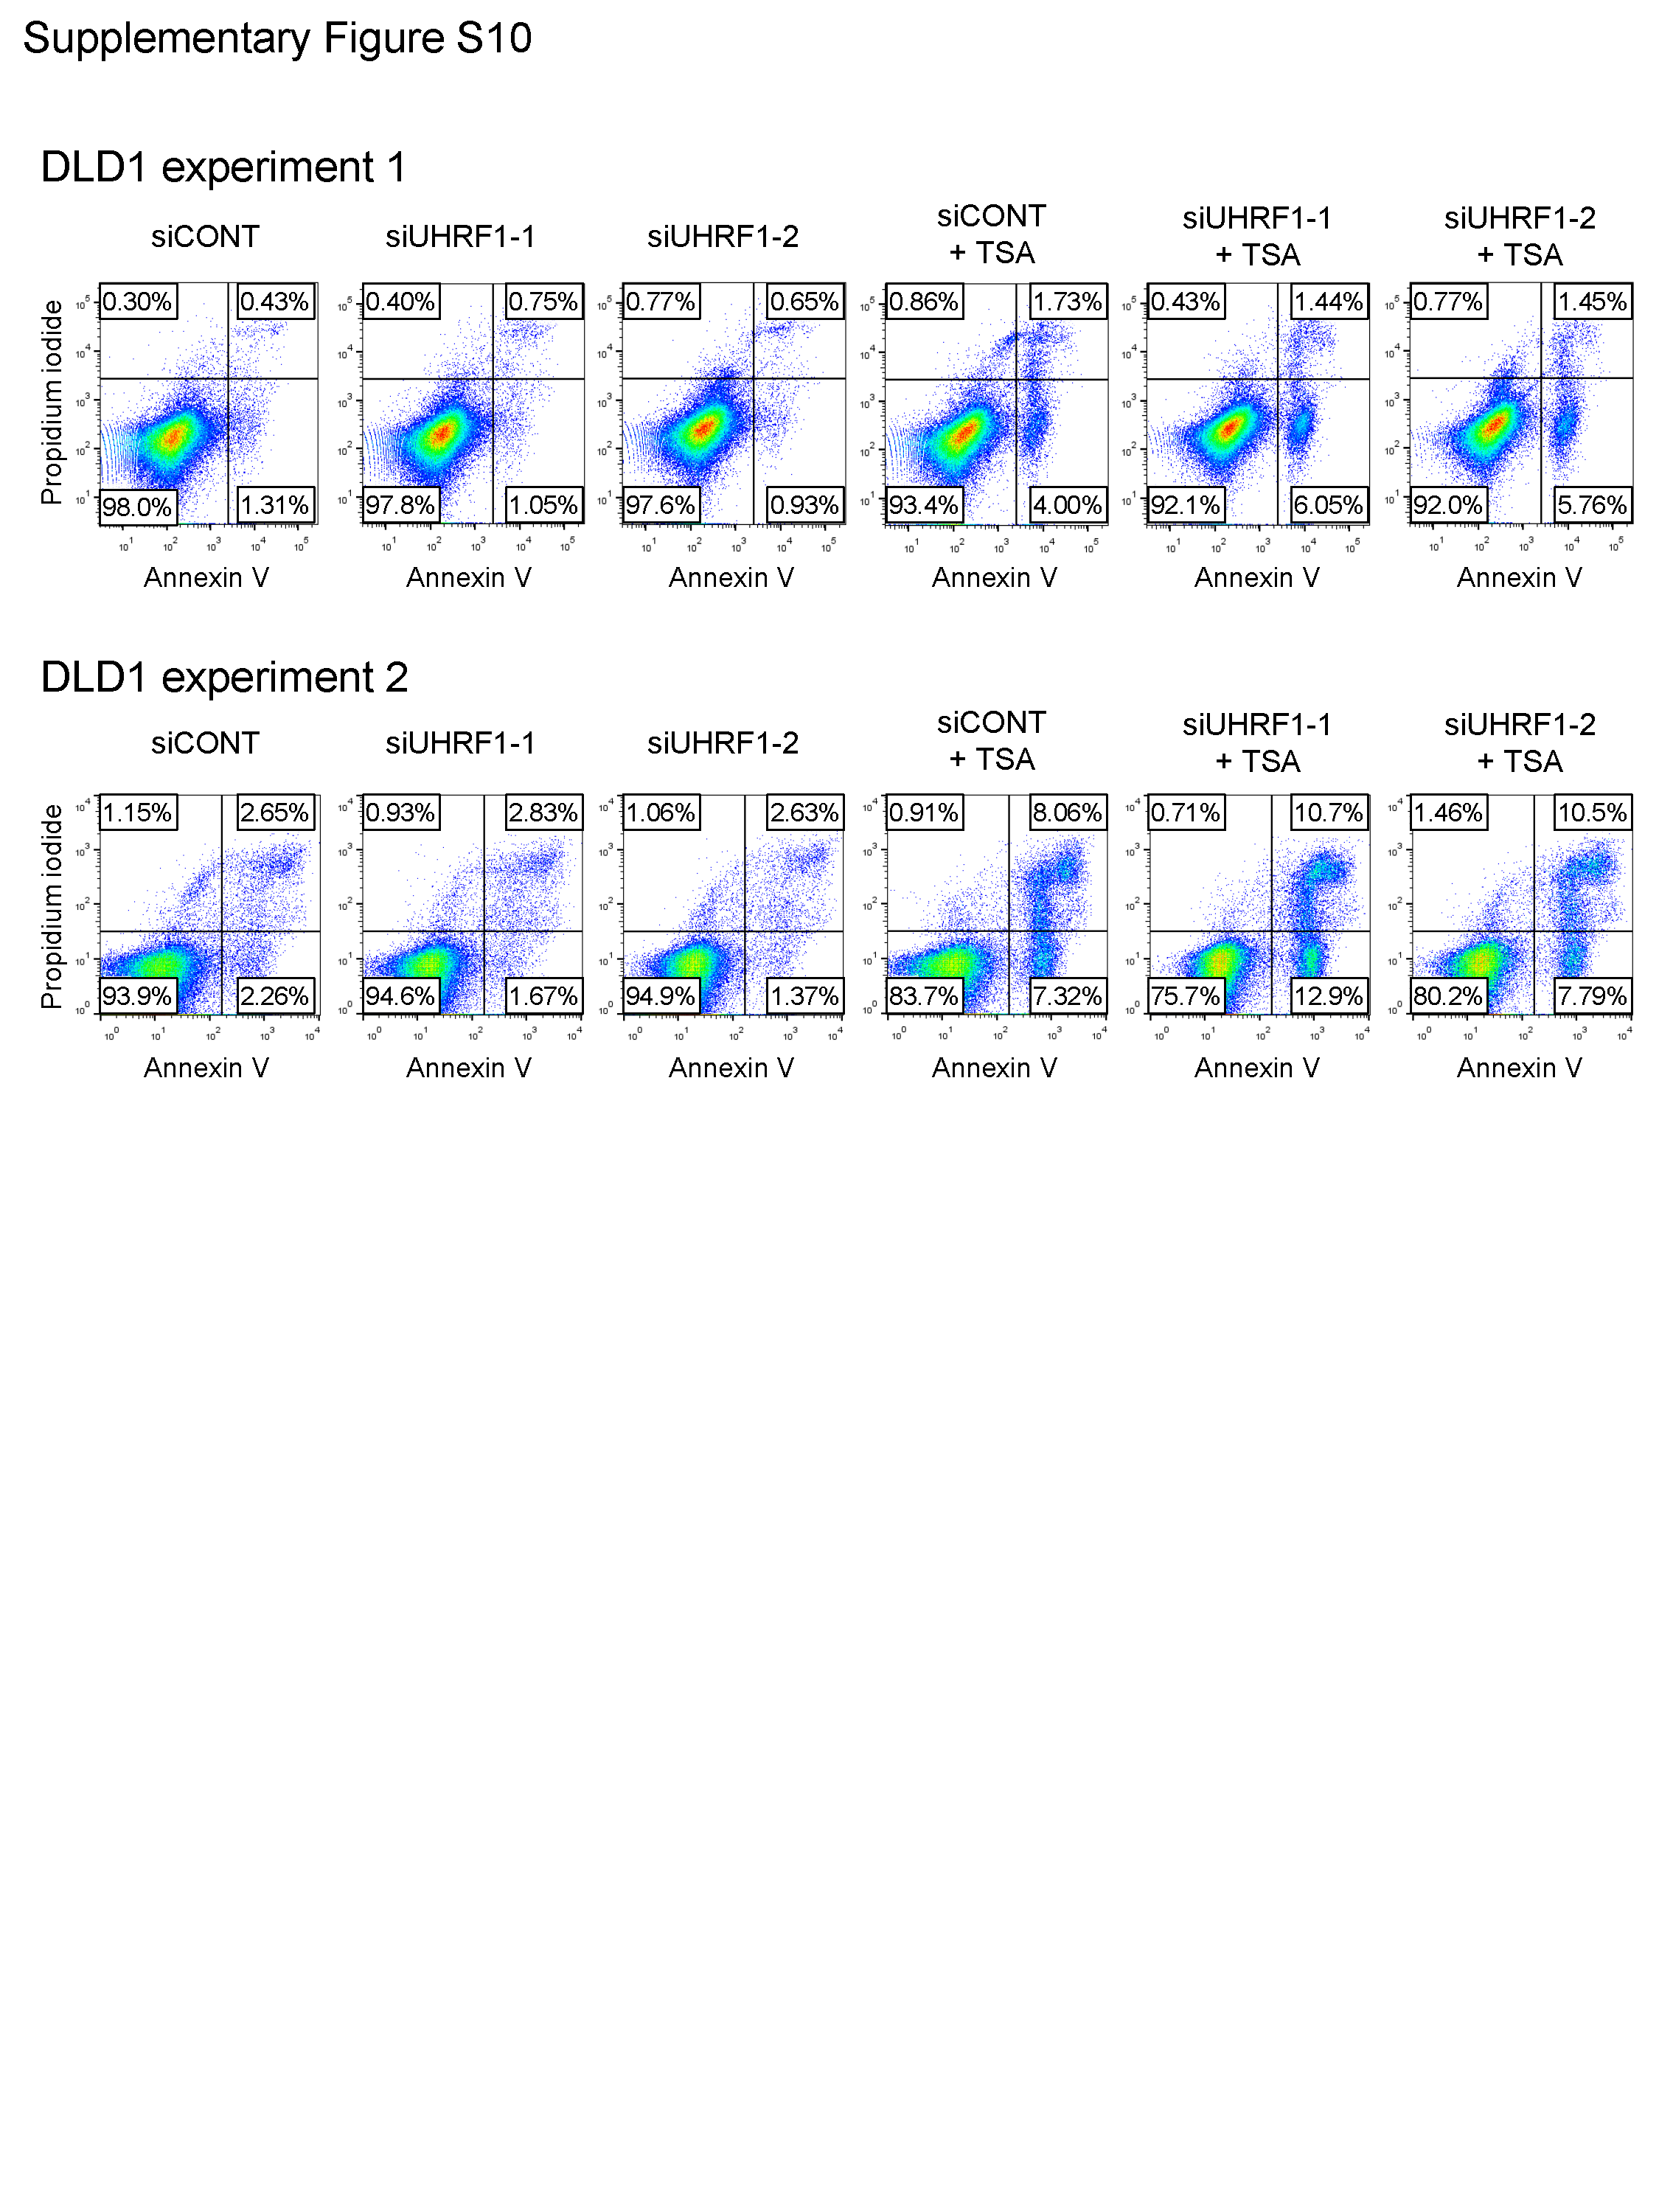

**Figure S10**. Results of apoptosis analysis in DLD1 cells. Cells were transfected with the indicated siRNAs and incubated for 48 h, after which they were incubated with or without TSA for 24 h. Results were confirmed in two independent experiments.

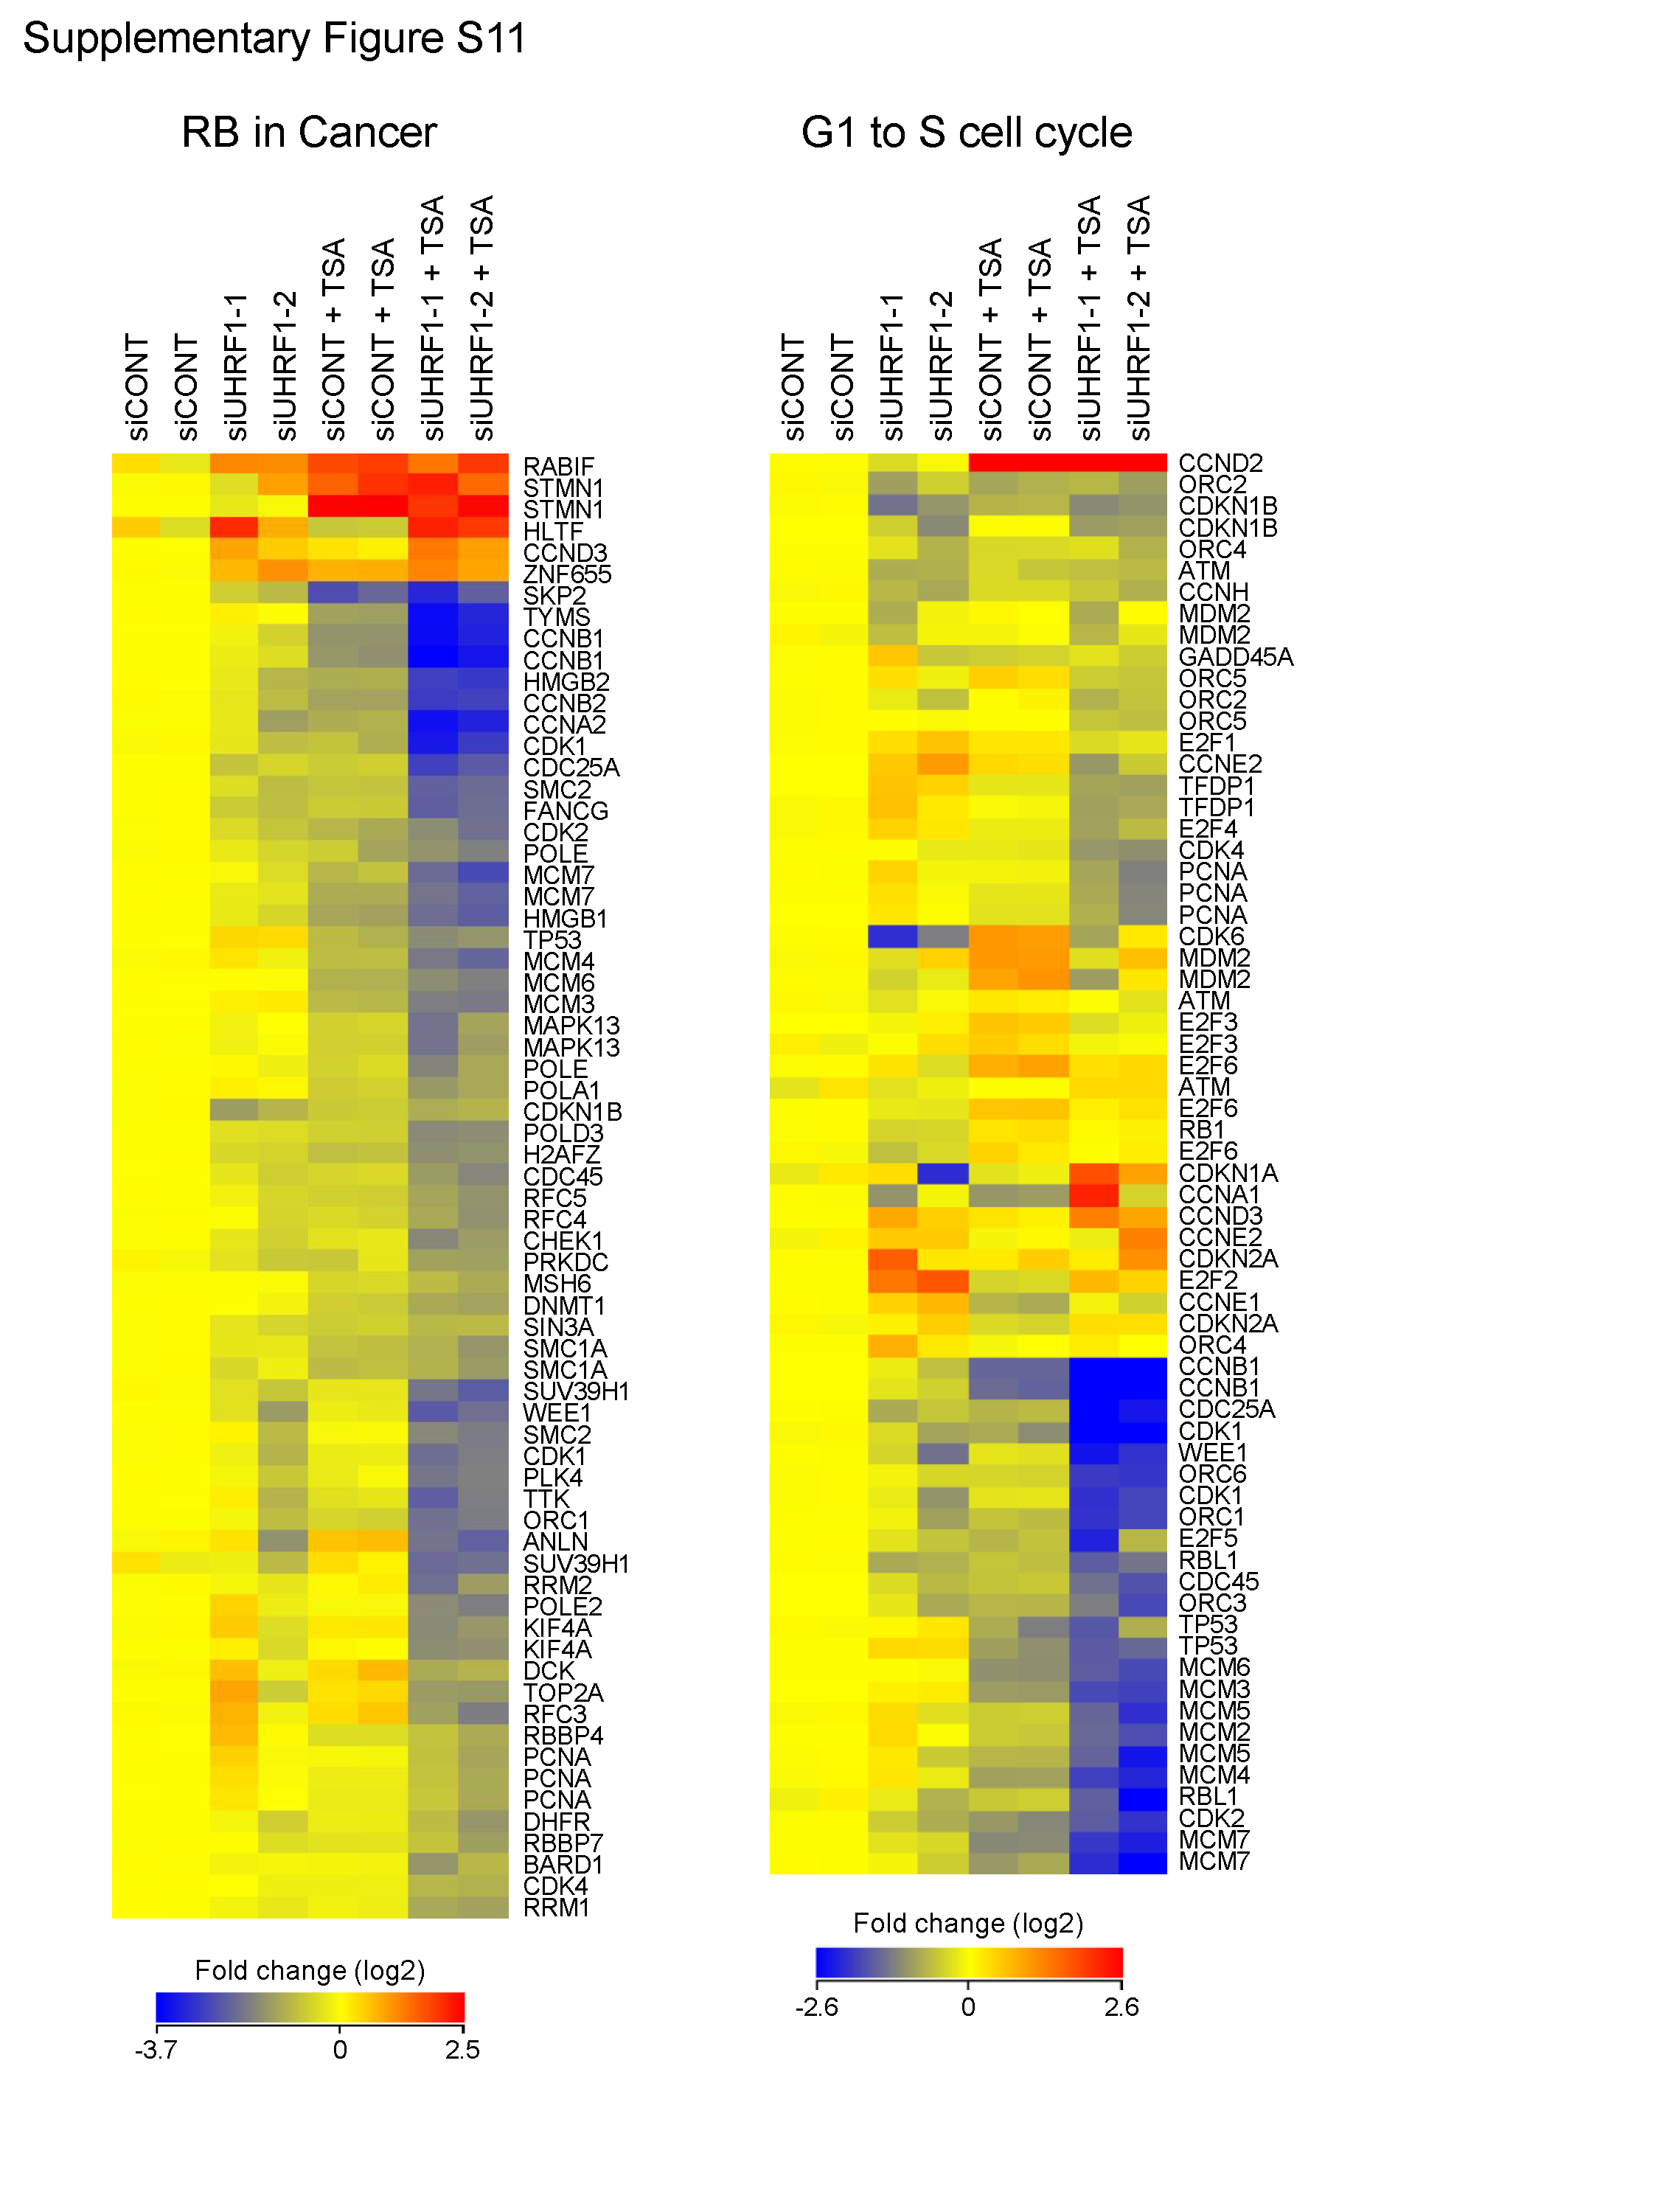

**Figure S11**. Cell cycle-related genes are affected by UHRF1 depletion plus HDAC inhibition in DLD1 cells. Heat maps showing genes associated with “RB in Cancer” and “G1 to S cell cycle” in DLD1 cells. Cells were transfected with the indicated siRNAs and incubated for 48 h, after which they were treated with or without TSA for 24 h, and gene expression microarray analysis was performed.

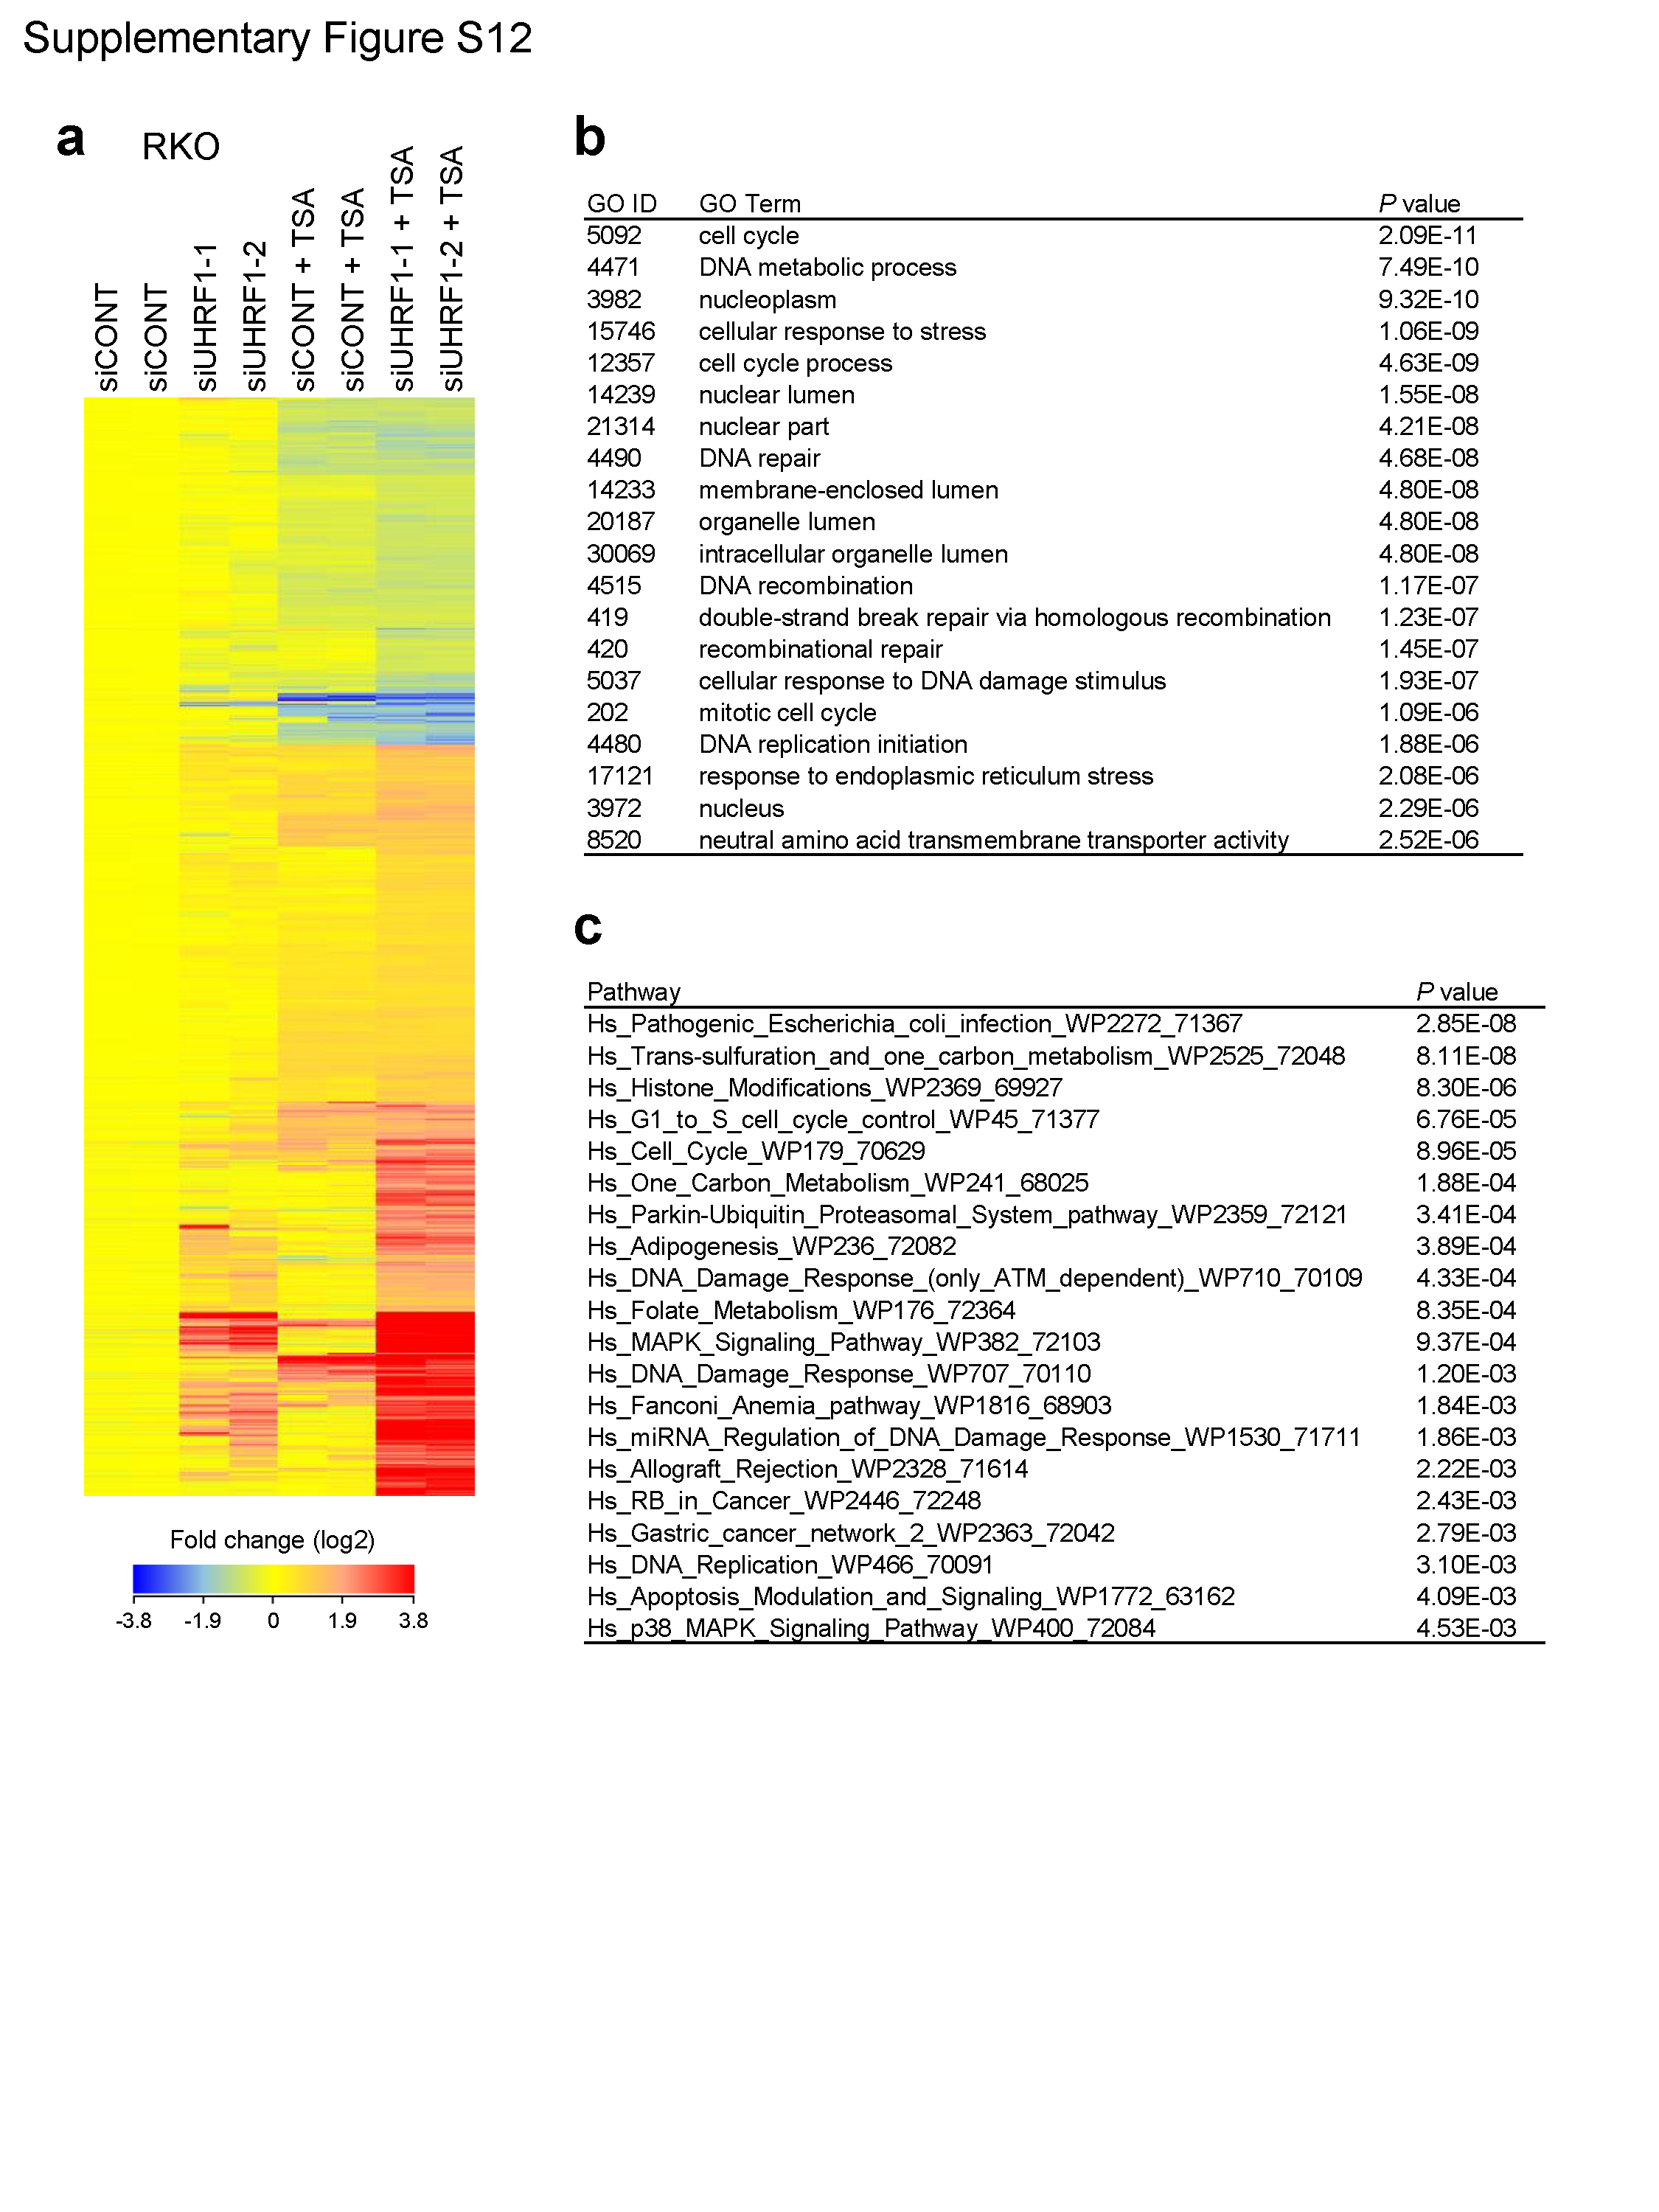

**Figure S12**. UHRF1 depletion and HDAC inhibition induce significant changes in the gene expression profiles in RKO cells. (a) Heat map showing expression of genes altered by UHRF1 depletion and HDAC inhibition in RKO cells. Cells were transfected with the indicated siRNAs and incubated for 72 h, after which the cells were incubated with or without TSA for 24 h and gene expression microarray analysis was performed. Genes whose expression was altered by UHRF1 knockdown and TSA were selected (*P* < 0.05, 2085 probe sets, 1793 unique genes), and hierarchical clustering was performed. (b) Gene ontology analysis of the selected genes shown in (a). (c) Pathway analysis of the selected genes in (a).

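In siUHRF1 + TSA against siCONT, 5509 of 23703 probes were altered at a limma adjusted p below 0.05, 3553 higher and 1956 lower, and they carried 4825 gene names. Of these probes, 1728 changed by more than 2-fold. The paper's own selection held 2085 probe sets and 1793 unique genes. In siUHRF1 against siCONT, 132 probes were altered, 123 higher and 9 lower. In siCONT + TSA against siCONT, 2476 probes were altered, 1540 higher and 936 lower. These counts moved with the processing: normexp background correction gave 1694 probes for the combination, 9 for UHRF1 depletion alone and 417 for TSA alone. With each array left out in turn, they ranged from 1785 (without siCONT replicate 1) to 7552 (without siUHRF1 replicate 2) for the combination, from 90 to 249 for UHRF1 depletion alone, and from 187 (without siCONT + TSA replicate 1) to 4521 (without siUHRF1 replicate 2) for TSA alone. The balance of directions moved too. Without siCONT replicate 1, UHRF1 depletion alone had 86 higher and 73 lower probes, and TSA alone 81 and 115. Without siCONT replicate 2, they had 93 and 156, and 89 and 196. The share of altered probes that were higher in the combination was 64.5%, but 52.8% under quantile normalization and 50.1% when arrays were scaled on the spike-in probes. Whether TSA alone or the combination altered more probes depended on the spread used. With only the groups compared in the fit, TSA alone altered 9921 probes and the combination 5057. The t-test named in the paper's methods gave 9811 and 7074 without adjustment, and 4345 and 246 with it. The other alternatives run for both gave more for the combination. The median absolute difference between the arrays of a group was 0.064 on the log2 scale for siCONT and 0.26 for siUHRF1.

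**Figure D2:**
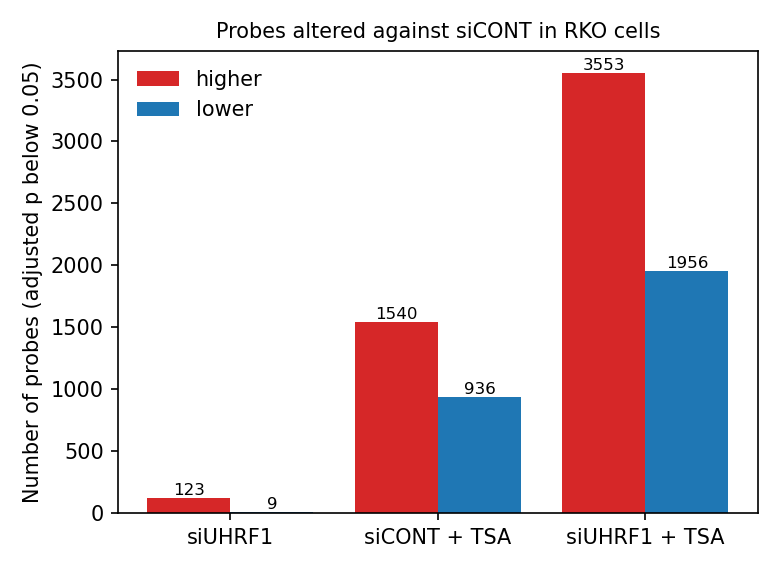
Number of probes altered against siCONT (adjusted p below 0.05 from limma, 2 arrays in each group), with bars for probes that were higher and lower. The siUHRF1 bars stand at 123 and 9, the siCONT + TSA bars at 1540 and 936, and the siUHRF1 + TSA bars at 3553 and 1956. All groups share 1 estimate of the spread. With the spread taken only from the groups compared, siCONT + TSA had more altered probes than siUHRF1 + TSA.

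Many of the probes that rose in the combination were below background in the control cells: 677 of the 3553 were not well above background on either siCONT array, so only a lower limit on their fold change can be given. By this limit, and with both siUHRF1 + TSA arrays above background, XAGE1A rose at least 126-fold, CTAG1A at least 175-fold, SOHLH1 at least 72.2-fold and TIMP2 at least 34.0-fold. In siUHRF1 without TSA the same limit was 9.34-fold for XAGE1A, 31.4-fold for CTAG1A and 8.62-fold for TIMP2. With 1 array left out, these limits ranged from 5.39-fold to 16.2-fold for XAGE1A and from 20.5-fold to 48.0-fold for CTAG1A. Among the genes that fell in the combination, IL20RB fell by 2.82 on the log2 scale (adjusted p = 0.00379 from limma). GJB1, OR2A42 and DRD5 were not above background on either siUHRF1 + TSA array and were at least 2.69-fold, 2.88-fold and 1.94-fold lower, where the limit for GJB1 lay between 1.44-fold and 5.01-fold with 1 array left out. UHRF1 depletion alone lowered BSN-DT at least 1.60-fold. TSA alone raised HBA2 by 4.30 on the log2 scale (adjusted p = 0.00195 from limma), GLIPR1 at least 5.79-fold and AKR1C1 at least 7.35-fold, and it lowered NUPR1 at least 15.7-fold, TRPV6 at least 10.0-fold and IL20RB at least 11.4-fold.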

How the deposited data were processed for this re-analysis (not part of the article)

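Gene expression was measured in RKO cells on 9 Agilent SurePrint G3 Human GE v2 arrays in 1 colour. There were 2 arrays in each of the groups siCONT, siUHRF1, siCONT + TSA and siUHRF1 + TSA, and 1 array of cells given 1 µM 5-aza-dC for 72 h without siRNA. The authors extracted the spot signals with Feature Extraction 10.7.3.1, which subtracts the background, removes spatial trends and gives dim spots a surrogate value. The signals are linear intensities with no normalization between arrays, and the deposited value table holds the same signals rounded. The paper names GeneSpring GX for the analysis, and its statistics section names t-tests and ANOVA with Tukey's test. The paper's text does not name the normalization, the filter or any correction for multiple tests of the RKO arrays.

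Each array holds 62976 spots, of which 4259 are controls, and 50599 probes. Gene names came from the array files and, for 28174 probes, from a RefSeq table. The 75th percentile of the signal was 245 to 338 on the 8 siRNA arrays and 822 on the 5-aza-dC array. Between 46.8% and 49.6% of probes were well above background on the siRNA arrays, and 54.9% on the 5-aza-dC array. The 5-aza-dC array lay on another slide and was read in another scan. The number of arrays limits the precision of every value. The median absolute difference between the arrays of a group was 0.064 on the log2 scale for siCONT, 0.26 for siUHRF1, 0.069 for siCONT + TSA and 0.19 for siUHRF1 + TSA.

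Log2 signals were shifted by each array's 75th percentile. Spots marked as non-uniform or population outliers were left out, and spots of the same probe were averaged. A probe entered a comparison when it was well above background on both arrays of at least 1 group. limma 3.58.1 in R 4.3.3 (lmFit and eBayes) was fitted to the 8 siRNA arrays in 4 groups, or to all 9 arrays for 5-aza-dC, whose single array was assumed to vary like the other groups. Probes were called at a Benjamini-Hochberg adjusted p below 0.05. The comparisons were siUHRF1 + TSA, siUHRF1 and siCONT + TSA each against siCONT, siUHRF1 + TSA against siCONT + TSA, the difference between the effects of UHRF1 depletion with and without TSA, and 5-aza-dC against siCONT. On simulated data with 200 of 23703 probes changed by 1.5 on the log2 scale, this procedure recovered 74% of them for the combination, 76% for UHRF1 depletion under TSA and 55.5% for the difference between the effects of UHRF1 depletion, and it called 0 probes for the comparisons left unchanged. Of the probes it called in these 3 changed comparisons, 9 of 158, 11 of 170 and 4 of 116 were false. The first and second of these shares exceed the 0.05 aimed at. A further 60 probes were shifted as a list, and they count neither as recovered nor as false. The simulation gave each probe the same spread in every group and drew the arrays independently. The real groups differed in spread (0.064 for siCONT, 0.26 for siUHRF1), so these shares do not give the error rates of the real comparisons.

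A gene with several probes was represented by the probe of highest mean signal. Lists were tested with camera (correlation between genes preset at 0.01) and fry, with adjustment over 50 tests. The lists were S phase and G2/M genes (Seurat 5.3.0), genes that the paper names as silenced, CIMP marker genes, and lists written before the data were examined of genes for replication initiation, recombination and the Fanconi pathway, endoplasmic reticulum stress and amino acid response, cancer-testis antigens, interferon response and epigenetic regulators. Fisher's exact test compared called genes with list membership. Where a group had no array above background, its fold change was given as a lower limit, with each of its arrays put at the lowest signal called above background there or at the probe's own signal if that was higher. The genes named are those of the paper's silenced and CIMP lists, UHRF1, CDKN1A, the reference genes ACTB and GAPDH, the 5 genes with the largest rise and the 5 with the largest fall in the combination, the 3 of each in the other comparisons with siCONT, and the 5 cell cycle genes of lowest p. They had to be called with every treated array on 1 side of every control array, and loci without a gene symbol were passed over.

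The comparisons, tests, lists and the rule for named genes were set before the data were examined, whereas the formula of the lower limit was set later. The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, a shift by the median of probes above background on every array, scaling on the spike-in probes, no filter and a stricter filter on dim probes, outlier spots kept, the deposited value table, a replicate block, only the arrays of the groups compared, each array left out in turn, a trended and robust prior, an unadjusted p below 0.05 with and without a change over 2-fold, the methods' t-test, and ANOVA with Tukey's test. A block for slide or scan could not be fitted, because all siRNA arrays share 1 slide and 1 scan. The arrays of DLD1 cells and the paper's ontology terms were not analysed here.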

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

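The tests of the 5-aza-dC array against slide and scan, of the probes hidden below background, and of the cancer-testis genes without the filter, were chosen only after the result was seen.

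The effect of UHRF1 depletion differed with and without TSA for 90 probes by limma's test of the difference itself, 85 of them higher in the combination than the sum of both treatments and 5 lower. Of these, 79 (87.8%) were below background on both siCONT arrays and on both arrays of at least 1 single treatment. Among probes above background on every array, 3 of 20754 were called, against 87 of 2949 of the others. When the test was limited to the probes above background on every array, limma called 0, with 671 at an unadjusted p below 0.05. A gene that rises only in the combination is itself below background elsewhere, so this split would arise either way. For these 79 probes, a single treatment hidden below background and a true departure from the sum cannot be told apart, because the arrays did not measure them in siCONT and in at least 1 single treatment. This reason does not cover the other called probes, 3 of which were above background on every array, and no cause was tested for them. The count was 6 with normexp background correction and 1 with a trended and robust prior. Leaving out siCONT replicate 2 gave 207. The balance of directions rests on more than the siCONT + TSA arrays. It was less one-sided without either of them and, to a lesser degree, without either siUHRF1 array.

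The array of cells given 5-aza-dC, which the paper does not report on, differed from siCONT in 13167 of 26711 probes, 6557 higher and 6610 lower. It is a single array without siRNA, assumed to vary like the other groups, on another slide and in another scan. Against slide and scan as the source of all of it stand the genes that UHRF1 depletion raised under TSA. Their fold changes came from the TSA arrays, and only the estimate of the spread was shared with this comparison. Of 581 such genes, 89.2% were higher on the 5-aza-dC array, while in 10000 random draws of genes with like signal in siCONT the median share was 59.9% and the highest 66.3%. Among these genes, XAGE1A and HSPA1A were at least 1228-fold and 655-fold higher on the 5-aza-dC array, whereas TRPV6 was at least 17.2-fold lower. For the genes higher in both, a shared effect of removing UHRF1 and of 5-aza-dC is a hypothesis. For the other probes, treatment, transfection, slide and scan cannot be told apart, and the direction depends on the scale: with spike-in scaling 8.02% of the called probes were higher, and the median of all probes was -1.67. Among these other probes, those for SPRR2E and AMT had log2 fold changes of -4.56 and -4.00.

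Among the 15 genes that the paper names as silenced, 7 were above background on the 5-aza-dC array and on no siCONT array. That is 70% of the 10 that were below background on both siCONT arrays, against 15.7% of all 18735 genes below background there, so the brighter array alone does not account for it. Among the limits were at least 1680-fold for UCHL1, 182-fold for IGF2, 27.7-fold for RUNX3, 3.46-fold for GATA5, 1.81-fold for SFRP1 and 1.25-fold for CACNA1G. CACNA1G was not called by limma. Slide and scan were tested only on the genes raised by UHRF1 depletion (89.2%), and no biological explanation was tested for the silenced genes.

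Cancer-testis genes, which the paper does not discuss, were above background on both siUHRF1 + TSA arrays for 22 of the 31 list genes on the array, and 20 of these were below background on both siCONT + TSA arrays. Only those 22 passed the filter, most of them because of this rise, so their median log2 fold change under TSA of 3.87 (adjusted p = 8.71e-32 from limma's camera; 8.61e-05 from fry) is selected by the outcome. It was 2.30 with genes below background put at their limit, and did not pass with the correlation between genes estimated from the arrays (adjusted p = 0.068). Without the filter, limma called 17 of the 31 genes higher with both siUHRF1 + TSA arrays above background. Over all 31 the median was 1.59 with genes below background put at their limit, and at 0 where both groups were below background. A rise had been predicted before it was measured. Cross-hybridization between near-identical members of multi-copy families would leave single-copy members unchanged. All 9 single-copy members on the array were below background on both siCONT + TSA arrays. Of these, 3 (33.3%) were called higher with both siUHRF1 + TSA arrays above background, against 1.22% of the 18985 genes below background there (p = 0.000141, Fisher's exact test). The median of the 9 at the limits was 0, so most of the 9 show no measured rise. The 3 argue against cross-hybridization as the whole cause, while for the 14 multi-copy members called in this way it cannot be told apart from a rise of each member. All 22 were also above background on the 5-aza-dC array. In siUHRF1 without TSA, 7 of the 22 were above background on both arrays. The median of the 22 there was 1.38 (adjusted p = 1.92e-12 from camera and 0.0036 from fry). It was 0 with genes below background put at their limit, and did not pass with the estimated correlation (adjusted p = 0.118). Loss of DNA methylation is a biological hypothesis that these arrays did not test.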

How the results depend on the processing

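The block for culture or siRNA, shared with and without TSA, and the counts of cell cycle genes over 2-fold lower and higher were chosen only after the data were seen. All other alternatives were set before.

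The fall of UHRF1 kept its direction and its call under the alternatives run for it, all fitted with limma, between -2.61 and -2.26 on the log2 scale in siUHRF1. The methods' t-test with adjustment called no probe in that comparison, where limma called 132 and the t-test without adjustment 1846. Among the alternatives run for the enrichment of cell cycle genes, which left out the methods' t-test, Tukey's test and the later block, it kept its direction and stayed below 0.05 except for genes called higher alone. There the odds ratio was 1.32, and it reversed to 0.482 for those over 2-fold higher. For those over 2-fold lower it was 8.83. The S phase and G2/M lists kept their direction and call in the combination, except with the correlation between genes estimated from the arrays, which leaves the medians at -0.72 and 0.25 and widens the test by its construction.

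The counts of altered probes were less stable, and unless stated the cause was not tested. With normexp background correction they were 1694 for the combination, 9 for UHRF1 depletion alone, 417 for TSA alone, 92 for UHRF1 depletion under TSA and 6 for the difference between its effects with and without TSA. The number of silenced genes called was 2, and the likeness of UHRF1 depletion under TSA to 5-aza-dC 0.423. The share of altered probes that were higher became 77.8% for UHRF1 depletion alone (93.2%), 49.2% for TSA alone (62.2%) and 34.3% for 5-aza-dC (49.8%), and the median of all probes 0.15 for TSA alone and -0.28 for 5-aza-dC. With spike-in scaling the counts were 3366 for the combination, 877 for TSA alone and 22837 for 5-aza-dC, with 50.1%, 34.3% and 8.02% higher, and the median of all probes moved to -0.11, -0.12 and -1.67. UHRF1 depletion under TSA then had 94.3% higher. Quantile normalization lowered the share that was higher to 52.8% for the combination.

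Without a filter on dim probes, 668 probes were altered by TSA alone and 21788 by 5-aza-dC, 4 silenced genes were called and the likeness was 0.239. The median of all probes was then 0.15 for TSA alone and -0.45 for 5-aza-dC. With only probes above background on every array, fewer probes are tested and genes that start below background are lost: 16 were altered by UHRF1 depletion alone, 290 under TSA and 0 by the difference (limma, 671 at an unadjusted p below 0.05), and the likeness was 0.256. With only the groups compared in the fit, 38 probes were altered by UHRF1 depletion alone, 9921 by TSA alone and 5057 by the combination. A trended and robust prior left 1 probe for the difference.

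At an unadjusted p below 0.05, limma called 8976 probes for the combination, 2111 for UHRF1 depletion alone, 6862 for TSA alone, 4121 for UHRF1 depletion under TSA and 1166 for the difference. Adding a change over 2-fold gave 1948, 429, 865 and 512 for the combination, UHRF1 depletion alone, TSA alone and the difference, and 7996 for 5-aza-dC. The methods' t-test without adjustment gave 7074 for the combination, 1846 for UHRF1 depletion alone, 9811 for TSA alone and 3633 for UHRF1 depletion under TSA. With adjustment it gave 246 for the combination, 4345 for TSA alone, and 0 for UHRF1 depletion alone and under TSA. ANOVA with Tukey's test gave 2699 for the combination, 824 for UHRF1 depletion alone and 1381 under TSA.

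The replicate numbers do not pair the siCONT and siUHRF1 cells, whose replicate differences correlated across genes at 8.86e-05. With a replicate block the counts were 5300 for the combination, 136 for UHRF1 depletion alone, 2064 for TSA alone, 745 for UHRF1 depletion under TSA and 71 for the difference. With a block for culture or siRNA shared with and without TSA, chosen after the data were seen, TSA alone altered 3738 probes and the difference 28.

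With each array left out in turn, a group of 1 array is assumed to vary like the others. The counts ranged from 1785 to 7552 for the combination, 90 to 249 for UHRF1 depletion alone, 187 to 4521 for TSA alone, 453 to 1114 for UHRF1 depletion under TSA, 91 to 207 for the difference and 9437 to 14995 for 5-aza-dC. The silenced genes called ranged from 2 to 7, the odds ratio from 2.40 to 3.86, the S phase median from -0.83 to -0.52, the G2/M median from 0.24 to 0.28, and the likeness from 0.260 to 0.298.

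Some single genes and lists reversed, and the cause was not tested. With normexp background correction DRD5 and BSN-DT rose by 0.26 and 0.27 in TSA alone, and for UHRF1 depletion under TSA, UCHL1 was at -0.16, GATA5 at -0.27 and RUNX3 at -0.16. For 5-aza-dC, GLIPR1 was at -0.36, SFRP1 at -0.22, SFRP2 at -0.98 and TIMP3 at -0.74. The medians for UHRF1 depletion under TSA were -0.064 for the interferon list, -0.27 for the silenced list and -0.16 for the CIMP list. Those for the difference were 0.00089 for the G2/M list, 0.00064 for replication initiation and 0.018 for the stress list. They were -0.18 for the silenced list and -0.16 for the CIMP list. Without that correction, the silenced list had a median of 0.57 for the difference (adjusted p = 0.000191 from camera and 0.0347 from fry). The CIMP list had 0.60 (adjusted p = 0.000846 from camera and 0.0390 from fry). Neither passed with the estimated correlation (adjusted p = 0.118 for each), and 10 of the 15 silenced genes were below background in siCONT. With spike-in scaling, UHRF1 was at -0.70, EXO1 at -1.25, CDC45 at -1.32, PIMREG at -0.82, TUBB4B at -0.46 and CDKN1A at -1.19 for 5-aza-dC. With each array left out, the median for the difference ranged from -0.28 to 0.021 for the S phase list, -0.26 to 0.017 for replication initiation, -0.25 to 0.020 for recombination and -0.25 to 0.011 for the stress list, so each direction rests on a single array: siUHRF1 + TSA replicate 1 for the S phase, replication and recombination lists, and replicate 2 for the stress list.

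Over all alternatives, named genes gave 4609 values with the same direction and call, 211 that lost a call, 104 that gained one, 171 that moved without a call and 15 reversed. Lists gave 882, 71, 11, 36 and 12. Signal over background limits these arrays: 10 of 15 silenced genes were below background in siCONT, where a fold change has only a lower limit. A block for slide or scan was not run, because all siRNA arrays lie on 1 slide and in 1 scan and 5-aza-dC alone on the other.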

Differences from the paper's values

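For siUHRF1 + TSA against siCONT, the paper's count of altered probe sets is 2085 and the value here is 5509. The paper's count of unique genes is 1793 and the value here is 4825. Of the alternatives set before the data were examined, 5 give counts within 1.5 times of the paper's: normexp background correction (1694 probes, 1526 genes), leaving out siCONT replicate 1 (1785 and 1653), leaving out siCONT replicate 2 (1855 and 1718), an unadjusted p below 0.05 with a change over 2-fold (1948 and 1770), and ANOVA with Tukey's test (2699 and 2515). The others do not: quantile normalization (5862), the median of probes above background on every array (5437), spike-in scaling (3366) and no filter on dim probes (3676). Nor do probes above background on every array (5033), outlier spots kept (5489), the deposited value table (5519) and the replicate block (5300). The same holds for only the groups compared (5057), a trended and robust prior (6399) and leaving out any other array (3404 to 7552). It also holds for an unadjusted p below 0.05 (8976), and for the methods' t-test without adjustment (7074) and with it (246). For RKO cells the paper states P < 0.05 and does not say whether it was adjusted.

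The paper states for CRC cells that many of the cell cycle-related genes that fell in the combination also fell moderately with either one of the treatments. A fall with TSA alone could satisfy this wording. The paper's heat maps of cell cycle-related genes show DLD1 cells, at an earlier time and with its own gene terms. The RKO values are therefore not a like comparison. In RKO cells, the S phase list had a median log2 fold change of -0.021 after UHRF1 depletion alone, with 19 of 45 genes above 0, and -0.57 after TSA alone. The recombination list had a median of -0.095 after UHRF1 depletion alone, lower by camera (adjusted p = 0.0192) and not by fry (adjusted p = 0.548). The paper also states that cell cycle-related genes were enriched among those that fell. The S phase genes were (27 of 45 lower), whereas of 54 G2/M genes none was lower, at an unadjusted p below 0.05 either, and 19 were higher.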

Other observations

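The test of the position on the slide for the difference between the siRNAs was chosen only after the result was seen.

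The paper reports the silenced genes by RT-PCR, and their array values in RKO cells are given here. Of 15 genes, 10 were not above background on either siCONT array, 9 on either siUHRF1 array, 9 on either siCONT + TSA array and 6 on either siUHRF1 + TSA array. In the combination limma called 7 higher over all genes tested and 7 adjusted over the list alone; in siUHRF1 it was 1 and 1, in siCONT + TSA 0 and 0 (1 at an unadjusted p below 0.05), in UHRF1 depletion under TSA 5 and 6, and for the difference between the effects of UHRF1 depletion 0 and 3 (5 at an unadjusted p below 0.05). Genes called in the combination included IGF2 (at least 113-fold in the combination and 7.96-fold in siUHRF1, the latter from 4.89-fold to 13.0-fold with 1 array left out), RUNX3 (at least 1.81-fold), DKK1 (log2 fold change 1.73, adjusted p = 0.0331) and CDKN2A (0.92, adjusted p = 0.0335). They also included UCHL1 (at least 1.26-fold) and GATA5 (at least 1.20-fold), each with 1 of 2 arrays above background and no limit without it. The list's median was 1.00 in the combination (adjusted p = 0.0123 from camera; 0.00194 from fry), but 0.055 with genes below background put at their limit. Under TSA its median after UHRF1 depletion was 0.88 (0.10 at the limits), in siUHRF1 0.024 (adjusted p = 0.373) and in siCONT + TSA 0.18 (adjusted p = 0.778). Probes disagreed for CRABP1 (1.19 and 3.96, the second called) and for GATA4 (4 probes from -0.24 to 0.59, 1 called). NEURL1 changed by -0.13 (adjusted p = 0.382), and SFRP1, SFRP2, SFRP5, TIMP3 and CACNA1G were below background in both groups. On the 5-aza-dC array DKK1 rose by 5.29 and CDKN2A by 4.24.

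The CIMP marker genes had a median log2 fold change of 0.99 in the combination (adjusted p = 0.0118 from camera), or 0.92 with genes below background put at their limit, and 0.96 for UHRF1 depletion under TSA (adjusted p = 0.000208), or 0.75 at the limits. In siUHRF1 without TSA it was 0.36, with 6 of 7 genes above 0 (adjusted p = 0.0068 from camera; 0.0273 from fry), or 0.22 at the limits and 0.031 with normexp background correction, and limma called 1 gene. It did not pass there with the estimated correlation (adjusted p = 0.142). In siCONT + TSA it was 0.18 (adjusted p = 0.969 from camera), or 0 at the limits. SOCS1 rose by 0.99 in the combination (adjusted p = 0.0238), and NEUROG1 was below background in both groups. The CIMP and silenced lists share genes, IGF2 among them, so their shifts are not separate results.

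CDKN1A, which encodes p21, changed by 0.0094 on the log2 scale in the combination (adjusted p = 0.964 from limma), by 0.42 in siUHRF1 (adjusted p = 0.330) and by -0.44 in siCONT + TSA (adjusted p = 0.069). The reference genes ACTB and GAPDH changed by 0.36 and -0.035 in the combination, neither called.

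Genes of replication initiation and of recombination and the Fanconi pathway fell with the S phase genes: their medians in the combination were -0.54 and -0.70 (adjusted p = 1.06e-10 for each from camera; 0.00389 and 0.0059 from fry). The replication initiation list shares genes with the S phase list, GINS2, MCM4 and MCM7 among them, so its fall is not a separate result. In siUHRF1 the recombination list was also called lower by camera (median -0.095, 5 of 28 genes above 0, adjusted p = 0.0192), but not by fry (adjusted p = 0.548), and no gene of it was called. The epigenetic regulators had a median of 0.077 and a mean of 0.29, while camera gave the direction as down (adjusted p = 0.973), so that the signs differ and no shift is called. Of the camera calls in the combination (S phase, G2/M, replication initiation, recombination, stress, cancer-testis, interferon, silenced and CIMP lists), all hold under fry and none with the estimated correlation.

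A rise of endoplasmic reticulum stress and amino acid response genes in the combination was predicted before it was measured, and the opposite was found. The median of 27 genes was -1.02, with 1 gene above 0 (adjusted p = 5.01e-14 from camera; 0.00328 from fry), and it was -0.85 in siCONT + TSA and -0.020 in siUHRF1, where the mean was 0.18 and camera gave the direction as up (adjusted p = 0.567). No explanation was tested.

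A rise of interferon-stimulated genes after UHRF1 depletion under TSA was also predicted before it was measured. The median was 0.13, the mean 0.41, and 13 of 21 genes were above 0 (adjusted p = 0.0193 from camera; 0.00432 from fry). With normexp background correction the median was -0.064, so the rise depends on the background correction. In siUHRF1 the median was 0.15 with 19 of 21 genes above 0 (adjusted p = 0.000846 from camera and 0.0138 from fry). In the combination it was 0.55 (adjusted p = 0.0121 from camera and 0.00066 from fry). Neither passed with the estimated correlation (adjusted p = 0.118 and 0.142).

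The 2 UHRF1 siRNAs differed in a way that repeated. Across 17744 genes, which are not independent replicates, the difference between siUHRF1-1 and siUHRF1-2 without TSA correlated with that under TSA at 0.478 (Pearson), and 126 genes differed by more than 2-fold the same way in both, against 5 in opposite ways. The control arrays gave 0.0999, with 21 genes over 2-fold the same way, but they lie in columns 1 and 2 of the slide and the siUHRF1 arrays in columns 3 and 4. The position on the slide therefore cannot be told apart from the siRNA. The same holds for unequal depletion: the difference correlated with the effect of UHRF1 depletion under TSA at -0.12, and the probes for UHRF1 disagree. The brighter probe was 0.28 higher with siUHRF1-1 with and without TSA, whereas the other differed by -0.19 without TSA and by 0.42 with it. Effects of 1 siRNA on other transcripts remain untested.

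The row of the slide goes with TSA. It was weighed with 7 spike-in probes, which received the same RNA on every array: after their mean shift was removed, the largest difference between the rows was 0.073 on the log2 scale, against a median of 0.72 for the probes altered by TSA. This argues against the row for changes of that size in bright probes.

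UHRF1 depletion altered 838 probes under TSA, 702 higher and 136 lower. Of the 132 probes altered without TSA, 119 were altered there too, 118 in the same direction, with no array shared between the comparisons. Across 17741 genes, the log2 fold changes of UHRF1 depletion alone and under TSA had a Spearman correlation of 0.568, and those of UHRF1 depletion under TSA and of 5-aza-dC 0.302 (Pearson 0.616). Genes are not independent replicates, so no p is given.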
